# Tyrosine phosphorylation of both STAT5A and STAT5B is necessary for maximal IL-2 signaling and T cell proliferation

**DOI:** 10.1038/s41467-024-50925-6

**Published:** 2024-08-27

**Authors:** Jian-Xin Lin, Meili Ge, Cheng-yu Liu, Ronald Holewinski, Thorkell Andresson, Zu-Xi Yu, Tesfay Gebregiorgis, Rosanne Spolski, Peng Li, Warren J. Leonard

**Keywords:** Cytokines, Mitosis, Phosphorylation, T cells

## Abstract

Cytokine-mediated STAT5 protein activation is vital for lymphocyte development and function. In vitro tyrosine phosphorylation of a C-terminal tyrosine is critical for activation of STAT5A and STAT5B; however, the importance of STAT5 tyrosine phosphorylation in vivo has not been assessed. Here we generate *Stat5a* and *Stat5b* tyrosine-to-phenylalanine mutant knockin mice and find they have greatly reduced CD8^+^ T-cell numbers and profoundly diminished IL-2-induced proliferation of these cells, and this correlates with reduced induction of Myc, pRB, a range of cyclins and CDKs, and a partial G1→S phase-transition block. These mutant CD8^+^ T cells also exhibit decreased IL-2-mediated activation of pERK and pAKT, which we attribute in part to diminished expression of IL-2Rβ and IL-2Rγ. Our findings thus demonstrate that tyrosine phosphorylation of both STAT5A and STAT5B is essential for maximal IL-2 signaling. Moreover, our transcriptomic and proteomic analyses elucidate the molecular basis of the IL-2-induced proliferation of CD8^+^ T cells.

## Abstract (web summary)

The importance of STAT5 tyrosine phosphorylation on T cells has not been investigated in vivo. Here the authors generate STAT5A and STAT5B tyrosine mutant knockin mice and show that Stat5a/b tyrosine is required for maximal IL-2 signaling and CD8 + T cell proliferation.

## Introduction

STAT5 was first identified as mammary gland factor (MGF), a transcription factor that mediates prolactin-induced β-casein expression^1^. Subsequently, it was discovered that STAT5 represents two proteins, STAT5A and STAT5B, that are more than 90% identical at the amino acid level and encoded by adjacent genes on human chromosome 17q11.2^2^ and mouse chromosome 11^3^. STAT5A and STAT5B are activated by multiple cytokines, including four members of the common γ chain (γ_c_) family of cytokines^4^, IL-2, IL-7, IL-9, and IL-15^2,4,5^, the IL-7-related cytokine TSLP^6^, hematopoietic cytokines IL-3, IL-5 and GM-CSF^7^, as well as erythropoietin, growth hormone, and prolactin^8^. Studies of *Stat5a* and *Stat5b* knockout (KO) mice and of loss-of-function mutations of *STAT5B* in humans underscore the importance of STAT5A in proliferation of the mammary ductal epithelium^9^ and of STAT5B for sexually dimorphic growth^10^, as well as both STAT5 proteins for normal immune homeostasis and function of T and NK cells^4,11^; in addition, gain-of-function mutations of *STAT5B* can be associated with malignancies in humans^12^.

A key mechanism in cytokine signaling is the JAK-STAT pathway, in which cytokines activate cytokine receptor-associated JAK kinases that phosphorylate a C-terminal tyrosine residue on STAT proteins^13,14^. Two phosphorylated STAT molecules then form dimers via bivalent interactions between the SH2 domain on each STAT monomer with the phosphotyrosine on the other STAT monomer. STAT dimers then translocate into the nucleus, bind to motifs in promoter and/or enhancer regions of target genes, and regulate their expression^13–15^. Analysis of the phosphoproteomic profile in IL-2-stimulated cytotoxic T cells showed that IL-2-induces phosphorylation of STAT5A Tyr 694 and STAT5B Tyr 699 and that this was prevented by a JAK inhibitor^16^. Interestingly, STAT5 dimers can form tetramers via N-domain interactions, with binding to tandemly-linked consensus and nonconsensus motifs, and the STAT5 tetramers have important roles in CD8^+^ T cell proliferation, NK differentiation and survival, and autoimmune neuroinflammation^17–19^. Moreover, tyrosine-unphosphorylated STAT proteins, including uSTAT1, uSTAT3, uSTAT5, and uSTAT6, can directly or indirectly regulate gene expression^20,21^. uSTAT5 was reported to suppress gene expression by colocalizing with CTCF to restrain megakaryocytic differentiation^22^ and suppress tumor growth by binding to heterochromatin protein 1α to stabilize heterochromatin^23^. *Stat5a*^9,24,25^, *Stat5b*^10,25,26^, and *Stat5a/Stat5b*^27–30^ KO mouse models have revealed redundant and nonredundant roles for STAT5A and STAT5B. However, the role of tyrosine phosphorylation of STAT5 in transducing cytokine signals has not been investigated in vivo.

Here, we used CRISPR-*Cas9* gene editing to generate STAT5A and STAT5B homozygous and heterozygous tyrosine to phenylalanine mutant mouse lines to explore the role of STAT5 tyrosine phosphorylation in vitro and in vivo, using transcriptomics and proteomics as well as functional analyses. Unexpectedly, we found more severe defects in T and NK cells from *Stat5b* KI and *Stat5a* KI mice than were reported in *Stat5b* KO and *Stat5a* KO mice. Our findings indicate that tyrosine phosphorylation of both STAT5A and STAT5B is required for the full activity of IL-2, with pYSTAT5B playing a greater role. They also indicate that tyrosine-mutated STAT5A and STAT5B each can act as a dominant-negative mutant that interferes with the function of wild-type pYSTAT5 proteins. Overall, our data provide a valuable resource of IL-2-regulated genes and proteins and the impact of tyrosine phosphorylation of STAT5, thereby indicating new ways for modulating the pathways that control IL-2 signaling.

## Results

### Generation of STAT5A^Y694F^ KI, STAT5B^Y699F^ KI, and STAT5^Y694F/Y699F^ DKI mice

Based on gene knockout studies, it is well-established that STAT5 proteins are vital for the development, differentiation, expansion, survival, and/or function of a broad range of cells in vivo^24–28,31^. In vitro studies have shown that phosphorylation of Y694 on STAT5A and Y699 on STAT5B are essential for the formation of STAT5A and STAT5B homodimers, respectively, in response to cytokine stimulation^2^. To investigate the role of tyrosine phosphorylation of STAT5 proteins in vivo, we generated homozygous mice carrying STAT5A^Y694F^ KI or STAT5B^Y699F^ KI alleles, as well as heterozygous mice with STAT5A^Y694F^ and STAT5B^Y699F^ DKI alleles (the DKI homozygous mice were not viable as discussed below) (Supplementary Fig. 1a, b show the sequences of the mutated *Stat5a* KI and *Stat5b* KI alleles generated, and Supplementary Table 1 shows the oligonucleotides used).

We first confirmed that STAT5A and STAT5B proteins were expressed at similar levels in T cells from mutant and WT littermate control mice by immunoprecipitating with antibodies to STAT5A (Fig. 1a, b, lanes 1-4) or STAT5B (lanes 5-8) and western blotting with anti-STAT5A (top panels) or anti-STAT5B (middle panels). As expected, IL-2-induced tyrosine phosphorylated STAT5A (pYSTAT5A) (Fig. 1a, bottom panel, lane 2 vs. 1) and pYSTAT5B (Fig. 1b, bottom panel, lane 6 vs. 5) were detected in WT cells but not in cells in which STAT5A Y694 or STAT5B Y699 were mutated (Fig. 1a, bottom panel, lanes 3 and 4 for *Stat5a* KI T cells and Fig. 1b, bottom panel, lanes 7 and 8 for *Stat5b* KI T cells). STAT5B was co-immunoprecipitated by anti-STAT5A in WT lysates (Fig. 1a, b, middle panels, lane 2) but not in lysates from cells not stimulated with IL-2 or from mutant cells (lanes 1, 3, and 4). Thus, tyrosine-mutated STAT5A and STAT5B are expressed at similar levels to WT STAT5 proteins, but they cannot be activated by IL-2 to form stable heterodimers, indicating that bivalent SH2-pTyr interactions are required for stable STAT5 heterodimerization.

**Fig. 1:**
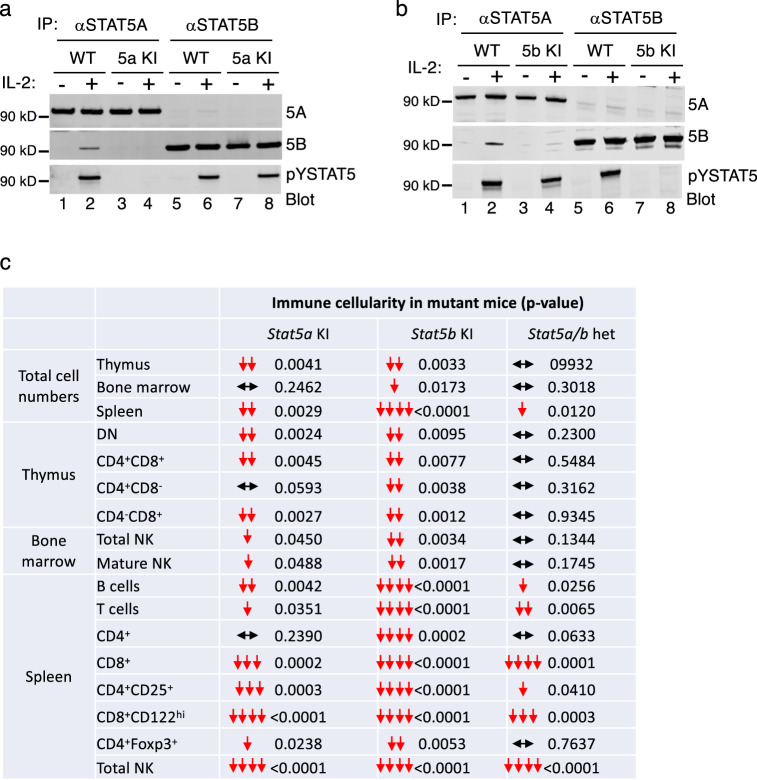
Normal STAT5 protein expression but fewer T, B, and NK cells in *Stat5a* KI and especially in *Stat5b* KI mice. **a, b** Immunoblots of anti-STAT5A, anti-STAT5B, and anti-pSTAT5 antibodies. **a** Immunoprecipitation of total cell lysates from control or IL-2-stimulated WT and *Stat5a* KI T cells with anti-STAT5A and anti-STAT5B, respectively, and blotting with antibodies to STAT5A, STAT5B, and pYSTAT5. **b** Immunoprecipitation of total cell lysates from control or IL-2 stimulated WT and *Stat5b* KI T cells followed by blotting with anti-STAT5A, anti-STAT5B, and anti-pYSTAT5. Source data for **a** and **b** are provided as a Source Data File. **c** Summary of cellularity of *Stat5a* KI, *Stat5b* KI, and *Stat5a/b* heterozygous thymocytes, bone marrow NK cells, and splenic T, B, and NK cells. The numbers are the *p*-values that are derived from Fig. 2b, d, f, h, j, Supplementary Fig. 2a, c, d, f, h, j, l, and Supplementary Fig. 3a, c, e, g (In the source data file, the raw data are shown separately for each of these main and Supplementary Figs. rather than for **c**); the red arrows show statistically significant decreases in cells in KI as compared to WT mice, and the horizontal black arrow lines indicate populations that are not significantly different in KI and WT. Source data are provided as a Source Data File.

Consistent with the phenotypes observed in homozygous *Stat5a* KO, homozygous *Stat5b* KO, and heterozygous *Stat5a/Stat5b* DKO mice^9,10,24,26–28^, homozygous *Stat5a* KI, homozygous *Stat5b* KI, and heterozygous *Stat5a/Stat5b* DKI mice were viable and fertile. Unexpectedly, however, pups produced by *Stat5a*/*Stat5b* DKI heterozygous female mice (even when mated with WT males) did not survive. This was apparently due to starvation and dehydration (i.e., no visible milk spot and wrinkled skin), indicating that the *Stat5a*/*Stat5b* DKI heterozygous female mice could not properly care for/nurse their pups. To determine whether *Stat5a*/*Stat5b* DKI homozygous fetuses could develop in utero, we next performed timed-mating experiments. *Stat5a*/*Stat5b* DKI homozygous fetuses indeed developed but were pale in color and smaller in size than the WT and heterozygous fetuses (Supplementary Fig. 1c), indicating severe anemia and possibly other defects as well, consistent with the phenotype of *Stat5* DKO mice^27,28^. *Stat5a* KI female mice also exhibited severe defects in the expansion of the mammary ductal epithelium during late pregnancy (Supplementary Fig. 1d), consistent with the phenotype of *Stat5a* KO females^9^. Moreover, 3–4 month old as well as 1–2 month old *Stat5b* KI male mice had significantly lower body weight compared to WT controls (Supplementary Fig. 1e), whereas the 3–4 month old females had weights more similar to WT controls (Supplementary Fig. 1f), consistent with the sexually dimorphic growth found in *Stat5b* KO mice^10^, whereas such changes were not observed in *Stat5a* KI mice (Supplementary Fig. 1g, h). Thus, the tyrosine-mutated *Stat5a* KI and *Stat5b* KI mice exhibit phenotypic similarities to those of the corresponding *Stat5a* KO and *Stat5b* KO mice.

### Fewer T and NK cells in tyrosine mutant *Stat5a* KI and *Stat5b* KI mice

Because STAT5 proteins play vital roles in mediating the actions of a number of γ_c_-family cytokines that collectively are important for the development, differentiation, expansion, survival, and function of T, B, and NK cells^32,33^, we examined the immune phenotype in the STAT5 tyrosine mutant KI mice. Thymocyte numbers were lower in *Stat5a* KI and *Stat5b* KI homozygous mice but similar in *Stat5a/Stat5b* DKI heterozygous (het) mice to their respective WT littermate controls (Fig. 1c and Supplementary Fig. 2a). The frequencies of CD4^-^CD8^-^ double negative (DN), CD4^+^CD8^+^ double positive (DP), and single positive CD4^+^ and CD8^+^ thymocytes in *Stat5a* KI and *Stat5b* KI homozygous mice and *Stat5a/Stat5b* DKI het mice were similar to WT littermates (Supplementary Fig. 2b, c, first set of three bar graphs), but CD8^+^ thymocyte numbers were lower in *Stat5a* KI and *Stat5b* KI homozygous mice, resulting in decreased numbers of some of the populations (e.g., DN, DP, and CD8^+^ T cells) in *Stat5a* KI and *Stat5b* KI homozygous mice but not in *Stat5a/Stat5b* DKI het mice (Fig. 1c and Supplementary Fig. 2c, second set of three bar graphs).

Total splenic cell numbers were lower in all three KI lines, particularly in the *Stat5b* KI mice (Fig. 1c and Supplementary Fig. 2d). Thus, although B220^+^ and CD3^+^ cell frequencies were not significantly altered, the numbers of these cells were lower in all three KI lines, and T and B cell numbers were lowest in *Stat5b* KI homozygous mice (Fig. 1c and Supplementary Fig. 2e, f). CD4^+^ T cell numbers were not lower in *Stat5a* KI but were significantly lower in *Stat5b* KI mice (Figs. 1c and 2b) but not *Stat5a/Stat5b* DKI het mice (Fig. 1c and Supplementary Fig. 2g, h), whereas CD8^+^ T cells were decreased in all three lines, particularly in *Stat5b* KI mice (Figs. 1c and 2a, b, Supplementary Fig. 2g, h). In addition, CD4^+^CD25^+^ cell numbers were diminished in all 3 lines and CD4^+^FoxP3^+^ Tregs were decreased in *Stat5b* KI mice and trended lower in *Stat5a* KI mice but not in *Stat5a*/*Stat5b* DKI het mice (Figs. 1c, 2c–f, and Supplementary Fig. 2i, j). The frequencies and numbers of CD8^+^CD122^hi^ T cells were lower in all three mutant mouse lines (Figs. 1c and 2g, h, and Supplementary Fig. 2k, l). Thus, tyrosine phosphorylation of both STAT5A and STAT5B is required for normal peripheral T cell homeostasis. Given the relatively normal T cell numbers in both *Stat5a* KO or *Stat5b* KO mice^30^, the more severe defects observed in *Stat5a* KI or *Stat5b* KI mice indicate that both STAT5A and STAT5B tyrosine mutants interfered with WT STAT5, suggesting a dominant negative effect.

**Fig. 2:**
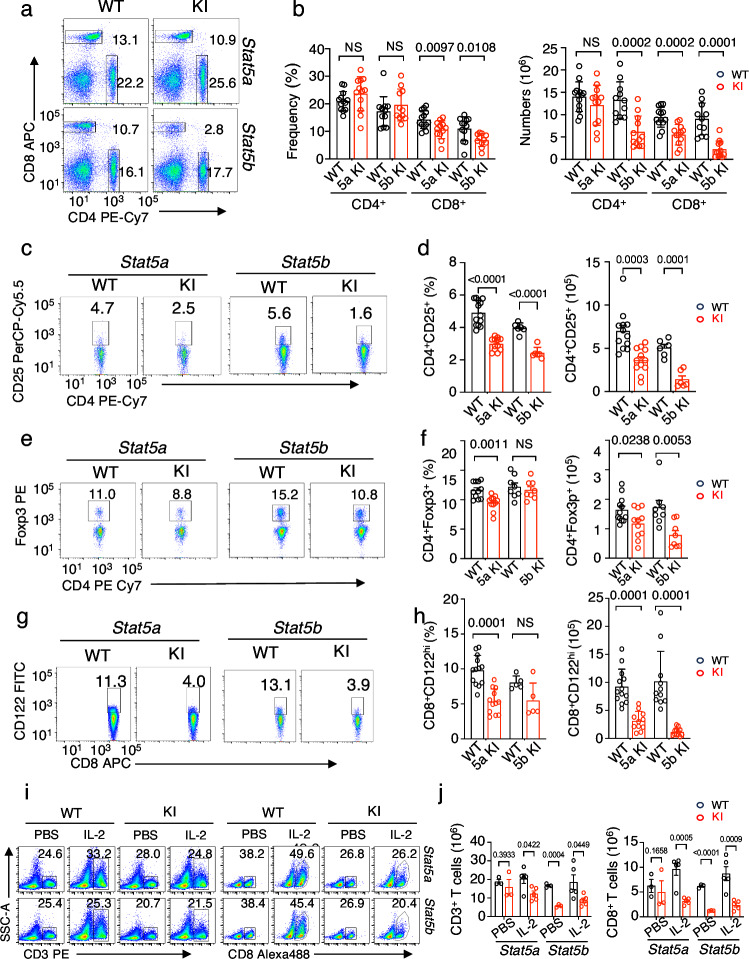
Fewer CD8^+^ T cells, and decreased CD4^+^CD25^+^ and CD8^+^CD122^hi^ T cell numbers in *Stat5a* KI and *Stat5b* KI mice. **a** Representative flow cytometric profiles of splenic CD4^+^ and CD8^+^ T cells in WT and *Stat5a* KI (top panels) and WT and *Stat5b* KI (bottom panels) mice. **b** Summary of the frequencies (left graph) and numbers (right graph) of splenic CD4^+^ and CD8^+^ T cells in WT and *Stat5a* KI and *Stat5b* KI mice (*n* = 13 for *Stat5a* WT CD4^+^ T cells, *n* = 12 for *Stat5a* KI CD4^+^ T cells, *n* = 12 for *Stat5b* WT CD4^+^ T cells, *n* = 12 for *Stat5b* KI CD4^+^ T cells, *n* = 13 for *Stat5a* WT CD8^+^ T cells, *n* = 12 for *Stat5a* KI CD8^+^ T cells, *n* = 11 for *Stat5b* WT CD8^+^ T cells, and *n* = 12 for *Stat5b* KI CD8^+^ T cells). **c** Representative flow cytometric profiles of splenic CD4^+^CD25^+^ T cells in WT and *Stat5a* KI (left panels) and WT and *Stat5b* KI (right panels) mice. **d** Summary of the frequencies (left graph) and numbers (right graph) of spleen CD4^+^CD25^+^ T cells in WT and *Stat5a* KI and *Stat5b* KI mice (*n* = 12 for both *Stat5a* WT and *Stat5a* KI mice and *n* = 6 for both *Stat5b* WT and *Stat5b* KI mice). **e** Representative flow cytometric profiles of spleen CD4^+^Foxp3^+^ T cells in WT and *Stat5a* KI (left panels) and WT and *Stat5b* KI (right panels) mice. **f** Summary of the frequencies (left graph) and numbers (right graph) of spleen CD4^+^Foxp3^+^ T cells in WT and *Stat5a* KI and *Stat5b* KI mice (*n* = 12 for *Stat5a* WT mice, *n* = 11 for *Stat5a* KI mice, *n* = 8 for both *Stat5b* WT and *Stat5b* KI mice). **g** Representative flow cytometric profiles of spleen CD8^+^CD122^hi^ T cells in WT and *Stat5a* KI (left panels) and WT and *Stat5b* KI (right panels) mice. **h** Summary of the frequencies (left graph) and numbers (right graph) of spleen CD8^+^CD122^hi^ T cells in WT and *Stat5a* KI and *Stat5b* KI mice (*n* = 13 for *Stat5a* WT, *n* = 11 for *Stat5a* KI, *n* = 11 for *Stat5b* WT, and *n* = 12 for *Stat5b* KI). **i** Representative flow cytometric profiles of T (left four panels) and CD8^+^ T cells (right four panels) in WT and *Stat5a* KI (upper panels) and *Stat5b* KI (lower panels) mice on day 7 after PBS or IL-2 injection. **j** Bar graphs showing numbers of CD3^+^ and CD3^+^CD8^+^ T cells in WT and *Stat5a* KI and *Stat5b* KI mice on day 7 after PBS (*n* = 3) or IL-2 injection (*n* = 5). The gating strategies for **a, c, e, g, and i** are shown in Supplementary Fig. 8. The numbers in **a**, **c**, **e**, **g**, and **i** are percentage of gated cells; in graphs **b**, **d**, **f**, **h**, and **j**, black and red open bars represent WT and mutants, respectively, and the error bars (SD) and *p*-values are shown, which were determined by multiple unpaired *t* test using two-stage step-up method of Benjamini, Krieger and Yekutieli. Source data for **b**, **d**, **f**, **h**, and **j** are provided as a Source Data File.

We next examined whether there were also defects in NK cells in the KI mice. Indeed, consistent with the phenotype of *Stat5* KO mice^29^, total bone marrow cells (Fig. 1c and Supplementary Fig. 3a) were significantly decreased in *Stat5b* KI mice; both bone marrow total NK cells (lin^-^CD122^+^) (Fig. 1c and Supplementary Fig. 3b, c) and mature (lin^-^CD122^+^NK1.1^+^DX5^+^) NK cell numbers (Fig. 1c and Supplementary Fig. 3d, e) were significantly decreased in both *Stat5a* KI and *Stat5b* KI mice. Splenic NK cells (CD3^-^CD122^+^NK1.1^+^) were significantly decreased in all three tyrosine mutant KI mouse lines (Fig. 1c and Supplementary Fig. 3f, g). To assure that we were accurately identifying spleen NK cells, we compared CD122 with two additional NK cell markers (DX5 and NKp46) and found that all three NK markers similarly stained NK cells from WT and *Stat5a* KI and *Stat5b* KI mice (Supplementary Fig. 3h, i). Thus, both tyrosine phosphorylated STAT5A and STAT5B are required for normal numbers of NK cells as well as CD8^+^ T cells.

To determine if the mutant T cells and especially mutant CD8^+^ T cells, were indeed defective in response to IL-2-induced proliferation in vivo, PBS or MSA-conjugated IL-2 was intraperitoneally injected into *Stat5a* KI, *Stat5b* KI, and their corresponding WT litermate mice on days 0, 3, and 6. Splenocytes were isolated on day 7 and T cells were examined by flow cytometric analysis. Consistent with significantly decreased cellularity of T cells in *Stat5a* KI and *Stat5b* KI mice, WT CD3^+^ T cells and CD3^+^CD8^+^ T cells had more SSC^high^ cells than observed for corresponding cells from the *Stat5* KI mice or from mice injected with PBS (Fig. 1k, l, dot plots), indicating less expansion of the *Stat5* KI cells. Correspondingly, there were significantly fewer T cells and especially CD8^+^ T cells in the IL-2-injected *Stat5* KI mice than in the IL-2-injected WT mice (Fig. 2i, j, bar graphs). These data indicate that the decreased T cell and CD8^+^ T cell numbers in mutant mice are, at least in part, due to the defective IL-2-induced proliferation.

### Defective IL-2-induced proliferation and cell cycle progression of *Stat5a* and *Stat5b* KI CD8^+^ T cells

Given that IL-2 drives the expansion of T cells^34,35^ and that CD8^+^ and CD8^+^CD122^hi^ T cell numbers were decreased in all three KI mouse lines (Fig. 1c), we next sought to elucidate the underlying mechanisms for the decreased CD8^+^ T cell numbers in the mutant mice. We first assessed the IL-2 responsiveness of freshly isolated CD8^+^ T cells. STAT5 was activated by 10^−10 ^M IL-2 in freshly isolated WT CD8^+^ T cells, with maximal responsivness at 10^−8 ^M (~500 IU/ml) IL-2 (Supplementary Fig. 4a, b), a concentration approximately 10-fold higher than the K_d_ of intermediate-affinity IL-2 receptors. We decided to use 500 IU/ml IL-2 in all subsquent experiments. *Stat5a* KI and *Stat5b* KI CD8^+^ T cells had markedly decreased IL-2-induced proliferation based on CFSE (carboxyfluorescein succinimidyl ester) dilution (Fig. 3a, left panels) but had similar CFSE dilution to that of WT control cells in response to TCR (anti-CD3 + anti-CD28) (Fig. 3a, right panels). We next evaluated the stage(s) at which IL-2-induced cell cycle progression was affected by using Click-iT EdU (5-Ethynyl-2-deoxyuridine) incorporation assays (schematic in Fig. 3b). IL-2 stimulation of WT CD8^+^ T cells over a 3-day period resulted in a transition from G0/G1 phase cells to increased S phase cells (Fig. 3c, d black lines), whereas more G0/G1 phase cells and fewer S phase cells were detected in *Stat5a* KI and especially *Stat5b* KI CD8^+^ T cells (Fig. 3c, d, red lines), indicating defective IL-2-induced cell cycle progression.

**Fig. 3:**
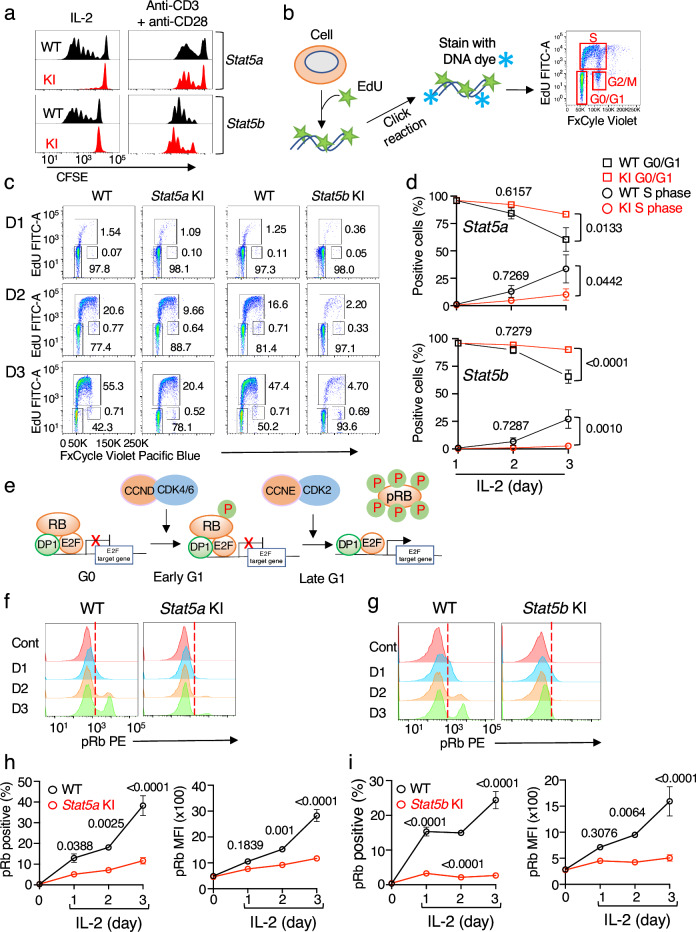
Defective IL-2-induced proliferation, reduced cell cycle progression, and lower levels of pRB in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells. **a** Representative flow cytometric profiles of two CFSE dilution experiments using freshly isolated WT (top and third panels), *Stat5a* KI (second panel), and *Stat5b* KI (bottom panel) CD8^+^ T cells were cultured with 500 IU/ml IL-2 for 4 days (left panels) or with plate bound anti-CD3 and soluble anti-CD28 for 3 days (right panels). **b** Schematic showing the Click-IT EdU assay and flow cytometric profiles of cells at the G0/G1, S, and G2/M phases of the cell cycle. **c** Representative flow cytometric profiles of two experiments show cell cycle progression of WT, *Stat5a* KI, and *Stat5b* KI splenic CD8^+^ T cells stimulated by 500 IU/ml of IL-2 using Click-iT EdU assays; the numbers are the percentages of gated populations. **d** Percentage of WT (black lines, *n* = 4), *Stat5a* KI (red lines in top graph, *n* = 4), and *Stat5b* KI (red lines in bottom graph, *n* = 3) cells at G0/G1 phase (EdU^-^FxCycle violet^-^), S phases (EdU^+^), and G2/M phases (EdU^-^FxCycle violet^+^). The error bars and *p*-values are shown, which were determined by Two-way ANOVA multiple comparisons using the Šídák hypothesis test. In **d**, each data point represents 4 biological replicates combined from two independent experiments, and each biological replicate was derived from the combined cells from two *Stat5a* KI mice or three *Stat5b* KI mice. **e** Schematic showing phosphorylation of RB by CCND/CDK4/6 at early G1 phase and then by CCNE/CDK2 at late G1 phase to release pRB from DP1-E2F and turn on DP1-E2F-mediated transcription of their target genes. **f** and **g** Representative flow cytometric profiles of pRB levels from two independent experiments in WT (left panels), *Stat5a* KI (**f**, right panel) and *Stat5b* KI (**g**, right panel) CD8^+^ T cells during a 3-day IL-2 stimulation. The vertical dashed lines indicate the gates for the percentages of cells in **f** and **g**. The gating strategies for **a**, **c**, **f**, and **g** are shown in Supplementary Fig. 9. **h** and **i** Data were combined from two independent experiments to show the percentage of pRB^+^ cells and pRB levels (MFI) in CD8^+^ T cells from WT littermate (black lines, *n* = 4 for *Stat5a* and *Stat5b*), *Stat5a* KI (**h**, red line, *n* = 4), and *Stat5b* KI (**i**, red line, *n* = 4) mice; error bars (SEM) and *p*-values are shown, which were determined by multiple unpaired *t* test using the Holm-Šídák method. Source data for **d**, **h**, and **i** are provided as a Source Data File.

In quiescent cells, hypo-phosphorylated RB is known to bind to E2F-DP1, which suppresses the transcription of E2F target genes, and upon mitogen stimulation, RB is progressively phosphorylated (pRB) by CDK4/CDK6-CCND and CDK2-CCNE, leading to the disassociation of pRB from E2F-DP1 and transcription of E2F-target genes (schematic in Fig. 3e), including cell cycle progression-related genes, which allows cell cycle entry and the initiation of DNA synthesis^36,37^. In WT CD8^+^ T cells, increased pRB was detected after one day of IL-2 stimulation and further increased over 3 days (Fig. 3f, g, left panels; Fig. 3h, i black lines). In contrast, fewer pRB^+^ cells and lower pRB levels were detected in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells (Fig. 3f, g, right panels; Fig. 3h, i red lines), revealing a role for IL-2-induced pYSTAT5 in augmenting RB phosphorylation and driving cell cycle progression.

### Lower ERK and AKT activation in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells and decreased virtual memory splenic CD8^+^ T cells in *Stat5a* and *Stat5b* KI mice

Given the defective IL-2-induced proliferation in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells, we analyzed these cells for defects in activation not only of STAT5 but also of ERK and AKT, which collectively mediate T cell proliferation and survival^34,35,38^. In WT CD8^+^ T cells, IL-2 rapidly activated pSTAT5, with sustained pSTAT5 for at least 22 hr; pERK and pAKT also were rapidly and strongly increased (black lines in Fig. 4a–c for pYSTAT5, pERK, and pAKT, respectively; Supplementary Fig. 4c–e show representative flow plots). As expected, both pYSTAT5A and pYSTAT5B contributed to the pYSTAT5 signal, with lower IL-2-induced pYSTAT5 levels in both *Stat5a* and *Stat5b* KI cells than in the corresponding WT cells (Fig. 4a, red lines, Supplementary Fig. 4c). Interestingly, pERK and pAKT were also lower in *Stat5a* and *Stat5b* KI CD8^+^ T cells than in WT cells, especially at 22 hr (Fig. 4b, c, red lines and Supplementary 4d, e), suggesting that pYSTAT5 is involved in the activation or sustaining the activation of these pathways.

**Fig. 4:**
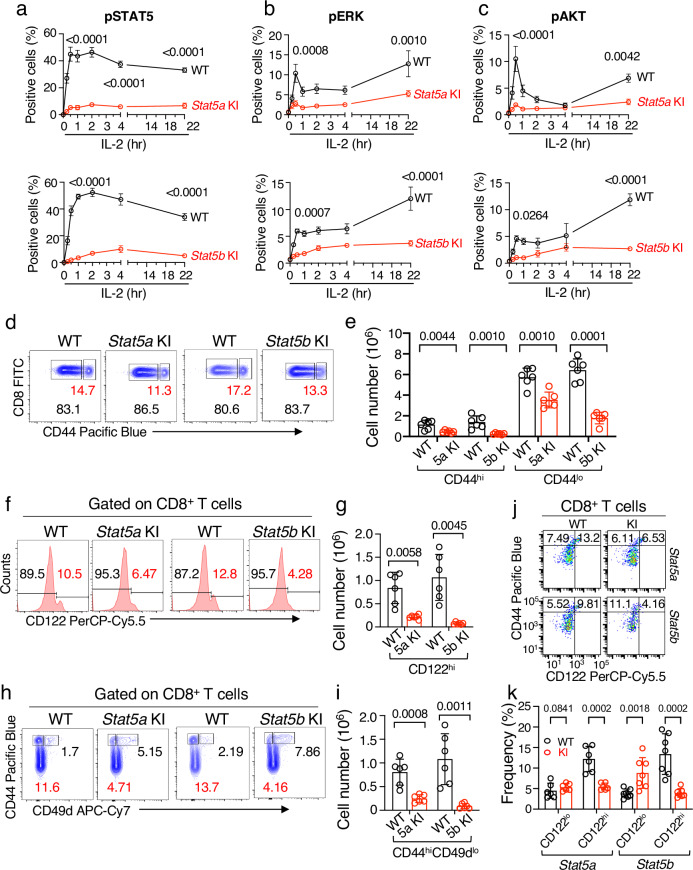
Lower pERK and pAKT levels in STAT5 KI splenic CD8^+^ T cells stimulated by IL-2, with fewer CD8^+^CD44^hi^CD122^hi^CD49d^lo^ virtual memory cells in these mice. Time course experiments of IL-2-activated pSTAT5 (**a**, *n* = 4), pERK (**b**, *n* = 4), and pAKT (**c**, *n* = 4) in WT (black lines), *Stat5a* KI (top graphs, red lines), and *Stat5b* KI (bottom graphs, red lines) CD8^+^ T cells. Each data point represents 4 biological replicates combined from two independent experiments, and each biological replicate was derived from the combined cells from two *Stat5a* KI mice or three *Stat5b* KI mice. Error bars (SEM) and *p*-values are shown. Representative flow cytometric profiles of CD8^+^ T cells that were stained with antibodies to CD44 (**d**, *n* = 6), CD122 (**f**, *n* = 6), and CD49d (**h**, *n* = 6). Cell numbers of CD8^+^ T cells that express CD44 (**e**), CD122 (**g**), and CD44 and CD49d (**i**) in WT (black bars/circles), *Stat5a* KI and *Stat5b* KI (red bars/circles) cells. Also shown are error bars (SEM) and *p*-values determined by multiple unpaired *t* test using the Holm-Šídák method. **j** Representative flow cytometric profiles of CD8^+^CD44^hi^CD122^lo^ and CD8^+^CD44^hi^CD122^hi^ memory phenotype T cells in WT, *Stat5a* KI, and *Stat5b* KI mice. **k** Frequency of CD8^+^ memory phenotype T cells in WT (*n* = 7 for *Stat5a* WT and *Stat5b* WT, respectively), *Stat5a* KI (*n* = 7), and *Stat5b* KI (*n* = 7) mice. The gating strategies for **d**, **f**, **h**, and **j** are shown in Supplementary Fig. 10. The numbers in **f** are MFI values of gated area, and **d**, **h**, and **j** are percentage of gated cells; in graphs **e**, **g**, **i**, and **k**, black and red open bars represent WT and mutants, respectively, and the error bars (SEM) and *p*-values are shown, which were determined by multiple unpaired *t* test using the Holm-Šídák method. Source data for **a**–**c**, **e**, **g**, **i**, and **k** are provided as a Source Data File.

Intermediate and high affinity IL-2 receptors transduce IL-2 signals via heterodimerization of the IL-2Rβ and IL-2Rγ cytoplasmic domains^39,40^, thereby activating JAK1/JAK3-STAT5, ERK, and PI 3-kinase/AKT pathways^34,35,38^. In naïve mice, CD44^hi^CD122^hi^ memory CD8^+^ T cells are the major population proliferating to high dose IL-2^41^. Most of these cells are CD8^+^CD44^hi^CD122^hi^CD49d^lo^ antigen-naïve virtual memory cells, which require γ_c_ family cytokines, including IL-4, IL-7, and IL-15 for their development and maintenance^42–44^. The lower pERK and pAKT levels induced by IL-2 in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells prompted us to evaluate whether decreased numbers of memory and/or virtual memory CD8^+^ T cells might explain the decreased proliferation. Indeed, CD8^+^CD44^hi^ memory cell numbers in *Stat5a* KI or *Stat5b* KI mice were reduced (Fig. 4d, e), as were CD8^+^CD122^hi^ cells (Fig. 4f, g) and CD8^+^CD44 ^hi^CD122^hi^CD49d^lo^ virtual memory cells (Fig. 4h, i). CD8^+^CD44^hi^ memory phenotype cells can be further defined by CD122^lo^ and CD122^hi^ populations. MHC I is required for the expansion of CD8^+^CD44^hi^CD122^lo^ cells whereas γ_c_-family cytokines, including IL-2, are required for the expansion of CD8^+^CD44^+^CD122^hi^ cells^45,46^. In mutant mice, there was a significant increase of CD8^+^CD44^hi^CD122^lo^ cells and decrease of CD8^+^CD44^hi^CD122^hi^ cells (Fig. 4j, k), which is consistent with normal TCR-induced proliferation but markedly defective IL-2-induced proliferation of freshly isolated *Stat5a* KI and *Stat5b* KI CD8^+^ T cells (Fig. 3a). Thus both pYSTAT5A and pYSTAT5B are required for normal numbers of memory and virtual memory CD8^+^ T cells.

### IL-2-induced expression of a broad range of genes requires pYSTAT5

Having demonstrated severe defects in proliferation, cell cycle progression, and pERK and pAKT activation in tyrosine mutant STAT5 CD8^+^ T cells, we next sought to elucidate the molecular basis for the defects observed in the STAT5 tyrosine mutant CD8^+^ T cells. 

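CD8+ T cells, the T cells that carry the CD8 co-receptor, were purified from the spleens of mice of the *Stat5a* line and of the *Stat5b* line. Cells of each line came from KI mice and from WT mice of the same line. They were left without IL-2 (0 hr) or cultured for 4, 24, or 48 hr with 500 IU/ml IL-2, a cytokine that drives T cells to divide. Each group of 1 line, 1 genotype, and 1 time point has 3 libraries, which makes 48 libraries. According to the paper's methods, libraries were made from 100 ng of total RNA with an mRNA kit and sequenced on an Illumina NovaSeq as 50 bp single-end reads. The reads were mapped to mm10/GRCm38 with TopHat, only uniquely mapped reads were retained, and the reads on the exons of each RefSeq gene were counted. For each library the authors deposited a raw count and an RPKM (reads per kilobase of exon, scaled to the mapped reads of the library) for each of 31682 RefSeq transcripts of 23992 gene symbols. A read on an exon that isoforms share is counted in the row of each isoform, so 1 transcript per gene was used. The paper's text does not name the counting program or say whether the strand of a read was used, so values of overlapping genes, antisense genes, and near-identical gene copies are uncertain. The targeted genes were examined first in every library. According to the paper, the KI alleles change 1 amino acid of STAT5A or STAT5B and carry further silent nucleotide changes. *Stat5a* mRNA had an RPKM of 9.96 to 31.1 (median 21) and *Stat5b* mRNA an RPKM of 14.5 to 52.5 (median 28.5) over 47 libraries. Both lowest values were in replicate 2 of the *Stat5a* line WT cells at 4 hr, and the next lowest were 17.1 and 20.9. In replicate 3 of the *Stat5a* KI cells at 4 hr, the library outside these 47, the RPKM was 0.0852 for *Stat5a* and 0.567 for *Stat5b*. At 0 hr, *Stat5a* mRNA in *Stat5a* KI cells had a log2 fold change of 0.01 against WT, and *Stat5b* mRNA in *Stat5b* KI cells one of −0.17, neither past the threshold of edgeR's quasi-likelihood test. At 48 hr *Stat5b* mRNA was higher in *Stat5b* KI than in WT cells, by a log2 fold change of 0.47 (adjusted p = 0.00053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Stat5b* KI libraries at 24 hr also lay above the WT libraries, at an RPKM of 33.5 to 34.8 against 25.5 to 26.3.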

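The group means in Supplementary Data 2 show which libraries and transcripts the paper used. The rows read from that table covered 1087 genes. Library weights fitted on the 840 genes with 1 transcript in the deposited files ranged from 0.3948 to 0.744 over the libraries used. The paper's means are therefore not plain means of the deposited RPKM values given here. For the 247 genes read with 2 or more transcripts, the longest transcript matched the paper's mean for all 247. The paper's means also leave out replicate 3 of the *Stat5a* KI cells at 4 hr. No reason for leaving this library out was found in the parts of the paper and its supplement that were read. The longest transcript of each gene was therefore used, and values are given first over the 47 libraries of the paper and then over all 48. In the 47 libraries, 17369112 to 60200653 reads were counted on the longest transcripts, with a median of 41410666. The library left out held 1028515 reads, which were 5.68% of its mapped reads, against 44.86% to 84.43% (median 75.29%) in the others. Within groups, the *Stat5a* line WT libraries held 40390653 to 60200653 reads (median 41410666) at 0 hr, 17369112 to 42342845 (median 40582327) at 4 hr, 37167100 to 45405268 (median 39115265) at 24 hr, and 48665005 to 56404474 (median 50808833) at 48 hr. The *Stat5a* KI libraries held 28445474 to 41748926 reads (median 34756701) at 0 hr, 1028515 to 49577358 (median 40382230) at 4 hr, 38214281 to 41611335 (median 40796084) at 24 hr, and 46718861 to 49383641 (median 48260133) at 48 hr. In the *Stat5b* line, the WT libraries held 39114574 to 41003468 reads (median 40067152) at 0 hr, 38484769 to 46972324 (median 42973592) at 4 hr, 46475667 to 48953990 (median 46645199) at 24 hr, and 45490557 to 52148513 (median 48881776) at 48 hr. Its KI libraries held 34914679 to 38754107 reads (median 38223973) at 0 hr, 39269387 to 42224048 (median 42110952) at 4 hr, 34766888 to 40682537 (median 39446271) at 24 hr, and 39154451 to 42454810 (median 39869621) at 48 hr. Counting error is therefore small for most genes outside the library left out, and groups were compared against the spread between their libraries. All libraries entered a single edgeR fit with 1 mean for each group, after TMM normalization and removal of genes with low counts by edgeR's filterByExpr. This kept 15566 genes over the 47 libraries and 15404 over all 48. A gene was called when its adjusted p was at most 0.05 and its fold change at least 2.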

Using RNA-seq analysis, we compared differentially expressed genes (DEGs) in freshly isolated WT, *Stat5a* KI, and *Stat5b* KI CD8^+^ T cells in response to IL-2 stimulation for 4, 24, and 48 hrs. 

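The expression of the filtered genes, as log2 CPM, was reduced to principal components over the 47 libraries of the paper. The first component carried 44.67% of the variance and the second 13.42%. In the plane of these components the mean distance of the libraries to the center of their group was 6.209 (median over the groups), and it was largest, at 34.57, in the WT cells of the *Stat5a* line at 4 hr. At 0 hr the centers of the KI and WT libraries were 23.61 apart in the *Stat5a* line and 42.35 apart in the *Stat5b* line. Libraries of the same group at 0 hr lay up to 33.73 apart in the WT cells of the *Stat5a* line and up to 12.42 in its KI cells. In the *Stat5b* line they lay up to 9.501 and 12.02 apart in the WT and KI cells. Only in the *Stat5b* line were the unstimulated genotypes therefore farther apart than the libraries within a group. In the *Stat5a* line this rests on replicate 3 of the WT cells, at −51.05 on the first component against −78.62 and −84.19 for replicates 1 and 2. The centers of the KI and WT libraries of the *Stat5a* line were 29.32 apart at 4 hr, 42.48 at 24 hr, and 62.66 at 48 hr. Those of the *Stat5b* line were 53.61 apart at 4 hr, 101.1 at 24 hr, and 125.5 at 48 hr. With all 48 libraries, the distance of the *Stat5a* line at 4 hr became 148.9, the largest of the 8 distances, because the library left out lies far from the others. The 7 other distances then ranged from 23.08 to 109.9, and those of 48 hr were again larger than those of 0 and 24 hr in both lines.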

A principal component analysis (Supplementary Fig. 5a) showed that mRNAs expressed in control samples from WT and mutant cells were clustered together, whereas there was variation in mRNA expression in WT and mutant cells stimulated by IL-2 that was greatest at 48 hr. Using criteria of FC ≥ 2 and FDR ≤ 0.05, a total of 3639 IL-2-regulated mRNAs in WT cells were identified (Supplementary Data 1). 

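In WT cells of the *Stat5a* line, 1563 genes were higher and 1767 lower after 4 hr of IL-2 than at 0 hr, 1357 higher and 2213 lower after 24 hr, and 2221 higher and 3476 lower after 48 hr (47 libraries, 15566 genes tested). In WT cells of the *Stat5b* line, 908 genes were higher and 1540 lower at 4 hr, 1412 higher and 2096 lower at 24 hr, and 2274 higher and 3223 lower at 48 hr. A total of 8087 genes passed in at least 1 of these comparisons, each counted once. With all 48 libraries the totals were 2531, 3202, and 4992 genes in the *Stat5a* line and 2054, 3131, and 4986 in the *Stat5b* line at 4, 24, and 48 hr, and 6985 genes passed at least once. With limma on log2(RPKM + 1) over genes with an RPKM of at least 1 in at least 3 libraries, the total was 3849 genes over the 47 libraries and 2971 over all 48. Restricting the test to genes with an RPKM of at least 5 in at least 2 libraries, a filter chosen after the data had been seen, gave 3489 and 3405 genes. Over all 48 libraries, the counts in each direction at 48 hr depend on the scaling between libraries. DESeq2's size factors in place of TMM moved the fold changes of all genes at 48 hr by −0.117 in the *Stat5a* line and −0.104 in the *Stat5b* line on the log2 scale, and gave 2027 higher and 2824 lower genes in place of 2422 and 2570 in the *Stat5a* line, and 2101 and 2786 in place of 2419 and 2567 in the *Stat5b* line. Over the 47 libraries the size factors hardly changed these counts (2156 and 3537, and 2273 and 3213), while limma on log2(RPKM + 1) gave 2044 higher and 742 lower genes in the *Stat5a* line and 2001 and 808 in the *Stat5b* line.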

When we compared each KI to its respective WT, we found for both the *Stat5b KI* and *Stat5a* KI cells that more genes were highly expressed in WT than in the KI cells, with a total of 741 mRNAs having lower expression (FC ≥ 2) in *Stat5a* KI and/or *Stat5b* KI cells than in WT CD8^+^ T cells (Supplementary Data 2). 

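Over the 47 libraries of the paper, 28 genes were lower and 134 higher in *Stat5a* KI than in WT cells at 0 hr, 648 lower and 384 higher at 4 hr, 193 lower and 499 higher at 24 hr, and 379 lower and 988 higher at 48 hr. In *Stat5b* KI cells, 94 genes were lower and 1148 higher than in WT at 0 hr, 191 lower and 1432 higher at 4 hr, 898 lower and 1698 higher at 24 hr, and 1527 lower and 2564 higher at 48 hr. With all 48 libraries, 14 of 23 genes that differed, 2537 of 2668, 316 of 449, and 738 of 1093 were higher in *Stat5a* KI cells, and 646 of 717, 1002 of 1155, 1250 of 2118, and 1779 of 3399 in *Stat5b* KI cells at the same times. The counts of *Stat5a* KI cells at 4 hr depend on single libraries. Without replicate 2 of the *Stat5a* line WT cells at 4 hr, 430 genes differed in place of 1032, of which 78 were lower. At 0 hr, 20 genes differed without replicate 3 of the *Stat5a* line WT cells, and 240 without replicate 2, in place of 162. When only the libraries compared were fitted, 1 gene passed in *Stat5a* KI cells at 0 hr and 0 at 4 hr, where 669 genes had an unadjusted p under 0.05 with the 5 libraries the paper used and 320 with all 6. The direction of the imbalance in *Stat5b* KI cells also depends on the method. With limma on log2(RPKM + 1), which changes the scaling, the offset, the genes, and the test together, 480 genes were lower and 261 higher at 24 hr, and 837 lower and 583 higher at 48 hr. Among genes with an RPKM of at least 5 in at least 2 libraries, in the edgeR test, 488 were lower and 366 higher at 24 hr, and 807 lower and 767 higher at 48 hr. Both settings gave more lower than higher genes at these times over all 48 libraries too. In *Stat5a* KI cells at 48 hr, more genes were higher than lower over the 47 libraries with either setting (101 of 238 lower with limma, and 297 of 429 higher with the filter), while limma over all 48 libraries gave 57 lower and 38 higher. Counted over 4, 24, and 48 hr and both lines, 2095 IL-2-regulated genes were lower in KI than in WT cells at least once over the 47 libraries, and 1669 over all 48. Without the restriction to IL-2-regulated genes, these totals were 2376 and 1890.

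**Figure D1:**
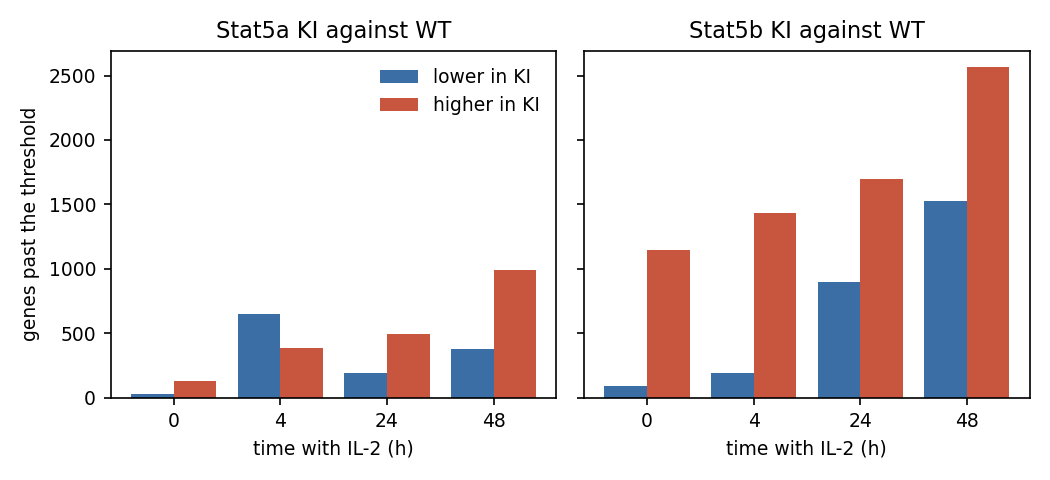
Number of genes (y axis) with lower or higher expression in KI than in WT CD8+ T cells at each time with IL-2 in hr (x axis), over the 47 libraries of the paper, for the *Stat5a* line and the *Stat5b* line. At 48 hr, 379 genes were lower and 988 higher in *Stat5a* KI cells, and 1527 lower and 2564 higher in *Stat5b* KI cells.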

Consistent with a greater defect in *Stat5b* KI cells, there were more DEGs in the *Stat5b* KI cells, and almost all mRNAs with lower expression in *Stat5a* KI CD8^+^ T cells overlapped with those with lower expression in *Stat5b* KI CD8^+^ T cells (Fig. 5a). 

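At 48 hr, 322 of the 379 genes lower in *Stat5a* KI cells (85%) were also lower in *Stat5b* KI cells over the 47 libraries, where 37.2 would be shared by chance (odds ratio 65.5, Fisher's exact test on both sides, p = 2.1e-273). Another 57 genes were lower in *Stat5a* KI cells alone and 1205 in *Stat5b* KI cells alone. With all 48 libraries, 318 of 355 genes (89.6%) were shared, where chance would give 37.3 (Fisher's exact test p = 6.7e-276), and 37 and 1302 genes were lower in 1 line alone. The lines have separate WT libraries, so the shared genes do not come from shared controls. The number of shared genes depended most on the fold threshold. Without it, at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, 3378 of 3556 genes were shared over the 47 libraries and 2336 of 2421 over all 48. Among the genes higher in *Stat5a* KI cells at 48 hr, 891 of 988 were also higher in *Stat5b* KI cells. The difference between the KI effects of the lines at 48 hr was then tested gene by gene in the same model. In all, 321 genes differed between the lines over the 47 libraries, of which 266 changed in the same direction in both lines and 309 changed more in the *Stat5b* line. This count fell to 175 without replicate 1 of the *Stat5a* line WT cells at 48 hr. With all 48 libraries it was 86, of which 82 changed more in the *Stat5b* line, and it fell to 13 without replicate 3 of the *Stat5b* KI cells at 48 hr. Among the genes with the largest KI effects that had more than 3 counts in at least 1 library of each group, *Mycn* fell by 5.18 on the log2 scale in *Stat5b* KI cells (adjusted p = 1.8e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its difference between the lines was −3.39 over the 47 libraries (adjusted p = 4.2e-05 from the same edgeR test) and did not pass over all 48 (0.15). *Hbegf* had a log2 fold change of −4.97 in *Stat5b* KI cells. *Cd5l* was higher in both, with a log2 fold change of 5.87 in *Stat5a* KI and 8.04 in *Stat5b* KI cells, but its WT libraries had only 1 to 10 counts in the *Stat5a* line and 2 to 4 in the *Stat5b* line, so the size of this change is uncertain. For most other genes at the extremes, every library of 1 genotype had 3 or fewer counts and only a bound can be given. *Trem2* was at least 23.6-fold and *F630028O10Rik* at least 17-fold higher in *Stat5b* KI cells, *Zan* was at least 29.8-fold higher in *Stat5a* KI cells, and *Gldc* was at least 11.8-fold lower in *Stat5a* KI cells. Markers of myeloid cells were also higher at 48 hr, with a median log2 fold change of 1.47 in *Stat5a* KI and 3.18 in *Stat5b* KI cells. RNA of other cells in the KI preparations therefore stays open as a source of these rises.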

Strikingly, a Gene Set Enrichment Analysis (GSEA) revealed that the top 10 hallmark genesets dysregulated in both *Stat5a* KI and *Stat5b* KI cells were related to cell cycle progression (Fig. 5b), including hallmark genesets for MYC, E2F, G2M, and MTORC1 (Fig. 5c). These included DEGs encoding transcription factors, factors for rate-limiting enzymes for deoxynucleotide synthesis from ribonucleotides^47,48^, DNA replication^49^, DNA repair^50,51^, transcription initiation and elongation^52^, translation initiation and elongation^53–55^, and solute carriers^56^ (Fig. 5d and Supplementary Data 2), as well as genes encoding for proteosome components^57–59^, nuclear import and export^60^ (Supplementary Fig. 5b and Supplementary Data 2), and mitochondrial components^61^ (Supplementary Data 2). Thus, pYSTAT5 is critical for transducing the IL-2 mitogenic signal by regulating expression of a range of genes encoding essential components of cell cycle progression and proliferation.

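The hallmark gene sets of Fig. 5b, c were not used here. Reactome gene sets with 15 to 500 genes and the S phase and G2M phase gene lists of the Seurat package, which were not chosen on these libraries, were tested at 48 hr in their place. For Reactome, genes were ranked by the moderated statistic of KI against WT and tested with fgsea, the tool the paper names. Over the 47 libraries, 286 of 693 sets were lower in *Stat5a* KI cells and 295 in *Stat5b* KI cells, at an adjusted p of at most 0.05 (fgsea, Benjamini-Hochberg over the sets). Over all 48 libraries, 282 and 291 of 692 sets were lower. Fits of only the 6 libraries compared were also made with other splits of them, counting the sets past the threshold in a single direction. Another split gave up to 269 sets against 279 for the real one in *Stat5a* KI and 296 against 284 in *Stat5b* KI cells. Every other split is an unequal mix of KI and WT libraries, so part of the genotype effect stays in it. These splits therefore cannot decide whether the counts set the genotypes apart. Among the sets with low normalized enrichment scores over the 47 libraries were the mitotic cell cycle (373 genes, −2.977 in *Stat5a* KI and −3.024 in *Stat5b* KI cells), the G1/S transition (97 genes, −2.96 and −3.024), M phase (212 genes, −2.967 and −3.024), and DNA replication (99 genes, −2.929 and −2.993). Among the sets higher in KI cells were GPCR downstream signaling (277 genes, 2.241 and 2.195) and the activation of the B cell receptor by antigen (32 genes, 2.165 and 2.182). All 10 B cell markers tested were also called higher at 48 hr, with a median log2 fold change of 1.93 in *Stat5a* KI and 3.56 in *Stat5b* KI cells. RNA of B cells in the KI preparations therefore stays open as a source of the B cell receptor set. The 43 S phase genes had a median log2 fold change of −0.70 in *Stat5a* KI and −1.41 in *Stat5b* KI cells, with 2 and 35 of them called lower. Of the 54 G2M phase genes 52 were tested, with a median of −0.70 and −1.47, and 0 and 42 of them were called lower. In both lines both lists were lower in limma's camera test with its preset correlation of 0.01, at an adjusted p between 8.84e-24 and 1.15e-09, and also in limma's fry test. With the correlation estimated for each list, the G2M phase list no longer passed in either line over the 47 libraries (adjusted p = 0.145 in *Stat5a* KI and 0.0622 in *Stat5b* KI cells from limma's camera) or in *Stat5a* KI cells over all 48 (0.0773).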

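The members of these heatmaps were chosen by the paper on these libraries, so tests of them are not independent evidence. A few symbols printed in Fig. 5d and Fig. 7a match no clear gene and were left out of the lists. Over the 47 libraries, the 32 transcription factors of Fig. 5d had a median log2 fold change at 48 hr of −0.67 in *Stat5a* KI and −1.25 in *Stat5b* KI cells against WT, with 5 and 26 of them called lower. Their lowest member in both lines was *Zbtb32*, at −2.23 and −3.30. The 28 DNA replication genes had a median of −0.72 and −1.52, with 3 and 27 called lower, and the 13 DNA repair genes a median of −0.67 and −1.27, with 0 and 10 called lower. The medians were −0.66 and −1.12 for the 12 transcription genes (0 and 10 called lower), −0.85 and −1.25 for the 17 translation genes (3 and 15 called lower), and −0.71 and −1.24 for the 12 solute carriers (1 and 9 called lower). In *Stat5a* KI cells most members of each list therefore fell by less than 2-fold, while in *Stat5b* KI cells most fell by more. All of these lists were lower in both lines in limma's camera test, for example at an adjusted p of 2.64e-07 and 4.98e-11 for DNA repair in *Stat5a* KI and *Stat5b* KI cells, and each also passed in fry and with an estimated correlation. With the 48 libraries the medians of these lists ranged from −0.91 to −0.71 in *Stat5a* KI and from −1.59 to −1.19 in *Stat5b* KI cells. Mitochondrial components were not analysed here as a list.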

**Fig. 5:**
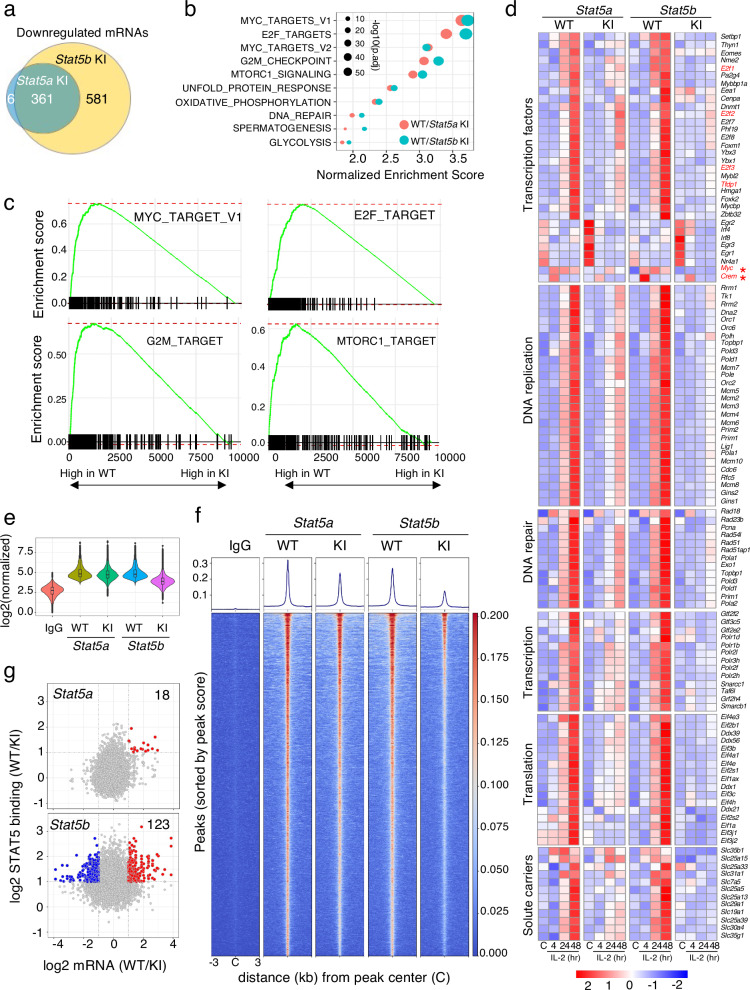
Dysregulation of a broad range of IL-2-induced genes in *Stat5* KI CD8^+^ T cells. **a** Venn diagrams of the number of shared and uniquely expressed mRNAs whose expression was lower in *Stat5a* KI and/or *Stat5b* KI CD8^+^ T cells as compared to WT cells. **b** Bubble plot showing top 10 dysregulated genesets shared in *Stat5a* KI (red bubbles) and *Stat5b* KI (bluish green bubbles) CD8^+^ T cells in response to IL-2 stimulation. The -Log10 adjusted *p*-value is indicated by the size of the dots. **c** Shown are MYC_TARGET_V1, E2F_TARGET, G2M_TARGET, and MTORC1_TARGET genesets identified by GSEA. Data from cells stimulated by IL-2 for 48 hr were used to generate **a**–**c**. **d** Heatmaps showing examples of dysregulated mRNAs in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells in response to IL-2, including those for Transcription factors, DNA replication, DNA repair, Transcription, Translation, and Solute carriers. *Myc*, *E2f1*, *E2f2*, *E2f3*, and *Tfdp1* are highlighted in red. **e** Violin plot of normalized IL-2-induced STAT5 binding peaks in *Stat5a* KI, *Stat5b* KI, and their corresponding WT CD8^+^ T cells. Source data for **e** are provided as a Source Data File. **f** Histographs (top) and heatmap (bottom) comparing IL-2-induced STAT5 binding peaks in WT vs. *Stat5a* KI and WT vs. *Stat5b* KI CD8^+^ T cells. **g** Scatter plots showing log_2_(FC) of mRNA (x axis) induced by IL-2 and log_2_(FC) of STAT5 binding (y axis) in WT versus *Stat5a* KI (top panel) and WT versus *Stat5b* KI (bottom panel) CD8^+^ T cells. Blue dots show low mRNA expression in WT cells, and red dots show higher mRNA expression in mutant cells. The number of genes is indicated.

Interestingly, only two IL-2-induced transcription factors, *Crem* and *Myc*, were rapidly induced at 4 hr of IL-2 stimulation; *Crem* was only detected at the 4 hr time point, whereas *Myc* was expressed at high levels for up to 48 hrs (Fig. 5d, highlighted in red with asterisks), consistent with our prior observation^18^. mRNAs for other transcription factors, including *E2f1*, *E2f2*, *E2f3*, and *Tfdp1* were detected at 24 hr and were higher at 48 hr (Fig. 5d, in red), consistent with their being downstream of Myc^62^. Together with the rapid and sustained induction by IL-2 of *Myc* in WT cells but lower induction of *Myc* in *Stat5* KI cells, these data indicate the important role(s) of Myc in relaying and amplifying the IL-2-pYSTAT5 signal to downstream targets. In addition, the expression levels of known IL-2-inducible mRNAs were significantly decreased in mutant cells, including those encoding cytokines, cytokine receptors, and effector molecules (Supplementary Data 2, e.g., *Ifng*, *Tnf*, *Lta*, *Lif*, *Osm*, *Il16*, *Il2ra*, *Il2rb*, *Il12b2*, and *Gzmb)*^18,63^. 

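*Myc* lies on chromosome 15 of GRCm38 from 61985341 to 61990361 and *Crem* on chromosome 18 from 3266354 to 3337773. In WT cells of the *Stat5a* line, *Crem* had an RPKM of 4.78 ± 0.563 (SD, n = 3) at 0 hr, 17.8 ± 9.34 at 4 hr, 2.78 ± 0.419 at 24 hr, and 4.2 ± 1.23 at 48 hr. In WT cells of the *Stat5b* line it was 5.48 ± 0.505, 30.5 ± 2.31, 3.19 ± 0.177, and 5.63 ± 1.11 (SD, n = 3) at the same times. At 4 hr, all 3 WT libraries of each line lay above their 3 libraries of 0 hr, and the log2 fold change was 1.89 in the *Stat5a* line and 2.30 in the *Stat5b* line (47 libraries, standard error 0.19, adjusted p = 1.6e-10 and 1.9e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 hr *Crem* was lower than at 0 hr in both lines, with a log2 fold change of −0.95 and −0.97, and at 48 hr its difference from 0 hr did not pass the test in either line (−0.39 in the *Stat5a* line, or −0.41 with the replicate block, where it passed). *Myc* passed the threshold at each time. Its log2 fold change against 0 hr was 1.15, 1.16, and 1.08 in the *Stat5a* line and 2.06, 2.23, and 1.99 in the *Stat5b* line at 4, 24, and 48 hr, with standard errors of 0.18. The *Stat5a* line WT libraries at 0 hr had an RPKM of 43.2, 53.5, and 20.3. The 2-fold calls of this line therefore lean on the low value of replicate 3. Fitted on the 6 libraries compared alone, the rise of *Myc* in the *Stat5a* line at 4 hr did not pass (log2 fold change 1.17, adjusted p = 0.06 from edgeR's quasi-likelihood test, the highest over its alternatives with 47 libraries). Across the 48 libraries it also did not pass with limma on log2(RPKM + 1). At 4 hr, *E2f1* and *E2f2* were lower than at 0 hr, *E2f3* rose by less than 2-fold (0.43 and 0.44), and *Tfdp1* did not differ (−0.10 and 0.03). The fall of *E2f1* in the *Stat5a* line at 4 hr (−0.54) did not pass without replicate 1 (−0.30) or replicate 3 (−0.40) of the WT cells at 4 hr. At 24 hr the log2 fold changes of *E2f1*, *E2f2*, *E2f3*, and *Tfdp1* were 2.23, 1.40, 1.91, and 1.87 in the *Stat5a* line and 2.79, 1.28, 2.12, and 2.03 in the *Stat5b* line. At 48 hr they were 2.66, 2.74, 2.79, and 2.84 in the *Stat5a* line and 2.93, 2.55, 2.86, and 2.86 in the *Stat5b* line. All 8 values of each of these times passed the threshold, and those of 48 hr were the higher for each gene, but the difference between 24 and 48 hr was not tested. Across the 48 libraries the calls at 24 and 48 hr were the same, while at 4 hr *E2f1* no longer passed in either line, nor *E2f3* in the *Stat5b* line (0.45, adjusted p = 0.069 from edgeR's quasi-likelihood test).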

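In WT cells of the *Stat5a* line, *Myc* had an RPKM of 39 ± 17 (SD, n = 3) at 0 hr, 82.8 ± 6.35 at 4 hr, 98.6 ± 4.43 at 24 hr, and 95.2 ± 1.45 at 48 hr. In *Stat5a* KI cells it was 53.6 ± 6.33 (SD, n = 3), 53.2 ± 1.48 (SD, n = 2), 85.1 ± 8.78, and 66.9 ± 1.35 (SD, n = 3) at the same times, so that neither of the 2 libraries of 4 hr lay above all of those of 0 hr. In the library left out by the paper the value was 0.667, and with it the mean at 4 hr was 35.7 ± 30.4 (SD, n = 3). The RPKM in WT cells of the *Stat5b* line was 20.6 ± 1.35, 97.1 ± 6.87, 110 ± 13.9, and 92.6 ± 2.37, and in *Stat5b* KI cells 30.7 ± 5.31, 39.3 ± 3.55, 43.2 ± 0.423, and 42.5 ± 2.61 (SD, n = 3). Every KI library lay below every WT library of its line at 4, 24, and 48 hr. Against WT, *Myc* in *Stat5b* KI cells had a log2 fold change of −1.42, −1.38, and −1.20 at 4, 24, and 48 hr (standard error 0.18, adjusted p of at most 2.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Stat5a* KI cells the log2 fold change was −0.96 at 4 hr (standard error 0.2, adjusted p = 0.0015 from the same edgeR test), −0.28 at 24 hr (adjusted p = 0.3), and −0.56 at 48 hr (adjusted p = 0.0087). With the 48 libraries it was −1.26 at 4 hr, and the other calls were the same. When only the libraries compared were fitted, the difference at 4 hr was −1.01 and did not pass, while that at 24 hr (−0.28) did. At 48 hr the KI effect in the *Stat5b* line differed from that in the *Stat5a* line by −0.64, which did not pass the test (adjusted p = 0.088 from edgeR's quasi-likelihood test) except when only the 12 libraries compared were fitted (−0.65). At 48 hr, *E2f1* (log2 fold change −0.59 in *Stat5a* KI and −1.54 in *Stat5b* KI cells), *E2f3* (−0.78 and −1.49), and *Tfdp1* (−0.84 and −1.69) were lower in both KI lines over the 47 libraries, and *E2f2* in *Stat5b* KI cells (−0.86) but not in *Stat5a* KI cells (−0.18). Across the 48 libraries *E2f1* no longer passed in *Stat5a* KI cells. From the rapid and sustained induction of *Myc* in WT cells, its lower induction in KI cells, and the later rise of the *E2f* genes, the paper concludes that Myc relays and amplifies the IL-2-pYSTAT5 signal to downstream targets.

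**Figure D2:**
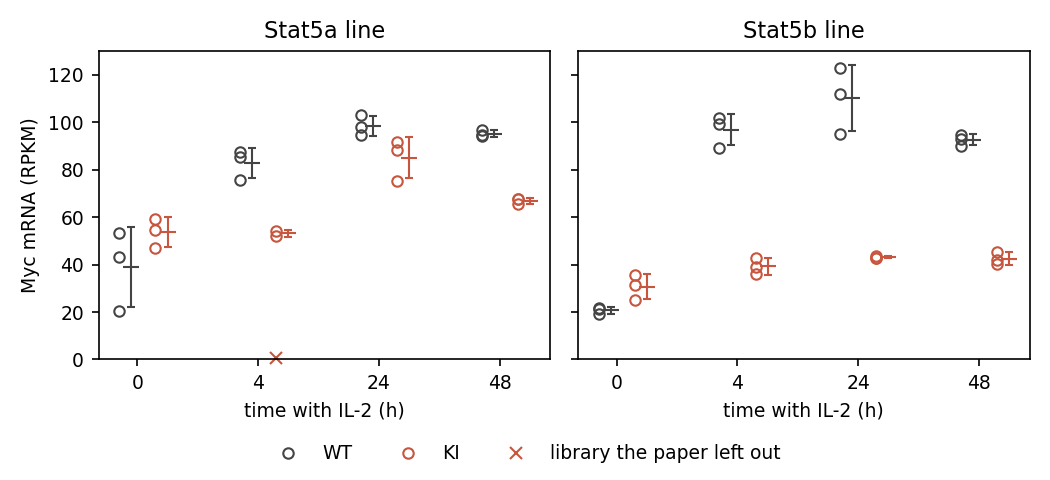
RPKM of *Myc* (y axis) against hr with IL-2 (x axis) in WT and KI CD8+ T cells of the *Stat5a* line and the *Stat5b* line. Open circles are single libraries, the points with bars beside them are the mean and SD over the 47 libraries of the paper, and the cross is the library the paper left out, at 0.667. In *Stat5b* KI cells the means at 4, 24, and 48 hr are 39.3, 43.2, and 42.5, below the 97.1, 110, and 92.6 of WT cells.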

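At 48 hr over the 47 libraries, 9 of these 10 mRNAs were lower in both KI lines than in WT at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test. Of these 9, 6 were lower by at least 2-fold in *Stat5a* KI and 9 in *Stat5b* KI cells. The counts adjusted over the list alone were the same. With the 48 libraries, 8 were lower in *Stat5a* KI cells, 5 of them by at least 2-fold (9 and 6 when adjusted over the list alone), and the counts of *Stat5b* KI cells did not change. *Gzmb* (chromosome 14, 56258836 to 56262334, GRCm38) had an RPKM at 48 hr of 1110 ± 288 in WT and 222 ± 57.4 in KI cells of the *Stat5a* line, and of 1330 ± 103 in WT and 71.1 ± 3.81 in KI cells of the *Stat5b* line (SD, n = 3). Its log2 fold change was −2.38 in *Stat5a* KI and −4.30 in *Stat5b* KI cells, and the difference of −1.92 between the lines passed the test (standard error 0.42, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ifng* (chromosome 10, 118441046 to 118445894) had an RPKM of 52.8 ± 24.8 in WT and 8.65 ± 3.09 in KI cells of the *Stat5a* line and of 59.2 ± 4.57 and 7.26 ± 1.6 in the *Stat5b* line (SD, n = 3), with log2 fold changes of −2.67 and −3.11. The log2 fold changes in *Stat5a* KI and *Stat5b* KI cells were −2.81 and −3.62 for *Lta*, −2.85 and −4.05 for *Lif*, −0.95 and −1.86 for *Tnf*, and −0.84 and −2.18 for *Osm*. For the receptors they were −2.09 and −2.54 for *Il2ra*, −0.83 and −1.56 for *Il2rb*, and −1.49 and −2.53 for *Il12rb2*, which was taken as the gene the paper writes as *Il12b2*. Across the 48 libraries *Il2ra* did not pass in *Stat5a* KI cells (adjusted p = 0.076 from edgeR's quasi-likelihood test), and in the library left out its RPKM was 86.1. *Il16* was higher in KI cells, with a log2 fold change of 0.66 in *Stat5a* KI and 0.93 in *Stat5b* KI cells (standard error 0.08, adjusted p = 2.6e-08 and 2.1e-12 from edgeR's quasi-likelihood test), and its 3 KI libraries lay above the 3 WT libraries in each line. It stayed higher with all 48 libraries (0.61 and 0.86).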

Interestingly, *Il2rg* was induced by IL-2 albeit more weakly than *Il2ra* and *Il2rb*, and its induction was not dependent on pYSTAT5 (Supplementary Fig. 5c).

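In WT cells over the 47 libraries, *Il2rg* (chromosome X, 101264385 to 101268255, GRCm38) had a log2 fold change from 0 to 48 hr of IL-2 of 0.42 in the *Stat5a* line (standard error 0.08, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.10 in the *Stat5b* line, which did not pass (adjusted p = 0.29). In the same cells *Il2ra* (chromosome 2, 11642792 to 11693194) rose by a log2 fold change of 3.72 and 4.59 and *Il2rb* (chromosome 15, 78479256 to 78511621) by 1.34 and 1.09. At 48 hr the level of *Il2rg* in KI cells did not differ from that in WT cells, with a log2 fold change of 0.12 in *Stat5a* KI and −0.05 in *Stat5b* KI cells (adjusted p = 0.26 and 0.62 from edgeR's quasi-likelihood test). In KI cells the change from 0 to 48 hr was 0.62 in the *Stat5a* line and 0.31 in the *Stat5b* line, both past an adjusted p of 0.05. With the 48 libraries the change in *Stat5a* line WT cells did not pass (0.51, adjusted p = 0.062 from edgeR's quasi-likelihood test), and neither did that in *Stat5b* KI cells. Among genes with an RPKM of at least 5 in at least 2 libraries, the small differences in the *Stat5b* line changed sign, to 0.09 for KI against WT at 48 hr and to −0.01 for WT cells at 48 against 0 hr.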

To identify pYSTAT5-target genes, we next performed ChIP-seq analysis using freshly isolated CD8^+^ T cells from the KI and corresponding WT mice that were not stimulated or stimulated with IL-2 for 4 hrs. We used a pan-STAT5 antibody that recognizes both STAT5A and STAT5B, which allowed us to estimate STAT5A binding sites in *Stat5b* KI cells and STAT5B binding sites in *Stat5a* KI cells. Of the top 500 STAT5 binding peaks we identified in WT or *Stat5a* KI or *Stat5b* KI CD8^+^ T cells, more than >90% contained GAS motifs (Supplementary Fig. 5d). There were a total of 9564 STAT5 binding sites in the *Stat5a* WT and 9199 STAT5 binding sites in the *Stat5b* WT CD8^+^ T cells (i.e., identified in the WT mice corresponding to each of the mutant mouse lines; see Supplementary Fig. 5e), with 7513 peaks shared by both. Of these, only 353 (4.7%) peaks were significantly altered in *Stat5a* KI CD8^+^ T cells, in contrast to the greater loss of STAT5 binding peaks (3546, 47.1%) in *Stat5b* KI CD8^+^ T cells (Supplementary Fig. 5f). A greater genome-wide decrease in STAT5 binding was observed in *Stat5b* KI than in *Stat5a* KI CD8^+^ T cells (Fig. 5e, f). Given that the tyrosine mutated STAT5A and STAT5B proteins cannot form homodimers and bind to GAS motifs^2^, the residual STAT5 binding in *Stat5a* KI cells likely represented chromatin-bound pYSTAT5B homodimers and that in *Stat5b* KI cells likely represented pYSTAT5A homodimers. Consistent with the more severe defects observed in *Stat5b* KI than in *Stat5a* KI CD8^+^ T cells, the greatly reduced STAT5 binding peaks in the *Stat5b* KI cells suggested that STAT5B is the major STAT5 protein bound to STAT5-target genes and that it plays a greater role in transducing IL-2 signals. Consistent with this, using criteria of FC ≥ 2 for both mRNA levels from RNA-seq data and for STAT5 binding from ChIP-seq data in WT versus mutant cells, 18 versus 123 genes were identified in *Stat5a* KI versus *Stat5b* KI CD8^+^ T cells, respectively, as compared to their corresponding WT cells, as direct STAT5-target genes (i.e., genes to which STAT5 bound and whose expression was diminished in *Stat5a* KI and/or *Stat5b* KI CD8^+^ T cells; Fig. 5g). These included well-known STAT5-target genes (e.g., *Il2ra*, *Il2rb*, *Il12rb2*, *Il6ra*, *Il6st*, *Cdk6*, *Cish*, *Socs2*, *Lta*, *Gzmb*, and *Lif*^18^, as well as less well appreciated IL-2-induced STAT5-target genes that are involved in cell-cycle progression, including *Mov10, Setbp1, Nek6*, *Melk*, *Spdl1*, *Tars*, *Slc30a4*, *Scd1*, *Scd2*, *Spata5*, and *Larp1* (Supplementary Data 3). 

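The STAT5 binding data were not analysed here, and the values that follow are mRNA levels at 48 hr in KI against WT cells over the 47 libraries. Of the 22 genes, 18 were lower in *Stat5a* KI and 19 in *Stat5b* KI cells at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, 10 and 19 of them by at least 2-fold. With the 48 libraries, 17 and 19 were lower, 9 and 19 by at least 2-fold (18 and 10 in *Stat5a* KI cells when adjusted over the list alone). *Cish* (chromosome 9, 107296659 to 107302784, GRCm38) had a log2 fold change of −1.29 in *Stat5a* KI (standard error 0.21, adjusted p = 4.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −2.54 in *Stat5b* KI cells. It was −1.72 and −1.84 for *Socs2* and −1.49 and −2.53 for *Cdk6*. Of the genes of cell-cycle progression, *Scd2* (−1.51 and −2.63) and *Setbp1* (−1.11 and −2.07) fell most in both lines, and *Melk*, *Mov10*, *Nek6*, *Spdl1*, *Tars*, *Spata5*, and *Larp1* had log2 fold changes from −0.81 to −0.69 in *Stat5a* KI and from −1.66 to −1.22 in *Stat5b* KI cells. *Slc30a4* was lower in *Stat5b* KI cells (−1.69) and did not differ in *Stat5a* KI cells (−0.37, adjusted p = 0.12 from edgeR's quasi-likelihood test). *Il6ra* and *Il6st* were higher in KI cells, with log2 fold changes of 0.90 and 0.70 in *Stat5a* KI and 1.09 and 1.04 in *Stat5b* KI cells. *Scd1* also had a higher level, by 0.78 in *Stat5a* KI and 0.82 in *Stat5b* KI cells, which passed the test in *Stat5b* KI cells over the 47 libraries (adjusted p = 0.038 from edgeR's quasi-likelihood test) and not over all 48. Leaving out replicate 3 of the *Stat5b* line WT cells at 48 hr gave 0.62 for *Scd1*, which did not pass.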

Interestingly, STAT5 binding peaks were also identified upstream of the *Myc* locus, with IL-2-induced binding in WT cells but decreased binding in *Stat5b* KI CD8^+^ T cells. Two canonical STAT5 binding sites were indeed found at positions −1992 and −1069 relative to the Myc transcription start site (Supplementary Fig. 5g), suggesting that STAT5B may also be involved in regulating *Myc* expression.

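In GRCm38, *Myc* is on the forward strand of chromosome 15 and its annotated start is position 61985341. A search of the sequence upstream for the GAS motif, TTC and GAA separated by 3 bases, found TTCCCAGAA from 61983349 to 61983357, which begins at −1992 from the annotated start, and TTCTGGGAA from 61984272 to 61984280, which begins at −1069. Both lie upstream of the gene and outside its exons. Binding at these motifs was not analysed here.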

### Markedly diminished IL-2-induced protein levels of Myc, E2F, CCNs, and CDKs in *Stat5a* and *Stat5b* KI cells

It is well-known that Myc critically controls cell cycle progression in response to mitogen stimulation^64^. The genes encoding transcription factors E2F1, E2F2, and E2F3 are Myc target genes, and these E2F family proteins form heterodimers with dimerization partner 1 (DP1, encoded by *Tfdp1*) to regulate the expression of a large number of genes that are critical for cell cycle entry and progression^65–67^, E2F proteins also regulate *Myc* expression^68^ (Fig. 6a). Our observation that there was greatly reduced expression of *Myc* and of cell cycle progression genes (Fig. 5d) prompted us to examine whether their protein expression levels were also diminished in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells in response to IL-2 stimulation. Previously, IL-2 was shown to mediate the induction of Myc in TCR-preactivated CD4^+^ T cells^69–71^. Here we demonstrate that Myc protein was induced by IL-2 in freshly isolated WT CD8^+^ T cells by 4 hr and sustained for at least 48 hr, whereas this was not observed in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells (Fig. 6b, c, lanes 5-8 vs 1-4; quantified in the line graphs) as assessed by western blot analysis, indicating that the lower Myc expression in *Stat5* KI CD8^+^ T cells dampens expression of downstream genes essential for IL-2-induced proliferation of these cells.

**Fig. 6:**
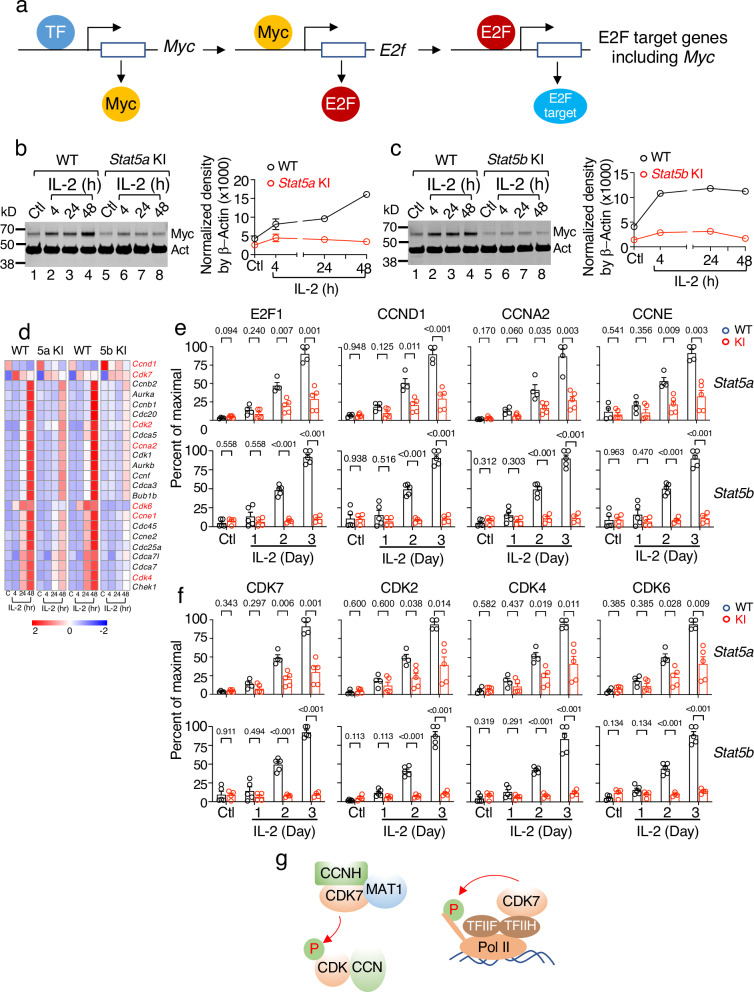
Decreased expression of Myc, E2F1, CCND1, CCNA2, CCNE, CDK2, CDK4, CDK6, and CDK7 in IL-2-stimulated *Stat5* KI CD8^+^ T cells. **a** Schematic showing that expression of Myc leads to upregulation of E2F and E2F target genes, including Myc itself.) **b** and **c** Showing representative western blots of Myc expression from two experiments in freshly isolated WT and *Stat5a* KI (**b**) and WT and *Stat5b* KI (**c**) CD8^+^ T cells stimulated by IL-2 for indicated time points. Line graph on the right of each panel shows Myc levels normalized by blotting with anti-β-actin (**b** for *Stat5a* KI and **c** for *Stat5b* KI samples). Source data for **b** and **c** are provided as a Source Data File. **d** Heatmap showing selected cell-cycle related mRNAs whose expression was attenuated in *Stat5a* KI and *Stat5b* KI CD8^+^ T cells in response to IL-2 stimulation. **e** Percentage of cells expressing E2F1, CCND1, CCNA2, and CCNE, as indicated, in WT (black open bars), *Stat5a* KI (top panels, red open bars) and *Stat5b* KI (bottom panels, red open bars) CD8^+^ T cells simulated by IL-2; *n* = 4 for *Stat5a* WT, *n* = 5 for *Stat5a* KI, *n* = 4 for both *Stat5b* WT and *Stat5b* KI. **f** Percentage of cells expressing CDK7, CDK2, CDK4, and CDK6 in WT (black open bars), *Stat5a* KI (top panels, red open bars) and *Stat5b* KI (bottom panels, red open bars) CD8^+^ T cells simulated by IL-2. **e**, **f** Shown are combined data from two independent experiments using *Stat5a* CD8^+^ T cells (top panels) and *Stat5b* CD8^+^ T cells (bottom panels). Each data point represents 4 or 5 biological replicates (*n* = 4 for *Stat5a* WT, *n* = 5 for *Stat5a* KI, *n* = 5 for *Stat5b* WT and *n* = 4 for *Stat5b* KI) and each biological replicate was derived from the combined cells from three *Stat5b* KI mice. Also shown are error bars (SEM) and *p*-values determined by multiple unpaired *t* test using the Holm-Šídák method. Source data for **b**, **c**, **e**, and **f** are provided as a Source Data File. **g** Schematic showing CDK7 as a key component of CDK activating kinase (CAK) that phosphorylates DNA polymerase II to regulate gene transcription.

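The heatmap of cell cycle mRNAs has 23 genes. At 48 hr over the 47 libraries their median log2 fold change against WT was −0.81 in *Stat5a* KI and −1.60 in *Stat5b* KI cells, with 3 and 21 of them called lower and 1 called higher in each line. The gene called higher was *Ccnd1* in both lines. The lowest in *Stat5a* KI cells was *Cdk6*. Across the 48 libraries the medians were −0.86 and −1.67. The members were chosen by the paper on these libraries, so a test of the list is not independent evidence. With an estimated correlation the list did not pass in *Stat5a* KI cells over the 47 libraries (adjusted p = 0.0845 from limma's camera).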

We next evaluated the protein levels of E2F1, CCND1, CCNA2, CCNE, CDK7, CDK2, CDK4, and CDK6 in WT and mutant cells, which are critical for the initiation and control of cell cycle progression from G1→S→G2→M^36,37,72^. Consistent with the RNA-seq data (Figs. 5d and 6d), in CD8^+^ T cells from WT mice, the percentage of cells expressing these factors increased by day 1 of IL-2 stimulation and progressively increased at days 2 and 3 (Fig. 6e, f, black bars; representative experiments are in Supplementary Fig. 6a–h, with *Stat5a* data in upper panels and *Stat5b* data in lower panels). In contrast, induction was much lower in *Stat5a* KI CD8^+^ T cells and even more defective in *Stat5b* KI CD8^+^ T cells (Fig. 6e, f, red bars and Supplementary Fig. 6a–h). Along with cyclin H (CCNH) and MAT1, CDK7 is a key component of CDK activating kinase (CAK, Fig. 6g, left schematic)^73^, which activates CDK1, CDK2, CDK4, and CDK6^74^, and CDK7 also associates with TFIIH to phosphorylate proteins involved in RNA polymerase II-mediated transcription (Fig. 6g, right schematic)^75^. Interestingly, *Ccnd1* mRNA expression was suppressed by IL-2 in both WT and mutant cells, whereas *Cdk7* mRNA levels were induced by IL-2 in WT and mutant cells (Fig. 6d). Nevertheless, their protein levels were significantly induced by IL-2 in WT cells but to a lower degree in *Stat5a* KI cells and not induced in *Stat5b* KI cells (Fig. 6e, f, and Supplementary Fig. 6b, e), suggesting a posttranscriptional component to their regulation by IL-2.

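*Ccnd1* (chromosome 7, 144929931 to 144939831, GRCm38) in WT cells of the *Stat5a* line had an RPKM of 5.2 ± 1.47 at 0 hr and 0.39 ± 0.151 at 48 hr, and in *Stat5a* KI cells of 6.98 ± 0.786 and 1.45 ± 0.461 (SD, n = 3). In the *Stat5b* line it was 4.74 ± 0.381 and 0.236 ± 0.0807 in WT and 9.61 ± 1.55 and 2.69 ± 0.141 in KI cells (SD, n = 3). All 3 libraries of 48 hr lay below all 3 of 0 hr in each of these comparisons. The log2 fold change from 0 to 48 hr was −3.96 in WT and −2.51 in KI cells of the *Stat5a* line and −4.50 in WT and −2.03 in KI cells of the *Stat5b* line (47 libraries, adjusted p of at most 3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 hr *Ccnd1* was higher in KI than in WT cells, by a log2 fold change of 1.85 in the *Stat5a* line and 3.43 in the *Stat5b* line. The difference between the lines was 1.58 (adjusted p = 0.024 from edgeR's quasi-likelihood test) and did not pass without replicate 2 of the *Stat5a* line WT cells at 48 hr (1.25) or over all 48 libraries (adjusted p = 0.086). *Cdk7* (chromosome 13, 100697024 to 100730942) rose from an RPKM of 2.6 ± 0.174 to 5.05 ± 0.272 in WT and from 2.38 ± 0.187 to 4.53 ± 0.142 in KI cells of the *Stat5a* line, and from 2.61 ± 0.0687 to 5.05 ± 0.132 in WT and from 2.57 ± 0.124 to 4.79 ± 0.174 in KI cells of the *Stat5b* line (SD, n = 3). The log2 fold changes over the 47 libraries were 0.75 and 0.69 in WT and KI cells of the *Stat5a* line and 0.78 and 0.71 in those of the *Stat5b* line (adjusted p of at most 1.9e-08 from edgeR's quasi-likelihood test), all below 2-fold. In the fit of 48 libraries these rises did not pass the test, with an adjusted p of 0.20 to 0.34 from edgeR's quasi-likelihood test. At 48 hr *Cdk7* in KI cells was at −0.21 of WT in the *Stat5a* line (adjusted p = 0.049 from edgeR's quasi-likelihood test, lost without replicate 3 of the KI cells at 48 hr) and at −0.15 in the *Stat5b* line (adjusted p = 0.12).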

### Dysregulated expression of proteins in *Stat5* KI cells by global proteomic analysis

We next investigated global changes in protein expression levels in WT and *Stat5a* KI CD8^+^ T cells stimulated with IL-2 over a two-day period using mass spectrometry. The peptides corresponding to a total of 6450 proteins were identified using criteria of 1% FDR (proteins in ≥ 8 samples). Using an absolute logFC ≥ 0.4 and *p*-value ≤ 0.05, we identified 524 proteins that were differentially expressed between WT and *Stat5a* KI cells. A comparison of proteins induced by IL-2 at days 1 and 2 in WT and *Stat5a* KI CD8^+^ T cells revealed 486 proteins whose expression was significantly lower in the KI cells (169 at day 1 and 419 at day 2, with 102 significantly lower on both days) (Supplementary Fig. 7a, Supplementary Data 4). Analysis of the dysregulated proteins showed that the top 10 enriched genesets (Supplementary Fig. 7b) were similar to those identified in RNA-seq data (Fig. 5b), including E2F-targets, MYC-targets, G2M checkpoint, and MTORC1 signaling (Supplementary Fig. 7b and Supplementary Fig. 7c for E2F-TARGETS, Supplementary Fig. 7d for MYC-TARGETS v1, Supplementary 7e for G2M_checkpoint, and Supplementary Fig. 7f for MTORC1_signaling). 

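The proteome data were not analysed here. The list of Fig. 7a has 58 genes, without symbols that match no clear gene. Over the 47 libraries their mRNA at 48 hr had a median log2 fold change of −0.76 in *Stat5a* KI and −1.49 in *Stat5b* KI against WT cells. In each line 56 of the 58 were below 0. In *Stat5a* KI cells 6 were called lower, with *Gzmb* the lowest, and in *Stat5b* KI cells 51 were called lower. In the fit of 48 libraries the medians were −0.82 and −1.56.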

Consistent with our RNA-seq data, many proteins, including EOMES, CDK1, CDK2, CDK4, CDK6, AURKA, AURKB, MCM2-7, were more greatly induced by IL-2 in WT cells than in mutant cells (Fig. 7a and Supplementary Data 4). Surprisingly, a number of mRNAs were not lower or only modestly lower (FC < 2) in their expression in *Stat5a* KI cells as compared to WT cells, but their protein levels were nevertheless significantly lower in the KI than in WT cells (Fig. 7b and Supplementary Data 4), including RB family protein RBL1 (p107)^66^, mediator (MED21)^76^, ATP-dependent DNA helicase (DDX11)^77^, and ATP-dependent RNA helicases (DDX24)^78^. 

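Of the 37 genes of Fig. 7b, 0 were lower by at least 2-fold in *Stat5a* KI than in WT cells at 24 hr, and 1 at 48 hr, over the 47 libraries (*Irf4*, log2 fold change −1.41). At an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, without a fold threshold, 10 were lower at 24 hr and 24 at 48 hr. For the 48 libraries 2 were lower by at least 2-fold at 48 hr, and 5 and 16 at the adjusted p alone (18 at 48 hr when adjusted over the list alone). Their median log2 fold change at 48 hr was −0.33 over the 47 libraries, with 34 of the 37 below 0, and −0.38 over all 48. As a list they were lower in limma's camera test with its preset correlation (adjusted p = 2.99e-07), and over all 48 libraries this did not pass with an estimated correlation (0.107). *Rbl1* had a log2 fold change of −0.62 at 24 hr (adjusted p = 9.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.12 at 48 hr (0.39). *Med21* was at −0.36 at 24 hr (adjusted p = 0.022 from edgeR's quasi-likelihood test), which did not pass without replicate 2 of the KI cells at 24 hr (−0.31), and at −0.65 at 48 hr. *Ddx11* did not differ at either time (−0.10 at each), and *Ddx24* was at −0.12 at 24 hr, which did not pass, and at −0.25 at 48 hr (adjusted p = 0.0023 from edgeR's quasi-likelihood test). In the fit of 48 libraries *Rbl1* at 24 hr (adjusted p = 0.13) and *Ddx24* at 48 hr (adjusted p = 0.15) did not pass in edgeR's quasi-likelihood test.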

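*Il2rg* mRNA in WT cells of the *Stat5a* line had an RPKM of 199 ± 24.1 at 0 hr and 308 ± 21.9 after 48 hr of IL-2. The RPKM in *Stat5a* KI cells was 191 ± 6.23 and 347 ± 0.74 (SD, n = 3). In the *Stat5b* line the mRNA went from 235 ± 14.2 to 284 ± 18.2 in WT cells and was 290 ± 22.9 at 48 hr in KI cells (SD, n = 3).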

Interestingly, *Il2rg* mRNA was induced by IL-2 in both WT and *Stat5a* KI CD8^+^ T cells, but IL2RG (also known as IL-2Rγ or γ_c_) protein was significantly induced by IL-2 in WT cells but not in *Stat5a* KI mutant cells (Fig. 7b and Supplementary Data 4). The decreased expression of IL-2Rβ and γ_c_ (Supplementary Fig. 5c) likely contributes to the decreased gene induction/signaling in the *Stat5a* KI CD8^+^ T cells. Collectively, these data provide insights into the molecular mechanisms controlling the expression of IL-2-target genes at the mRNA and/or protein levels, with their dysregulation collectively contributing to the proliferative defects in *Stat5* KI CD8^+^ T cells.

**Fig. 7:**
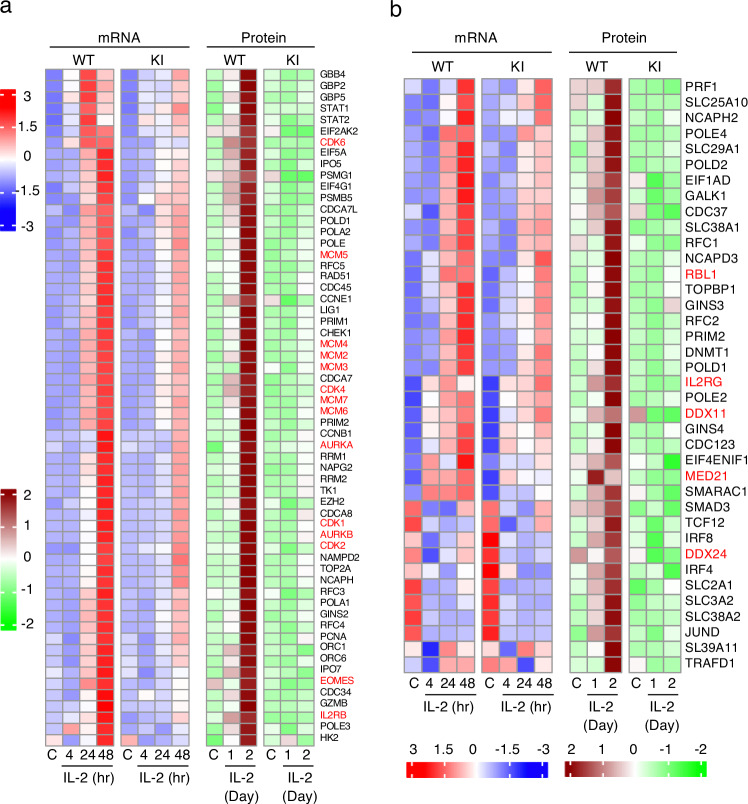
Dysregulated protein expression in *Stat5a* KI CD8^+^ T cells identified by global proteomics analysis. **a** Heatmap showing mRNAs and proteins similarly dysregulated in *Stat5a* KI cells identified by RNA-seq and MS. CDK1, CDK2, CDK4, CDK6, MCM2, MCM3, MCM4, MCM5, MCM6, MCM7, AURKA, AURKB, IL2RB, and EOMES are highlighted in red. **b** Heatmap of selected mRNAs that were not dysregulated or only modestly dysregulated (FC < 2) in *Stat5a* KI CD8^+^ T cells, but whose corresponding protein levels were significantly lower in the KI cells as compared to WT cells in response to IL-2 stimulation. RBL1, IL2RG, DDX11, MED21, and DDX24 are highlighted in red.

## Discussion

STAT5 plays indispensable roles in mediating the actions of IL-2, IL-7, and IL-15 in the development, expansion, survival, and function of T cells. STAT5 activation by cytokines involves the phosphorylation of a conserved C-terminal tyrosine residue by receptor-associated JAK kinases, which then leads to the formation of STAT dimers, their nuclear translocation,and binding to GAS motifs on target genes, and modulation of target gene expression^4,15^. However, the importance of tyrosine phosphorylation of STAT5A and/or STAT5B in mediating cytokine signaling in vivo has previously not been investigated. Here, we mutated Y694 in STAT5A and Y699 in STAT5B in mice and found that the *Stat5* KI mice unexpectedly had significantly fewer CD8^+^ T cells as compared to those reported in *Stat5a* KO or *Stat5b* KO mice^24–26,30^. A potential explanation for the more severe defects in *Stat5a* KI and *Stat5b* KI mice than in the corresponding KO mice comes from our finding that WT STAT5A and STAT5B, but not mutant STAT5 proteins, form heterodimers in response to IL-2 stimulation, implicating pYSTAT5A:pYSTAT5B heterodimers in regulating STAT5 target gene expression. This suggests that tyrosine-mutated STAT5A and/or STAT5B may act as dominant-negative mutants: the SH2 domain of a tyrosine-mutated STAT5 protein should be able to serve as a docking site for the phosphotyrosine of a WT STAT5 protein, potentially interfering with normal dimer formation between WT STAT5 proteins and function. The fact that similar numbers of STAT5A and STAT5B peptides were identified by mass spectrometry (Supplementary Data 4) indicates that similar levels of each STAT5 protein are expressed in CD8^+^ T cells, suggesting that the dominant role of STAT5B in transducing the IL-2 signal in these cells is intrinsic to the protein rather than due to differences in STAT5A and STAT5B expression.

IL-2 and IL-15 play vital roles in the homeostatic proliferation of CD8^+^ T cells in vivo^41^, and IL-2 can robustly expand T cells in vivo and in vitro, including CAR-T cells in cancer immunotherapy^79^. Induction of Myc expression by mitogenic stimuli, including IL-2^18,69,70,80^, is important^62^,with Myc playing roles in early fate decision of CD8^+^ T cells^81^. We found that both pYSTAT5A and pYSTAT5B are required for optimal IL-2-induced Myc expression, and the lack of pYSTAT5 (particularly pYSTAT5B) prevented normal induction of *Myc* and MYC-target genes, including *E2f*-family genes, which are required for cell cycle entry and progression and cell proliferation. *Crem*, which was the other transcription factor gene rapidly induced by IL-2, bound STAT5 and thus may be a direct STAT5 target gene, whereas no apparent STAT5 binding was detected by ChIP-seq at the *E2f1*, *E2f2*, *E2f3*, and *Tfdp1* loci, indicating that they are not directly regulated by STAT5.

IL-2Rβ and IL-2Rγ are the key receptor chains required for transducing IL-2 signals. Both of these proteins are rapidly internalized and degraded following IL-2 binding^82,83^; thus, de novo synthesis of IL-2Rβ and IL-2Rγ^70^ is essential to ensure and maintain a sustained IL-2 response. IL-2-induced expression of IL-2Rβ and IL-2Rγ in freshly isolated CD8^+^ T cells correlated with a rapid and sustained pSTAT5 signal for at least 22 hr. The lower IL-2-induced expression of both IL-2Rβ and IL-2Rγ in mutant cells presumably contributes to their defective IL-2 response, at least in part explaining the diminished activation of pERK and pAKT. These findings underscore the important role for a positive feedback loop of IL-2→IL-2R→pYSTAT5→IL-2R expression in ensuring a sustained IL-2 response. 

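At the level of mRNA, 7 effector and transcription factor genes (*Ifng*, *Tnf*, *Gzma*, *Gzmb*, *Prf1*, *Tbx21*, and *Eomes*) were compared between KI and WT cells at 48 hr. Over the 47 libraries, 5 were lower in *Stat5a* KI and 5 in *Stat5b* KI cells at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, 3 and 5 of them by at least 2-fold. In the fit of 48 libraries, 4 and 5 were lower. *Eomes* had a log2 fold change of −1.35 in *Stat5a* KI and −1.01 in *Stat5b* KI cells, and *Tbx21* of −0.49 and −1.17 (adjusted p = 0.0084 and 2.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gzma* (−0.48 and −0.40) and *Prf1* (−0.23 and −0.07) did not pass in either line. In the fit of 48 libraries, *Tbx21* in *Stat5a* KI cells (adjusted p = 0.17) did not pass in edgeR's quasi-likelihood test.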

The importance of pYSTAT5 is further underscored by the significantly lower expression of a number of effector molecules in *Stat5* KI CD8^+^ T cells, including IFNγ, TNF, GZMA, GZMB, PRF1, CASP3, CASP7, as well as transcription factors TBX21 and EOMES, which are important for the expression of IL-2Rβ and the development of memory CD8^+^ T cells^44,84^.

Phosphorylation of RB by CCND/CDK4/6 at the early G1 phase and CCNE-CDK2 at the late G1 phase are key steps for the release of pRB from the E2F-DP1 complex and the activation of transcription of E2F-target genes. In addition, CDK7, a key component of CDK activating kinase (CAK, CDK7-CCNH-MAT1), not only plays a role in the activation of cell cycle progression-related CCNs/CDKs, including CCND/CDK4/6 and CCNE/CDK2, but it is also a component of TFIIH and thereby plays a key role in the initiation of transcription by RNA Pol II^73,74^. Consistent with their important roles in IL-2-induced proliferation, the levels of pRB, Myc, E2F, CCND1, CCNA2, CCNE, CDK2, CDK4, CDK6, and CDK7 were all significantly lower in *Stat5* KI CD8^+^ T cells, providing molecular insights into the basis of the defective IL-2-induced cell cycle progression of *Stat5* KI cells. Indeed, a gene set enrichment analysis of our transcriptomics data revealed that the top 10 genesets that were significantly dysregulated in *Stat5* KI mutant cells all are related to cell cycle entry and cell cycle progression; these include Myc- and E2F-target genes and genes involved in G2M checkpoint, MTORC1 signaling, oxidative phosphorylation, spermatogenesis, DNA repair, glycolysis, and the mitotic spindle. Moreover, our mass spectrometric analysis revealed a number of differentially expressed proteins in *Stat5a* KI CD8^+^ T cells, whereas their mRNA levels were not significantly altered, indicating defective post-transcriptional regulation in the mutant cells as well.

In summary, by investigating the molecular basis of the defective proliferation in *Stat5* KI CD8^+^ T cells using cell cycle analysis as well as transcriptomic and proteomic analyses, we have uncovered a broad range of genes that are directly and/or indirectly regulated by pYSTAT5 at the mRNA and/or protein levels and are vitally important for a wide range of biological processes. These include the IL-2 receptor components, IL-2Rβ and γ_c_, and many proteins that are critically important for DNA replication, transcription, translation, DNA repair, metabolism, nuclear import and export, and protein degradation, as well as genes encoding for solute carriers and ABC transporters (Fig. 8). Our findings provide a valuable resource of in-depth information of IL-2-regulated gene expression at both the mRNA and protein levels, with new insights into IL-2 signaling and IL-2 target genes, potentially revealing additional means to modulate and fine-tune the IL-2 response.

**Fig. 8:**
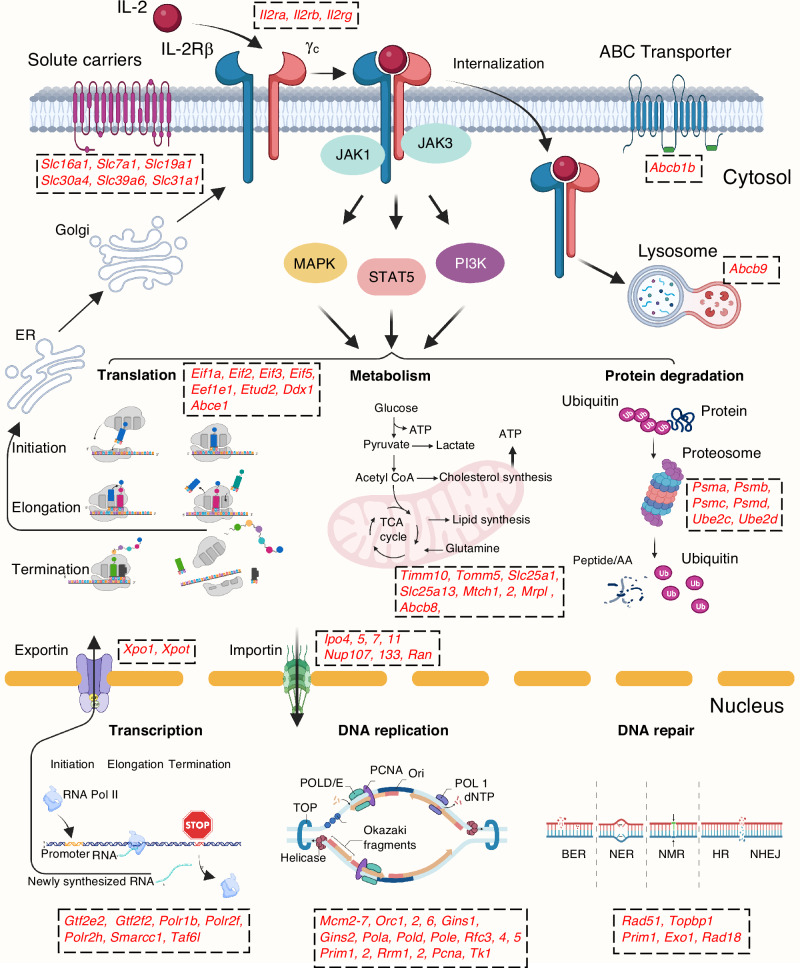
Molecular basis of defective IL-2-induced proliferation in *Stat5* KI CD8^+^ T cells. Schematic showing that activation of MAPK, STAT5, and PI3K pathways by IL-2 in freshly isolated WT CD8^+^ T cells induces increased expression of genes at the mRNA and/or protein levels that are important for cell-cycle progression and proliferation, including IL-2Rβ, IL-2Rγ, solute carriers, transporters, nuclear pore components, as well as molecules involved in mitochondrial metabolism, transcription, DNA replication, DNA repair, translation, and protein degradation. The protein expression of IL-2-induced genes in these processes was defective in *Stat5* KI cells. The genes shown in red were significantly induced by IL-2 (FC ≥ 2) in WT cells but had markedly diminished induction in *Stat5* KI cells. Abbreviations: BER, base excision repair; NER, nucleotide excision repair; MMR, mismatch mediated repair; HR, homologous recombination, and NHEJ for non-homologous end-joining. This figure was generated using BioRender (BioRender agreement number AP26LFT6A4).

## Methods

### Generation of STAT5A^Y694F^ knockin (KI) and STAT5B^Y699F^ KI homozygous mice and STAT5^Y694F/Y699F^ double KI (DKI) heterozygous mice

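In GRCm38, *Stat5a* lies on the forward strand of chromosome 11 from 100859351 to 100885169 and *Stat5b* on its reverse strand from 100780731 to 100859004. The codon of tyrosine 694 of *Stat5a* is TAC from 100881755 to 100881757, in exon 18 of 20 (100881738 to 100881789), in a reading frame of 793 codons. The codon of tyrosine 699 of *Stat5b* is TAC from 100784285 to 100784287, in exon 17 of 19 (100784253 to 100784304), in a reading frame of 786 codons. The codons are 97470 bp apart. The reference sequence around the *Stat5a* codon, on the coding strand from 100881725 to 100881787, is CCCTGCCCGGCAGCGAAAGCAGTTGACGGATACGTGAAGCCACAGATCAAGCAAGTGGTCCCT. Around the *Stat5b* codon, from 100784255 to 100784317 and written on the coding strand, it is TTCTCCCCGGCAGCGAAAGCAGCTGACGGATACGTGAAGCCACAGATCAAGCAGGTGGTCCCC.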

The STAT5A^Y694F^ and STAT5B^Y699F^ mouse lines were generated by CRISPR/Cas9 methodology^85^. Briefly, single guide RNAs (sgRNAs) for *Stat5a* and *Stat5b* (Supplementary Table 1) were designed to cut near the mutation site of each gene. 

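The guide for *Stat5a*, CCGGCAGCGAAAGCAGTTGA, matches chromosome 11 of GRCm38 from 100881731 to 100881750 on the forward strand. The guide for *Stat5b*, CCGGCAGCGAAAGCAGCTGA, matches it from 100784292 to 100784311 on the reverse strand. Each of these 20-base sites is followed by the PAM CGG, begins in the intron before the exon and ends in the exon, 4 bases before the tyrosine codon. Each guide had 1 exact match on the chromosome, and it differs at 1 base from the site of the other gene.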

The sgRNA sequences were cloned into a sgRNA vector using OriGene’s gRNA Cloning Services (Rockville, Maryland) and used as templates to synthesize sgRNAs using the MEGAshortscript T7 Kit (Life Technologies, AM1354). Cas9 mRNA was in vitro transcribed from plasmid MLM3613 (Addgene #42251) using the mMESSAGE mMACHINE T7 Ultra Kit (Life Technologies, AM1345). Single strand donor oligonucleotides for *Sta5a* and *Stat5b* (Supplementary Table 1), respectively, were used for introducing the point mutations. Besides the desired nucleotide changes (Supplementary Fig. 1a, highlighted red letters) for changing the Tyr to Phe, three silent nucleotides (lower case letters in red) that do not result in amino acid changes but decrease the likelihood of Cas9 continuingly cutting the DNA after the donor DNA is knocked in, were also included in the donor oligonucleotides. 

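The change from Tyr to Phe is A2T in both genes, with positions counted from 1 at the first base of the codon, so that TAC becomes TTC. The changed base is at position 100881756 of chromosome 11 for *Stat5a* and at 100784286 for *Stat5b* (GRCm38).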

For making each mouse line, the sgRNA (50 ng/μl) and its corresponding donor oligonucleotides (100 ng/μl) were co-microinjected with Cas9 mRNA (100 ng/μl) into the cytoplasm of zygotes collected from B6D2F1 mice (JAX Stock No: 100006). Injected embryos were cultured in M16 medium in a 37 ^o^C incubator with 6% CO_2_. Those embryos reached 2-cell stage of development were implanted into the oviducts of pseudopregnant surrogate mothers. The *Stat5a*/*Stat5b* DKI mouse line (STAT5A^Y694F^/STAT5B^Y699F^) was generated by sequentially targeting the two genes, which are located on mouse chromosome 11 in close proximity. Zygotes were collected from mice harboring the STAT5B^Y699F^ mutation and were then microinjected with *Stat5a* sgRNA and *Stat5a* donor oligos following the procedures described above. Founder mice for each KI mouse line were identified by PCR followed by Sanger sequencing and backcrossed to C57BL/6 J (JAX 000664) background for 6 generations before using in experiments, and we used the littermate WT mice for each line as the appropriate control.

### Mice

Both female and male mice from 8 to 24 weeks old were used for the experiments. The mice were housed in specific pathogen-free mouse facilities at the National Institutes of Health. The bone marrow, thymi, and spleens of mice were collected after the mice were euthanized by carbon dioxide inhalation. The WT and mutant mice were co-housed and were generated by mating heterozygous x heterozygous mice. All mouse protocols were approved by the National Heart, Lung and Blood Institute Animal Care and Use Committee, and experiments followed NIH guidelines for using animals in intramural research.

### Cell purification and culture

Splenic total T cells were purified using EasySep Mouse T cell Isolation Kit (STEMCell Technologies, 19851) from WT and mutant mice, cultured in complete RPMI 1640 medium (supplemented with 100 U/ml penicillin and streptomycin, 50 μM β-mercaptoethanol, 2 mM glutamine, and 10% FBS) with plate-bound anti-CD3 (2 μg/ml, 145-2C11, BioXCell) and soluble anti-CD28 (1 μg/ml, 37.51, BioXCell) for 3 days, the cells were then washed 3 times with complete RPMI 1640 medium, and cultured in complete RPMI 1640 medium without cytokines overnight. Splenic CD8^+^ T cells were purified using the EasySep Mouse CD8^+^ T cell Isolation Kit (STEMCELL Technologies, 19853) and cultured in complete RPMI 1640 medium either without or with 500 IU/ml recombinant human IL-2 (Biological Resources Branch Preclinical Biologics Repository, NCI).

### Flow cytometric analyses

For cell surface marker staining, 10^6^ cells in 100 μl PBS containing 0.5% BSA were stained with fluorescent-labelled or unlabeled monoclonal antibodies (BD Biosciences, San Jose, CA, BioLegend Inc., San Diego, CA, Cell Signaling Technology, Danvers, MA, or ThermoFisher Scientific, Grand Island, NY) for B220 (RA3-6B2), CD3ε (145-2C11), CD4 (GK.5), CD8a (53-6.7), CD44 (IM7), CD49d (R1-2), RB1 (1F8), pRB (S807/811, D20B12), CD25 (7D4), CD25 (3C7), CD122 (TM-b1), DX5 (DX5), NK1.1 (PK1.36), NKp46 (CD335), CD49b (DX5), B220 (RA3-6B2), E2F1 (JJ092-02, MA5-32476) CCND1 (SP4, MA5-14512), CCNA2 (SD2052, MA5-32353), CCNE (HE12, MA5-14336), CDK2 (1A6, MA5-17052), CDK4 (DCS-31, AHZ0202), CDK6 (K6.83 (DCS-83), AHZ0232), CDK7 (JJ203-01, MA5-32434), Alexa Fluor 405 Goat anti-Rabbit IgG (H + L, A31556), Alexa Fluor 488 Goat anti-Rabbit IgG (Heavy chain, A27034), Alexa Fluor 647 Goat anti-Rabbit IgG (Heavy chain, A27040), Alexa Fluor 750 Goat anti-Rabbit IgG (H + L, A21039), Alexa Fluor 488 Goat anti-Mouse IgG (H + L, A28175), PE F(ab’)2-Goat anti-Mouse IgG (H + L, 12-4010-82), Alexa Fluor 647 Goat anti-Mouse IgG (H + L, A21236); for Foxp3 staining, the cells were fixed and permeabilized before staining with PE-labelled FOXP3 monoclonal antibody (FJK-16s, ThermoFisher, 12-5773-82) or Alexa647-FOXP3 monoclonal antibody (BioLegend, 320014) (Supplementary Table 2). To fix and permeabilize cells for staining with pY694STAT5 (47/STAT5 pY694, BD, 612599), pERK (197G2, CST, 13214 S), and pAKT (D9E, CST, 5315 S), the cells were fixed using 1.5% paraformaldehyde or 4% formaldehyde at room temperature for 15 min, then permeabilized with cold 100% methanol on ice for 20 min. Data were acquired using a FACSCanto II flow cytometer (BD Immunocytometry Systems) and analyzed using FlowJo (v10.9.0, BD).

Ex vivo experiment. For ex vivo experiments, 30 μg of MSA-conjugated IL-2 was injected i.p. into 6–8 month-old mice on days 0, 3, and 6. Total spleen cells were isolated on day 7, red blood cells were lysed, and total splenocytes were counted and stained with anti-CD3, anti-CD122, anti-NK1.1 for NK cells; anti-CD3, anti-CD8, anti-CD44, anti-CD122 for CD8^+^ T cells; and anti-CD3, anti-CD4, anti-CD25, and anti-Foxp3 for CD4^+^ T cells. The data were aquired on a FACSCanto II flow cytometer and analyzed using FlowJo.

### Cell proliferation assay

To monitor cell division, freshly isolated CD8^+^ or total splenic T cells from WT or tyrosine mutant mice were labeled with CellTracer CFSE Cell Proliferation Kit in PBS (ThermoFisher, C34554) as previously described^18^. 1 × 10^6^/ml CFSE-labeled cells were then cultured in the presence of 500 IU/ml recombinant human IL-2, or in the presence of 2 μg/ml plate-bound anti-CD3 and 1 μg/ml soluble anti-CD28. CD8^+^ T cell division was monitored by CFSE dilution using flow cytometry on days 3, 4, and 5 for IL-2 stimulation and on days 2 and 3 for TCR stimulation.

### Cell cycle analysis

Cell cycle analysis was performed using Click-iT Plus EdU Alexa Flour 488 Kit (ThermoFisher, C10633) and FxCycle Violet Ready Flow Reagent (ThermoFisher, R37166) per the manufacturer’s recommendation. Briefly, purified CD8^+^ T cells were cultured in complete RPMI 1640 medium with 500 IU/ml IL-2, and at indicated time point, the cells were labeled with EdU at 10 μM final concentration at 37 ^o^C for 1 hr. After washing and performing the Click reaction, the cells were washed again, permeabilized, and stained with FxCycle Violet. Data were acquired on a FACSCanto II flow cytometer and analyzed by Flowjo software.

### Immunoprecipitation and western blotting

For co-IP and IP experiments, preactivated total T cells were washed with complete RPMI 1640 medium and cultured in complete RPMI 1640 medium without cytokines overnight. Equal numbers of cells were cultured without or with 500 IU/ml of IL-2 for 20 min. Total cell lysates were prepared using high salt NP40 lysis buffer (10 mM Tris, pH 7.5, 0.3 M NaCl, 0.5% NP40, cOmplete Protease Inhibitor Cocktail tablet, and PhosSTOP tablet) on ice for 20 min and then cleared by centrifugation at 14,000 rpm for 15 min. The cleared lysates were then subjected to immunoprecipitation using PureProteome Protein A/G Mix Magentic Beads (Millipore Sigma LSKMAGAG) and rabbit anti-STAT5A (R1216) or anti-STAT5B (R1219)^2^ antisera at 4 ^o^C overnight. After washing with NP40 lysis buffer, immunoprecipitation products were denatured in LDS sample buffer with 2% β-mercaptoethanol and separated on a 4–12% NuPage Bis-Tris gel (ThermoFischer, NP0322), transferred on an Immobilon®-LF PVDF membrane (Millipore Sigma, IPFL10100), blotted using mouse monoclonal anti-STAT5A (R&D, MAB2174), anti-STAT5B (R&D, MAB1584), and anti-pYSTAT5 antibodies (CST, 9356), respectively (Supplementary Table 3). After washing, the membrane was visualized by using IRDye 680RD goat anti-mouse IgG secondary antibody (LI-COR Biosciences, 926-68070) on an Odyssey CLx Imaging system (LI-COR Biosciences) (Supplementary Table 3).

For western blot analysis of Myc, purified splenic CD8^+^ T cells were cultured in complete RPMI 1640 medium either with 500 IU/ml recombinant human IL-2 for 4 hr, 1 day, or 2 days. Total cell lysates prepared using high salt NP40 lysis buffer with cOmplete ULTRA Tablets (Millipore Sigma, 05892970001) and PhosSTOP (Millipore Sigma, 04906837001) from cells without IL-2 or the cells were stimulated with IL-2 at predetermined time point. After denaturing in LDS sample buffer with 2% β-mercaptoethanol, the lysates were separated on a 4–12% NuPage gel, transferred on Immobilon®-LF PVDF membrane (Millipore Sigma IPFL10100), blotted using rabbit monoclonal anti-Myc (CST, 18583) and mouse monoclonal anti-β-actin (CST, 3700) antibodies (Supplementary Table 3), and visualized using IRDye 680RD donkey anti-mouse IgG secondary antibody (LI-COR Biosciences, 926-68072) or IRDye 800CW donkey anti-rabbit IgG secondary antibody (LI-COR Biosciences, 926-32213) (Supplementary Table 3) on an Odyssey CLx Imager.

### Total RNA isolation

The purified CD8^+^ T cells were cultured in the presence of 500 U/ml of recombinant human IL-2, and then collected at 0, 4, 24, and 48 hr. The cells were washed with PBS once, lysed in TriReagent (Zymo Research, Irvine, CA), and total RNA was isolated using Direct-zol RNA MicroPrep Kit (Zymo Research, IR2060).

### RNA-seq library preparation and sequencing

RNA-seq libraries were prepared as previously described^19^ using 100 ng of total RNA from splenic CD8^+^ T cells and the KAPA mRNA HyperPrep Kit (KR1352, KAPA Biosystems, Wilmington, MA), and each library was indexed using NEXflex DNA Barcodes-24 (BIOO Scientific, Austin, TX). Barcoded libraries were separated on 2% E-Gel, 250–400 bp fragments were purified, quantified on Qbit (Invitrogen), and equal amounts of each library were pooled and sequenced on an Illumina NovaSeq platform (Illumina, San Diego, CA).

### ChIP-Seq library preparation and sequencing

ChIP-seq libraries were prepared as previously described^19^ with some modification. Briefly, freshly isolated splenic CD8^+^ T cells from *Stat5a* KI, *Stat5b* KI, and WT littermate mice were either not treated or treated with 500 IU/ml of IL-2 for 4 h, and cross-linked with 1% formaldehyde (methanol-free, Pierce, Rockford, IL) at room temperature for 10 min. After sonication at 30” ON and 30” OFF for 5 times using Bioruptor Pico (Diagenode), fragmented chromatin equivalent to 7 million cells were immunoprecipitated with control rabbit IgG (3900 S, Cell Signaling Technology) or anti-STAT5A/B antibody (Ab194898, Abcam) (Supplementary Table 4), and 20 μl of Magna ChIP Protein A + G Magnetic Beads (16–663, Millipore, Billerica MA). ChIP-Seq DNA libraries were prepared using KAPA Hyper Prep Kit (KR0961, KAPA Biosystems, Wilmington, MA) and NEXflex DNA Barcodes-24 (NOVA-514103, BIOO Scientific, Austin, TX), and the indexed libraries were pooled and sequenced on an Illumina NovaSeq platform.

### RNA-seq analysis

Sequenced reads (50 bp, single end) were obtained with the Illumina CASAVA pipeline and mapped to the mouse genome (mm10/GRCm38) using TopHat 2.0.11. Only uniquely mapped reads were retained. RefSeq gene database was downloaded from the UCSC genome browser for RNA-seq analysis. Raw counts that fell on exons of each gene were calculated and normalized by using RPKM (Reads Per Kilobase per Million mapped reads). Differentially expressed genes were identified with the R Bioconductor package “edgeR”, and expression heat maps were generated with the R package “pheatmap”. For GSEA analysis, RNA-seq based gene expression data were compared with molecular signature gene sets using R package “fgsea”.

### ChIP-Seq analysis

Sequenced reads mapped to the mouse genome (mm10/GRCm38) using Bowtie 2.2.6. Only uniquely mapped reads were retained. The mapped outputs were converted to browser-extensible data files, which were then converted to binary tiled data files (TDFs) using IGVTools 2.4.13 for viewing on the IGV browser (http://www.broadinstitute.org/igv/home). TDFs represent the average alignment or feature density for a specified window size (i.e., 20 bp sliding window) across the genome. The reads were shifted 100 bp from their 5′ starts to represent the center of the DNA fragment associated with the reads. Peaks were identified by using Model-based Analysis of ChIP-Seq (MACS 1.4.2) compared to IgG control library. Normalized peak intensities were calculated by HOMER (Hypergeometric Optimization of Motif EnRichment, v4.11). Motif analysis was done using Motif-based sequence analysis tools MEME 5.4.1.

### LC/MS analysis

For trypsin/LysC digestion and TMTpro labeling, cells were lysed from the frozen cell pellets in 100 μl EasyPep Lysis buffer (Thermo Fisher PN A45735) and total cell lysates were treated with 1 μl universal nuclease (Thermo PN 88700). Protein concentration was determined by the BCA method, and 10 μg of protein from each sample were subjected to reduction and alkylation at 25 °C in the dark for 1 hr and then digested at 37 °C overnight for a total of 19.5 hrs. The peptides from each sample were then labeled using TMTpro 18-plex label reagents (Thermo PN A52045) at 25 °C for 1 hr. The excess TMTpro was quenched with 50 μl of 5% hydroxylamine, 20% Formic acid for 10 min, the samples were then combined, cleaned using EasyPep mini columns, and eluted peptides were dried in speed-vac.

The TMTpro labeled peptides were fractionated by High-pH reverse phase liquid chromatography using a 150 mm × 3.0 mm Xbridge Peptide BEMTM 2.5 μm C18 column (Waters, MA) and a Waters Acquity UPLC system with a fluorescence detector (Waters, Milford, MA) at 0.35 ml/min. After drying, the peptides were reconstituted in 50 μl of mobile phase A (10 mM ammonium formate, pH 9.3), applied on a 150 mm × 3.0 mm Xbridge Peptide BEMTM 2.5 μm C18 column (Waters, MA), and eluted in mobile using gradient elution of 10–50% phase B (10 mM ammonium formate, 90% ACN) from 1.5–60 min followed by 50–90% phase B for 60–65 min. Sixty-five fractions were collected, and these were consolidated into 12 pools based on the chromatogram intensity and vacuum centrifuged to dryness. Each fraction was resuspended in 60 μl of 0.1% FA and 15 μl was analyzed using a Dionex U3000 RSLC in front of a Orbitrap Lumos (Thermo) equipped with an EasySpray ion source. Solvent A was 0.1% FA in water and Solvent B was 0.1% FA in 80% ACN. Loading pump consisted of Solvent A and was operated at 7 μl/min for the first 6 min of the run then dropped to 2 μl/min when the valve was switched to bring the trap column (Acclaim PepMap 100 C18 HPLC Column, 3 μm, 75 μm I.D., 2 cm, PN 164535) in-line with the analytical column EasySpray C18 HPLC Column, 2 μm, 75 μm I.D., 25 cm, PN ES902). The gradient pump was run at a flow rate of 300 nl/min, and each run used a linear LC gradient of 5–7% B for 1 min, 7–30% B for 134 min, 30–50% B for 35 min, 50–95% B for 4 min, holding at 95% B for 7 min, then re-equilibration of analytical column at 5% B for 17 min. MS acquisition employed the TopSpeed method with a 3 s cycle time at spray voltage of 1800V and ion transfer temperature of 275 °C. MS1 scans were acquired in the Orbitrap with resolution of 120,000, AGC of 4e5 ions, and max injection time of 50 ms, mass range of 400–2000 m/z, and MS2 scans were acquired in the Orbitrap with a resolution of 50,000, AGC of 1.25e5, max injection time of 86 ms, HCD energy of 38%, isolation width of 0.7 Da, intensity threshold of 2.5e4 and charges 2-5 for MS2 selection. Advanced Peak Determination, Monoisotopic Precursor selection (MIPS), and EASY-IC for internal calibration were enabled and dynamic exclusion was set to a count of 1 for 15 sec.

### Database search and post-processing analysis of LC/MS data

MS files were searched with Proteome Discoverer 2.4 using the Sequest node. Data was searched against the Uniprot Mouse database from Feb 2020 using a full tryptic digest, 2 max missed cleavages, minimum peptide length of 6 amino acids and maximum peptide length of 40 amino acids, MS1 mass tolerance of 10 ppm, MS2 mass tolerance of 0.02 Da, fixed modifications for TMTpro ( + 304.207) on lysine and peptide N-terminus and carbamidomethyl ( + 57.021) on cysteine, and variable oxidation on methionine ( + 15.995 Da). Percolator was used for FDR analysis and TMTpro reporter ions were quantified using the Reporter Ion Quantifier node and normalized using the total peptide intensities of each channel. The Log2FC (Median of groups) and *p*-values (ANOVA) were calculated with PD2.4 software and only proteins with quantitative values in 8 or more samples were included for the analysis. FDR was set to ≤ 1%. Proteins with *p*-value ≤ 0.05 and Log_2_(FC) cutoffs of ≥ 0.4 were considered differentially expressed.

### Statistical analysis

Numerical data are presented as mean ± SD or mean ± SEM. GraphPad Prism software (v10.0.3) was used to analyze the data. Multiple unpaired *t* test using two-stage step-up method of Benjamini, Krieger and Yekutieli, or Two-way ANOVA multiple comparisons using the Šídák hypothesis test, or multiple unpaired *t* test using the Holm-Šídák method were performed as indicated in the figure legends. The level of statistical significance was set at *p* < 0.05. The number of experiments and mice used are indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Source data

Source Data

## Data Availability

The mass spectrometry data are uploaded in the Mass Spectrometry Interactive Virtual Environment (MassIVE) with accession MSV000093320, https://massive.ucsd.edu/ProteoSAFe/static/massive.jsp?redirect=auth, and the FTP download link is ftp://massive.ucsd.edu/v06/MSV000093320/. The RNA-seq and ChIP-seq data are available at the Gene Expression Omnibus database repository under accession number GSE247343. All data are included in the Supplementary Information or are available from the authors, as are unique reagents used in this Article. The raw numbers for charts, graphs, and blots are available in the Source Data File whenever possible. Source data are provided with this paper.

# Supplementary material for: Tyrosine phosphorylation of both STAT5A and STAT5B is necessary for maximal IL-2 signaling and T cell proliferation
**Source:** Nat Commun. 2024 Aug 27;15:7372. doi: 10.1038/s41467-024-50925-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Tyrosine phosphorylation of both STAT5A and STAT5B is necessary  
for maximal IL-2 signaling and T cell proliferation**

Jian-Xin Lin<sup>1,#,\*</sup>, Meili Ge<sup>1,#,5</sup>, Cheng-yu Liu<sup>2</sup>, Ronald Holewinski<sup>3</sup>, Thorkell Andresson<sup>3</sup>, Zu-Xi Yu<sup>4</sup>, Tesfay Gebregiorgis<sup>1</sup>, Rosanne Spolski<sup>1</sup>, Peng Li<sup>1,6</sup>, and Warren J. Leonard<sup>1,\*</sup>

National Heart, Lung, and Blood Institute

National Institutes of Health

Bethesda, MD 20817-1694

<sup>2</sup>Transgenic Mouse Core Facility

National Heart, Lung, and Blood Institute

National Institutes of Health

Bethesda, MD 20892-8018

<sup>3</sup>Leidos Biomedical Research, Inc.

Frederick National Laboratory for Cancer Research

Frederick, MD 21701

<sup>4</sup>Pathology Core, National Heart Heart, Lung, and Blood Institute

National Institutes of Health

Bethesda, MD 20892

<sup>#</sup>Contributed equally

<sup>\*</sup>Correspondence should be sent to  or 

Institute of Hematology & Blood Diseases Hospital

Chinese Academy of Medical Sciences & Peking Union Medical College,

Tianjin 300020, People's Republic of China.

## Supplementary Figure 1

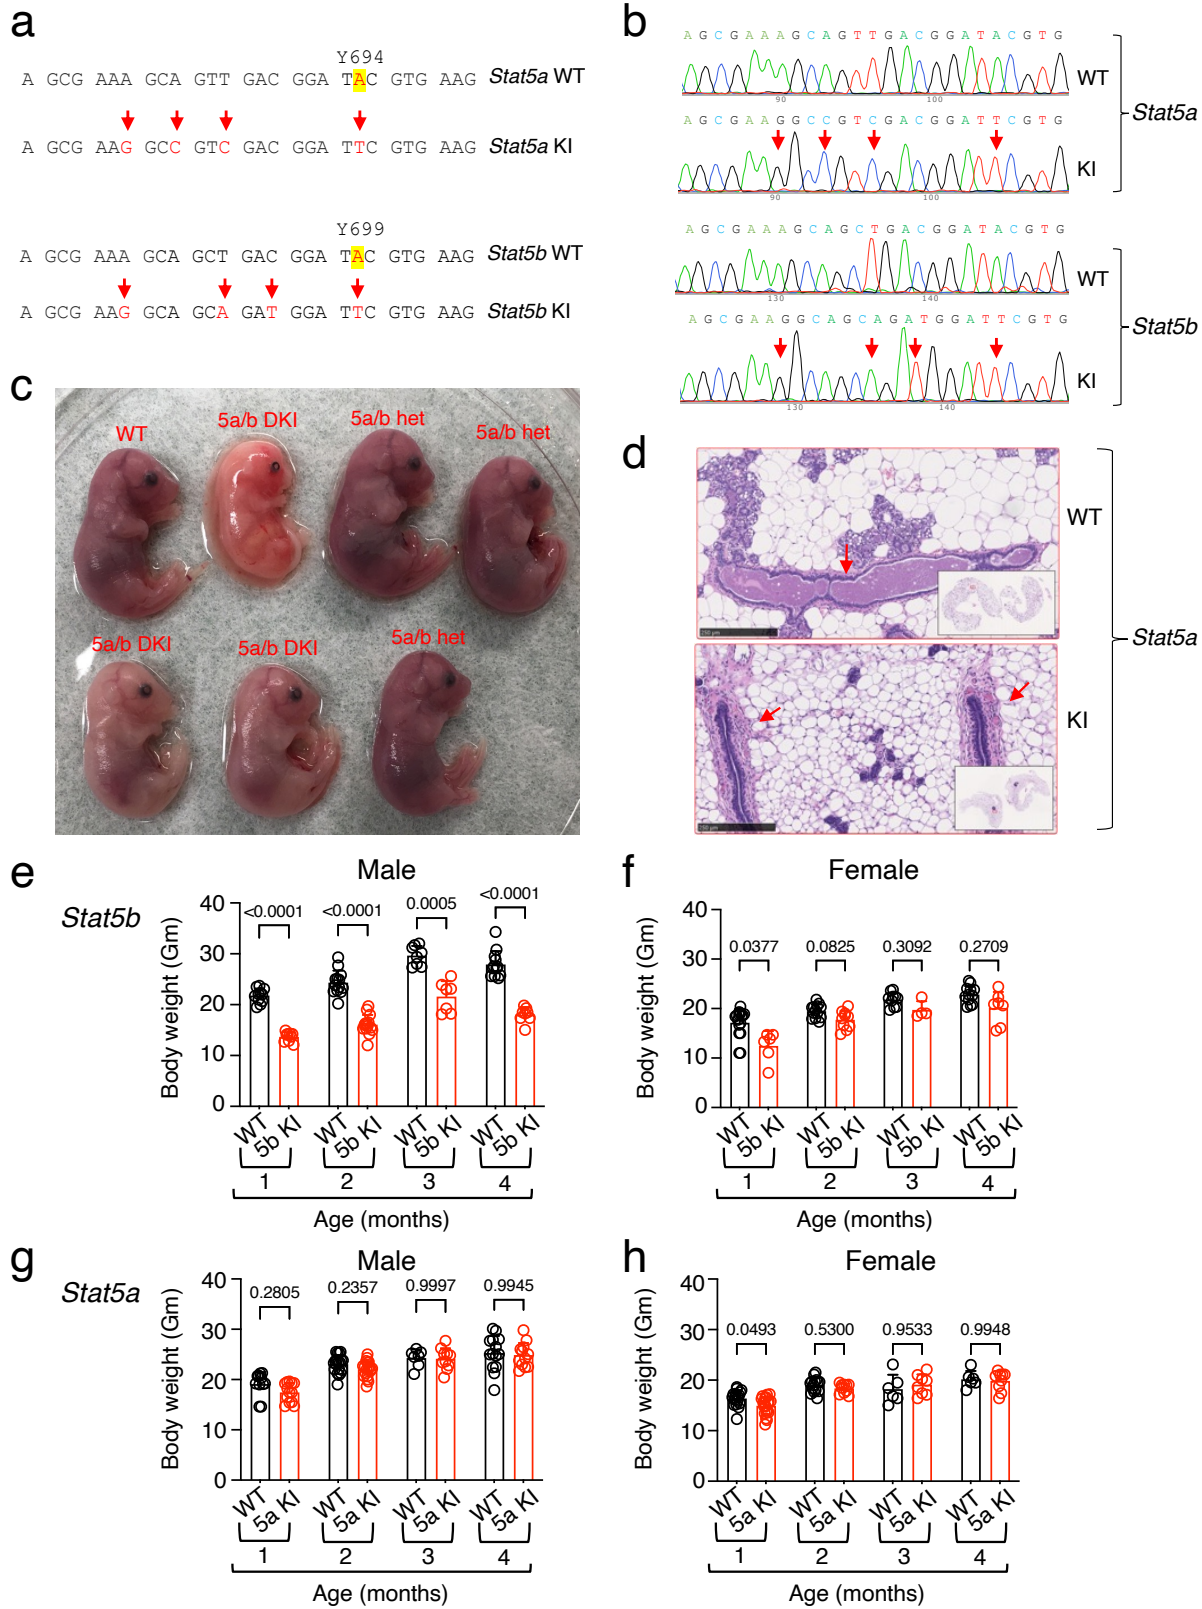

**Supplementary Fig. 1. Generation of STAT5A<sup>Y694F</sup> (*Stat5a* KI) and STAT5B<sup>Y699F</sup> (*Stat5b* KI) mutant mice by CRISPR/Cas9, with defective of mammary gland development in *Stat5a* KI female mice and lower body weight in *Stat5b* KI male mice. (a)** Design of *Stat5a* and *Stat5b* TAC (tyrosine) to TTC (phenylalanine) mutations (red arrows and letters in red) for generating the *Stat5a* KI and *Stat5b* KI mice. To prevent re-cutting by Cas9 after repair, 3 additional nucleotides (indicated by red arrows and red letters) 5' of the TAC were also changed, without altering the encoded amino acids. **(b)** Correct mutations were confirmed by Sanger sequencing. **(c)** A set of fetuses produced by a *Stat5a/Stat5b* DK1 heterozygous female mouse and their genotypes wild-type (WT), *Stat5a/Stat5b* DK1 homozygous (5a/b KI), and *Stat5a/b* DK1 heterozygous (5a/b het) were determined by Sanger sequencing. **(d)** H&E stains of mammary gland sections 1 day before parturition. Enlarged fat cells and alveolar duct filled with milk were evident in a well-developed mammary gland in a WT female mouse (top panel, red arrow) and small fat cells and empty alveolar duct in a *Stat5a* KI female mouse (bottom panel, red arrows). **(e-h)** Weights of male (**e** and **g**) and female (**f** and **h**) WT and *Stat5b* KI (**e** and **f**) and WT and *Stat5a* KI (**g** and **h**) mice. In panel **e**, n=11 for 1-month-old, n=13 for 2-month-old, n=8 for 3-month-old, and n=12 for 4-month-old *Stat5b* WT male mice; n=9 for 1-month-old, n=14 for 2-month-old and n=7 for 3-month-old, and n=8 for 4-month-old *Stat5b* KI male mice. In panel **f**, n=16 for 1-month-old, n= 13 for 2-month-old, n=10 for 3-month-old, and n=12 for 4-month-old *Stat5b* WT female mice; n=6 for 1-month-old, n=10 for 2-month-old, n=4 for 3-month-old, and n=7 for 4-month-old *Stat5b* KI female mice. In panel **g**, n=11 for 1 month-old, n=19 for 2-month-old, n=7 for 3-month-old, and n=14 for 4-month-old *Stat5a* WT male mice; n=13 for 1 month-old, n=19 for 2-month-old, n=10 for 3-month-old, and n=12 for 4-month-old *Stat5a* KI male mice. In panel **h**, n=17 for 1 month-old, n=15 for 2-month-old, n=6 for both 3 month and 4-month-old *Stat5a* WT female mice; n=20 for 1-month-old, n=10 for 2-month-old, n=8 for 3-mon-old, and n=9 for 4-month-old *Stat5a* KI female mice. In panels **e-h**, error bars (SD) and p values are shown, which were determined by multiple unpaired *t* test using two-stage step-up method of Benjamini, Krieger and Yekutieli; WT and mutant mice shown in black and red open bars, respectively.

## Supplementary Figure 2

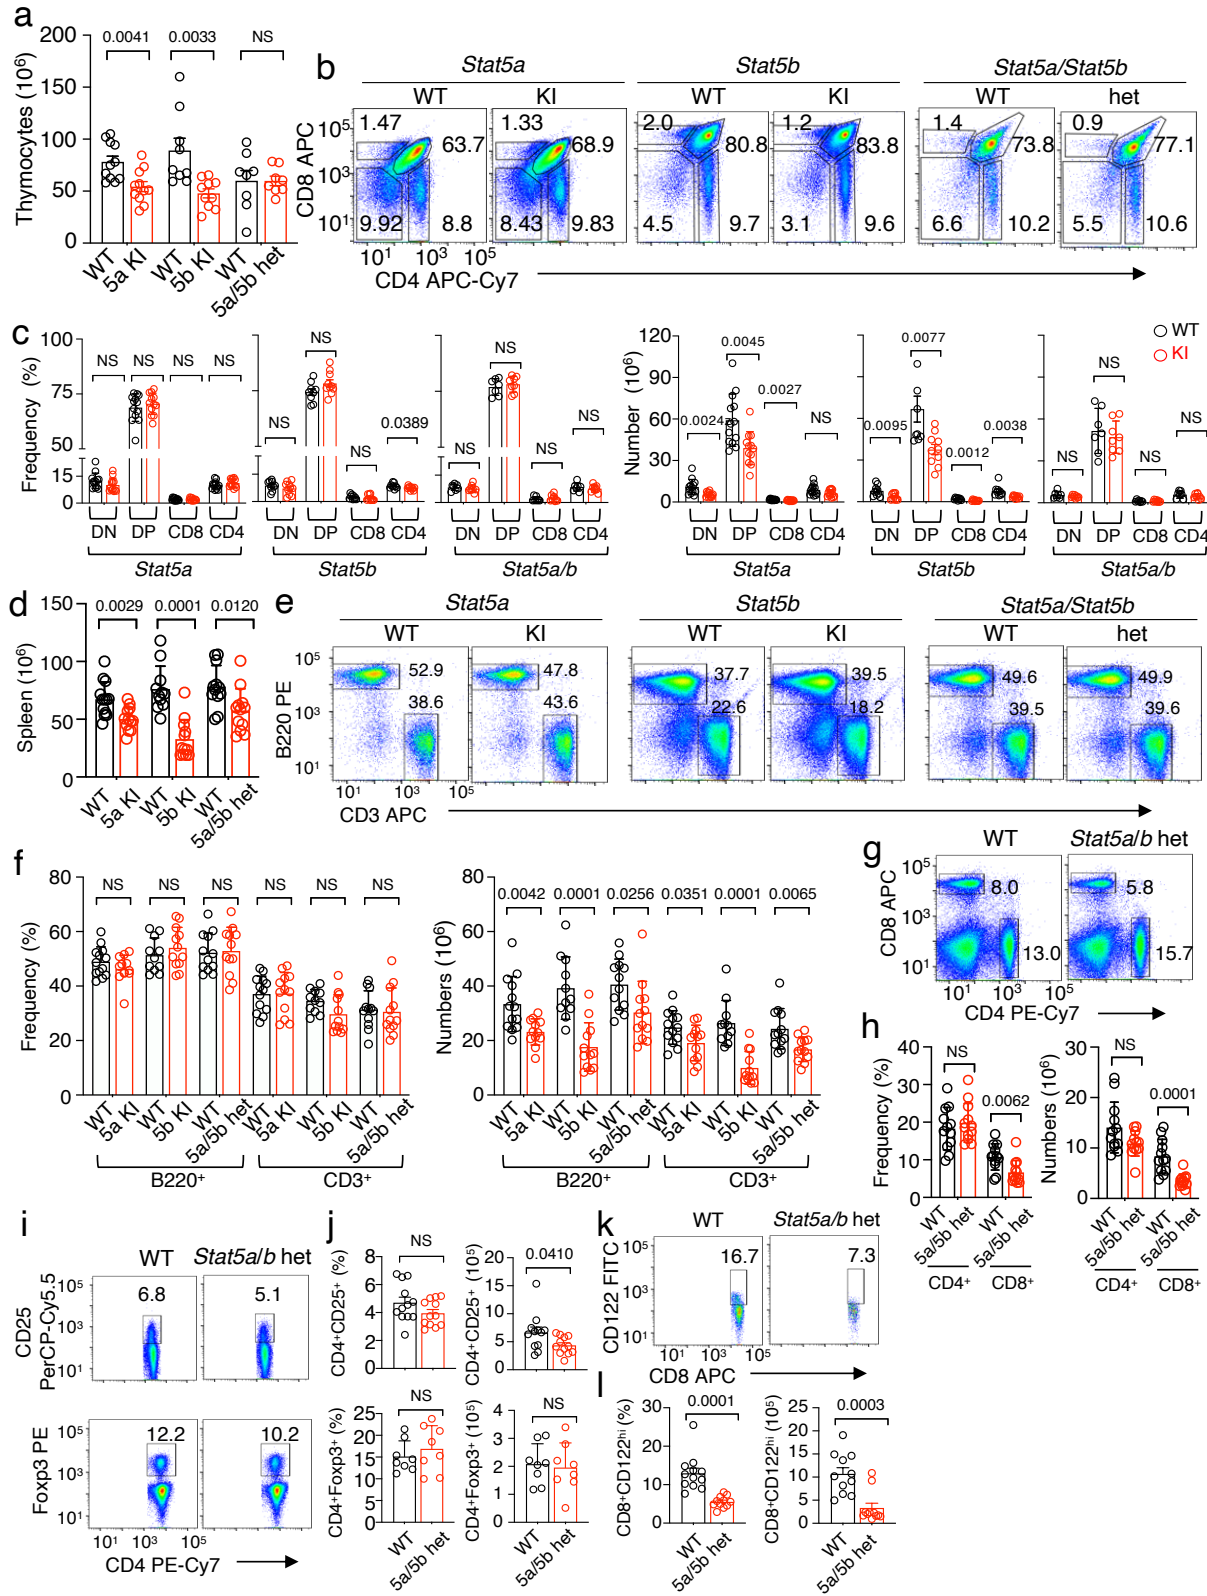

**Supplementary Fig. 2. Diminished thymic and/or splenic T cell numbers in *Stat5a* KI, *Stat5b* KI, and *Stat5a/Stat5b* DKI heterozygous mice.** (a) Total thymocyte numbers in WT versus *Stat5a* KI homozygous (n=11 for *Stat5a* WT and *Stat5a* KI, respectively), *Stat5b* KI homozygous (n=9 for *Stat5b* WT and n=10 for *Stat5b* KI), and *Stat5a/Stat5b* DKI heterozygous (n=8 for both WT and mutant) mice. (b) Representative flow cytometric profiles of WT (left panels) and *Stat5a* KI homozygous, *Stat5b* KI homozygous, and *Stat5a/Stat5b* DKI heterozygous (right panels) thymocytes stained with anti-CD4 and anti-CD8. (c) Frequency (3 left panels) and numbers (3 right panels) of WT CD4<sup>-</sup>CD8<sup>-</sup> (DN), CD4<sup>+</sup>CD8<sup>+</sup> double positive (DP), CD8<sup>+</sup> single positive (CD8), and CD4<sup>+</sup> single positive (CD4) thymocytes in *Stat5a* KI homozygous (n= 12 for *Stat5a* WT and n=11 for *Stat5a* KI), *Stat5b* KI homozygous (n=9 for *Stat5b* WT and n=10 for *Stat5b* KI), and *Stat5a/Stat5b* DKI heterozygous (n=7 for *Stat5a/Stat5b* WT and n=8 for *Stat5a/Stat5b* het) mice. (d) Summary of total spleen cell numbers (n=13 for *Stat5a* WT, n=12 for *Stat5a* KI, n=11 for *Stat5b* WT, n=12 for *Stat5b* KI, n=12 for *Stat5a/Stat5b* WT, and n=12 for *Stat5a/Stat5b* het) in the indicated mice. (e) Representative flow cytometric profiles of splenic B220<sup>+</sup> and CD3<sup>+</sup> cells in WT and corresponding *Stat5a* KI homozygous, *Stat5b* KI homozygous, and *Stat5a/Stat5b* DKI heterozygous mice. (f) Frequency (left graph) and numbers (right graph) of B220<sup>+</sup> and CD3<sup>+</sup> splenocytes in WT (black open bars, n=13 for *Stat5a*, n=11 for *Stat5b*, and n=12 for *Stat5a/Stat5b*) and *Stat5a* KI homozygous (n=12), *Stat5b* KI homozygous (n=12), and *Stat5a/Stat5b* DKI heterozygous (n=12) (red open bars) mice. (g and h) Representative flow cytometric profiles (g) and frequency and numbers (h) of WT (left panel, n=12) and *Stat5a/Stat5b* DKI heterozygous (right panel, n=12) splenic CD4<sup>+</sup> and CD8<sup>+</sup>. In h, WT data are in black and *Stat5a/Stat5b* DKI heterozygous data in red. (i and j) Representative flow cytometric profiles (i) of CD4<sup>+</sup>CD25<sup>+</sup> (top panels) and CD4<sup>+</sup>Foxp3<sup>+</sup> (bottom panels) in WT (left panels) and *Stat5a/Stat5b* DKI heterozygous (right panels) mice. (j) Frequencies (top left bar graph) and numbers (top right bar graph) of CD4<sup>+</sup>CD25<sup>+</sup>, CD4<sup>+</sup>Foxp3<sup>+</sup> (bottom bar graphs) cells in WT (n=12) and *Stat5a/Stat5b* DKI heterozygous (n=12) mice. (k) Representative flow cytometric profiles of CD8<sup>+</sup>CD122<sup>hi</sup> cells in WT and *Stat5a/Stat5b* DKI het mice. The gating strategies for panel b are shown in **Supplementary**

**Fig. 8a** and panels **e, g, i, and k** are shown in **Supplementary Fig. 8b**. **(l)** Frequency (left graph) and numbers (right graph) of CD8<sup>+</sup>CD122<sup>hi</sup> cells in WT (n=11) and *Stat5a/Stat5b* DKI heterozygous (n=11) mice. Panels **c** (3 left bar graphs), **f** (left bar graph), **h** (left bar graph), **j** (left bar graphs), and **l** (left bar graph) are the percentage of the gated cells, panels **a, c** (three right bar graphs), **d, f** (right bar graph), **h** (right bar graph), **j** (right bar graphs), and **l** (right bar graph) are the number of the gated cells. The black and red open bars represent WT and mutant samples, respectively. In panels **a, c, d, f, and h**, error bars (SD) and adj p-values are shown, which were determined by multiple unpaired *t* tests using two-stage step-up method of Benjamini, Krieger and Yekutieli; in panels **j** and **l**, error bars (SD) and p values are shown, which were determined using unpaired and two-tailed *t* test.

## Supplementary Figure 3

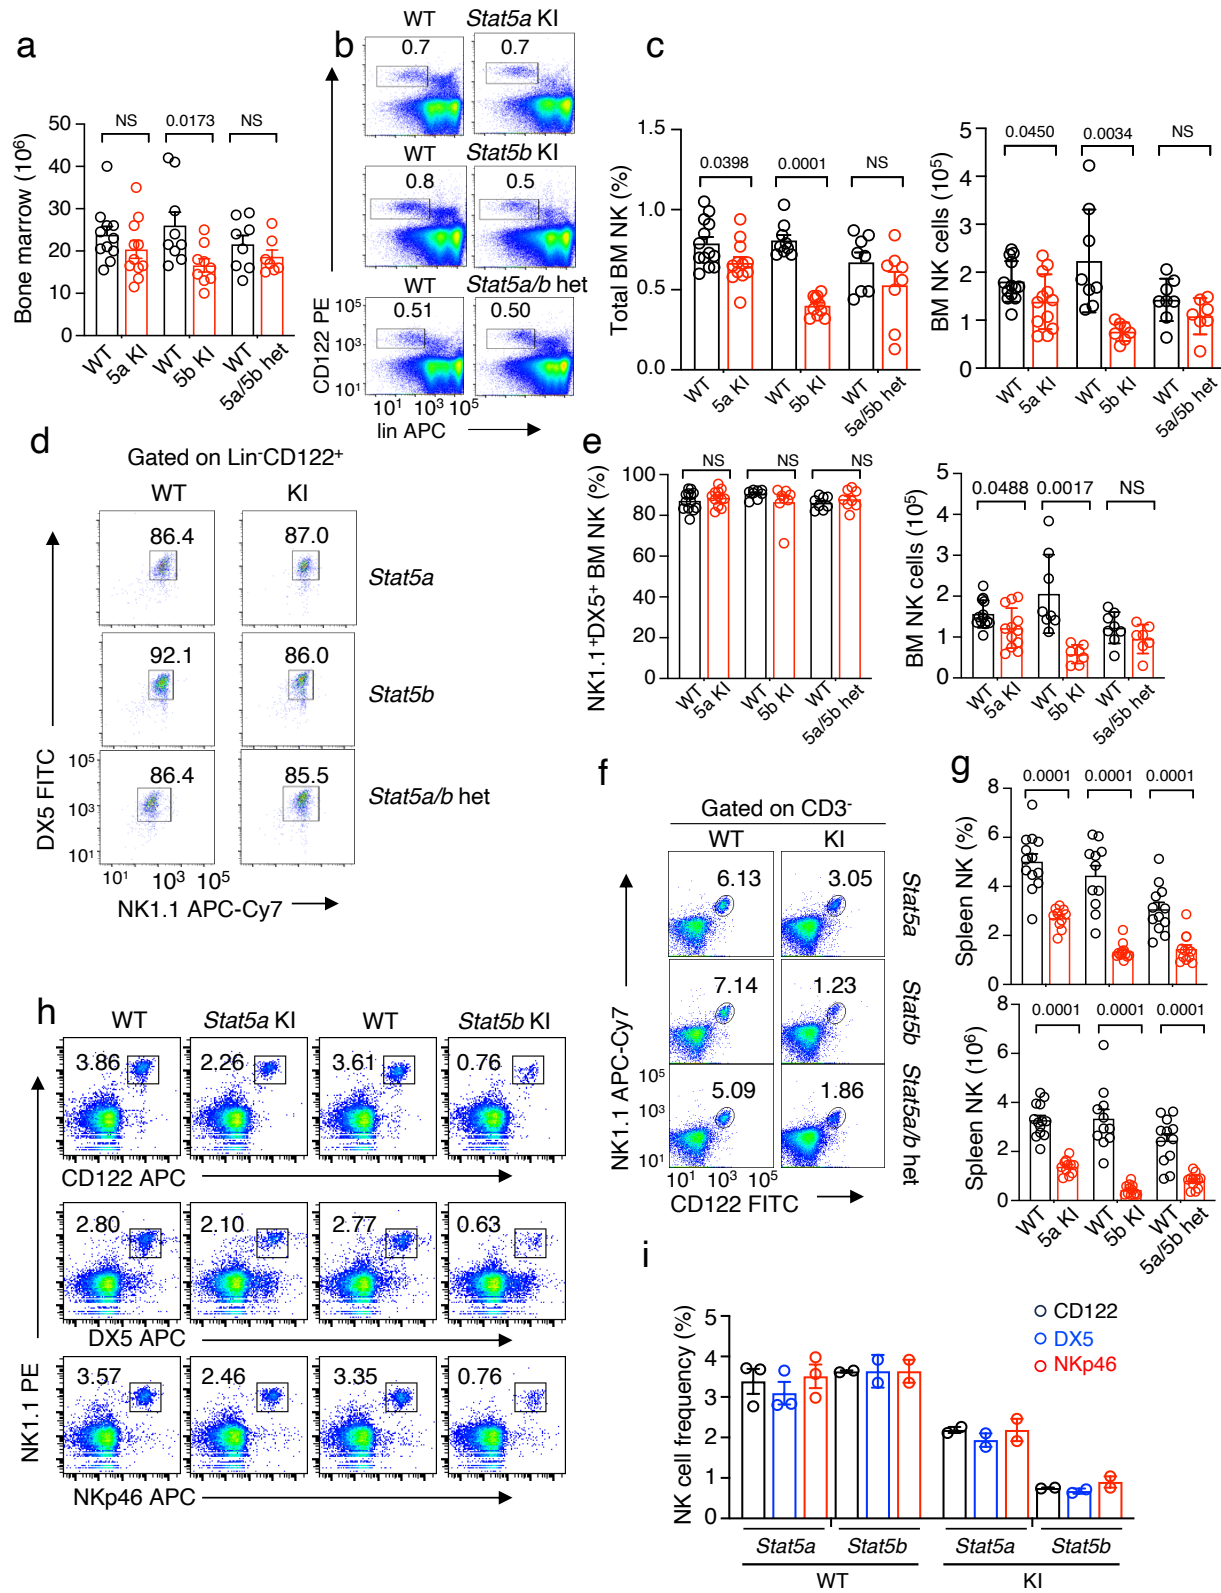

**Supplementary Fig. 3. Decreased frequency and numbers of bone marrow NK cells in *Stat5b* KI mice and lower frequency and numbers of splenic NK cells in *Stat5a* KI, *Stat5b* KI, and *Stat5a/Stat5b* DKI het mice.**

(a) Numbers of total bone marrow cells harvested from both femurs from each WT (n=11 for *Stat5a* WT, n=9 for *Stat5b* WT, and n=8 for *Stat5a/Stat5b* WT), *Stat5a* KI homozygous (n=11), *Stat5b* KI homozygous (n=9), and *Stat5a/Stat5b* DKI heterozygous (n=7) mice. (b) Representative flow cytometric profiles of WT (left panels) and *Stat5a* KI homozygous, *Stat5b* KI homozygous, and *Stat5a/Stat5b* DKI heterozygous (right panels) total bone marrow cells gated on total BM NK cells (lin<sup>-</sup>CD122<sup>+</sup>). (c) Bar graph of the frequency (left graph) and number (right graph) of total BM NK cells in WT (black bars, n=13 for *Stat5a* WT, n=8 for both *Stat5b* WT and *Stat5a/Stat5b* WT) and each mutant mouse line (red bars, n=12 for *Stat5a* KI, n=7 for both *Stat5b* KI and *Stat5a/Stat5b* het). (d) Representative flow cytometric profiles of BM mature NK cells (lin<sup>-</sup>CD122<sup>+</sup>DX5<sup>+</sup>NK1.1<sup>+</sup>) in WT (left panels), and *Stat5a* KI homozygous, *Stat5b* KI homozygous, and *Stat5a/Stat5b* DKI heterozygous mice (right panels). (e) Bar graphs of the frequency (left graph) and numbers (right graph) of BM mature NK cells in WT (black bars, n=13 for *Stat5a* WT, n=8 for both *Stat5b* WT and *Stat5a/Stat5b* WT) and each mutant mouse line (red bars, n=12 for *Stat5a* KI, n=7 for both *Stat5b* KI and *Stat5a/Stat5b* het). (f) Representative flow cytometric profiles of total splenic NK cells (CD3<sup>-</sup>CD122<sup>+</sup>NK1.1<sup>+</sup>) in WT (left panels), *Stat5a* KI (top right panel), *Stat5b* KI (middle right panel), and *Stat5a/Stat5b* DKI heterozygous (bottom right panel) mice. (g) Bar graphs of the frequencies (left graph) and numbers (right graph) of total splenic NK cells in WT (black bars, n=13 for *Stat5a* WT, n=11 for *Stat5b* WT, and n=12 for *Stat5a/Stat5b* WT) and *Stat5a* KI, *Stat5b* KI, and *Stat5a/Stat5b* DKI heterozygous (red bars, n=11 for *Stat5a* KI, n=12 for both *Stat5b* KI and *Stat5a/Stat5b* het) mice. The numbers in panels b, d, f, and h are percentage of gated cells; in panels a, c, e, and g, error bars (SD) and p-values are shown, which were determined by multiple unpaired *t* test using two-stage step-up method of Benjamini, Krieger and Yekutieli. (h) Representative flow cytometric profiles of spleen NK cells gated on CD3<sup>-</sup> cells, then on NK1.1 with anti-CD122 (top row), anti-CD49b (DX5, middle row), or anti-NKp46 (CD335, bottom row) in WT, *Stat5a* KI, and *Stat5b* KI mice. (i) Summary of frequency of NK1.1<sup>+</sup>CD122<sup>+</sup>, NK1.1<sup>+</sup>DX5<sup>+</sup>, and NK1.1<sup>+</sup>NKp46<sup>+</sup> spleen NK cells from WT (n=3

for *Stat5a* WT and n=2 for *Stat5b* WT), *Stat5a* KI (n=2), and *Stat5b* KI (n=2) mice and the error bars (SEM) are shown. The gating strategies for panels **b**, **d**, **f**, and **h** are shown in **Supplementary Fig. 11**.

## Supplementary Figure 4

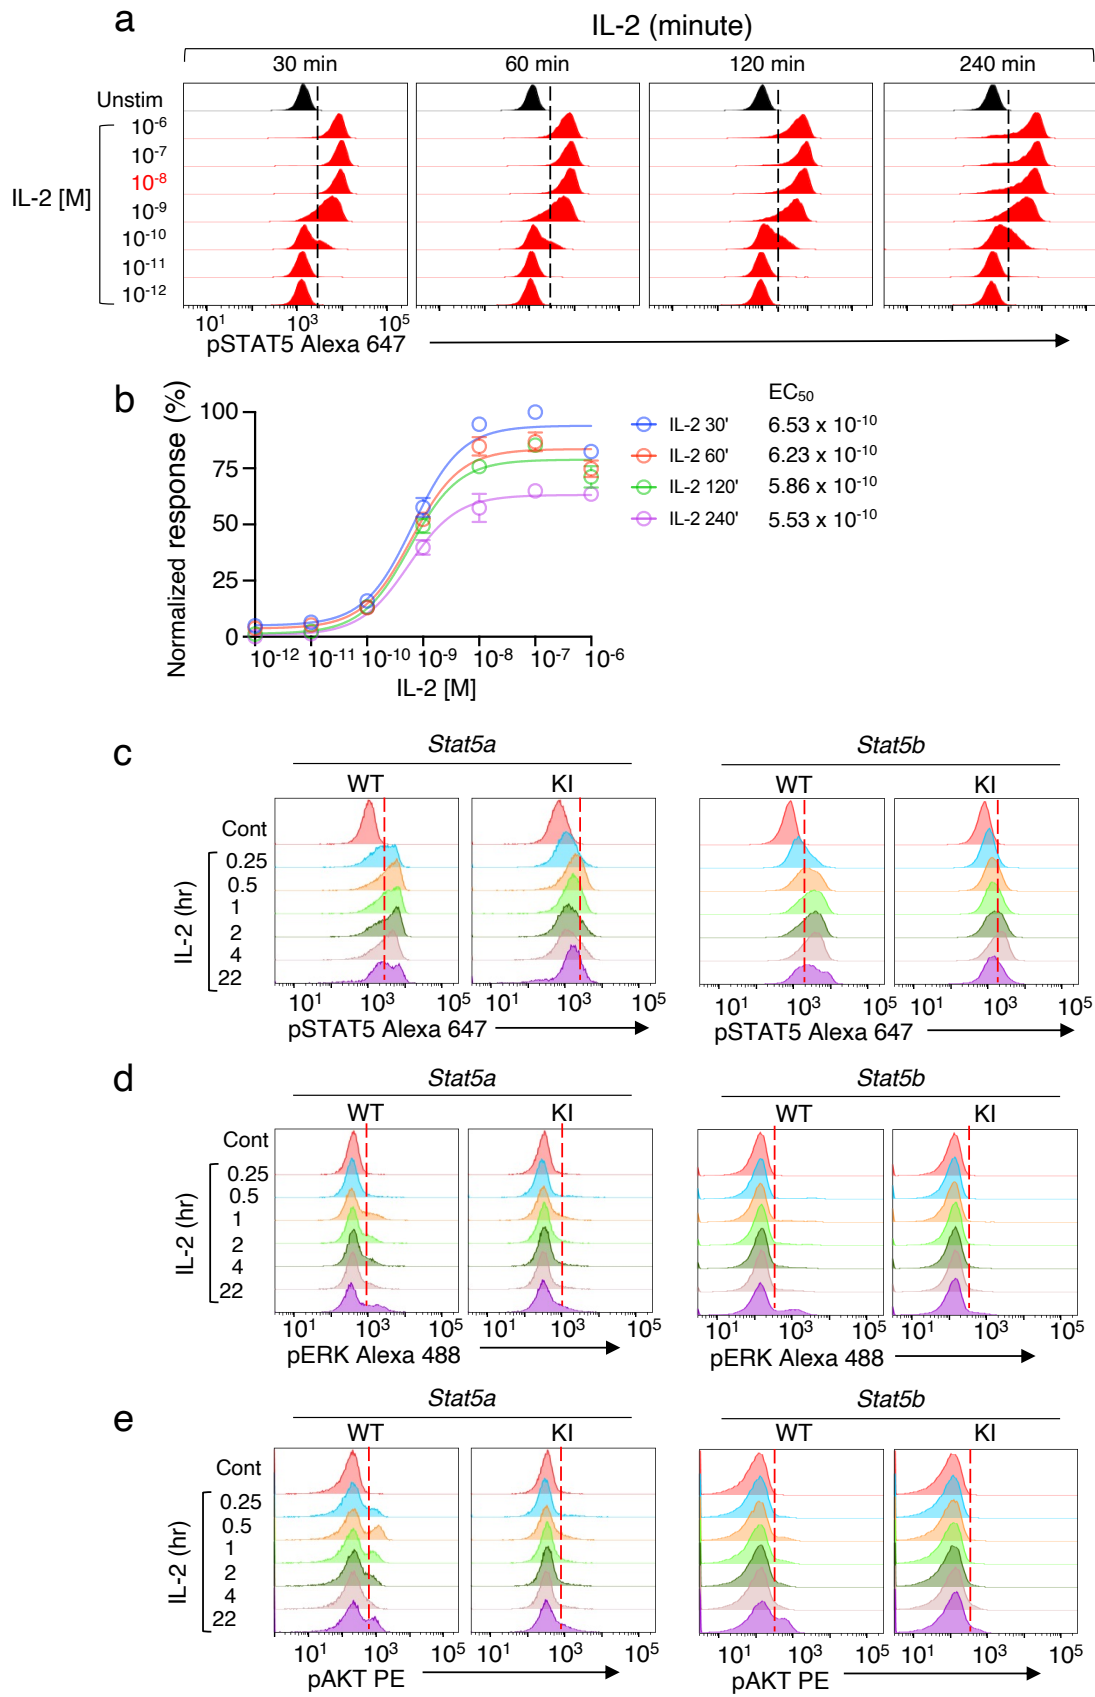

**Supplementary Fig. 4. Diminished activation of pSTAT5, pERK, and pAKT by IL-2 in *Stat5a* KI and *Stat5b* KI CD8<sup>+</sup> T cells.** (a) Representative flow cytometric profiles of time-course and dose response of pYSTAT5 in freshly isolated CD8<sup>+</sup> T cells stimulated by IL-2 (n=2). (b) Shown are normalized data and EC<sub>50</sub> for each dose of IL-2 that were determined by a nonlinear regression model ([Agonist] vs. Response (three parameters)). (c-e) Representative flow cytometric profiles of two time-course experiments showing the levels of pSTAT5 (c), pERK (d), and pAKT (e) in WT, *Stat5a* KI (n=2), and *Stat5b* KI (n=2) CD8<sup>+</sup> T cells stimulated by IL-2 as indicated. The gating strategies for panels a, c, d, and e are shown in **Supplementary Fig. 12a**.

## Supplementary Fig. 5

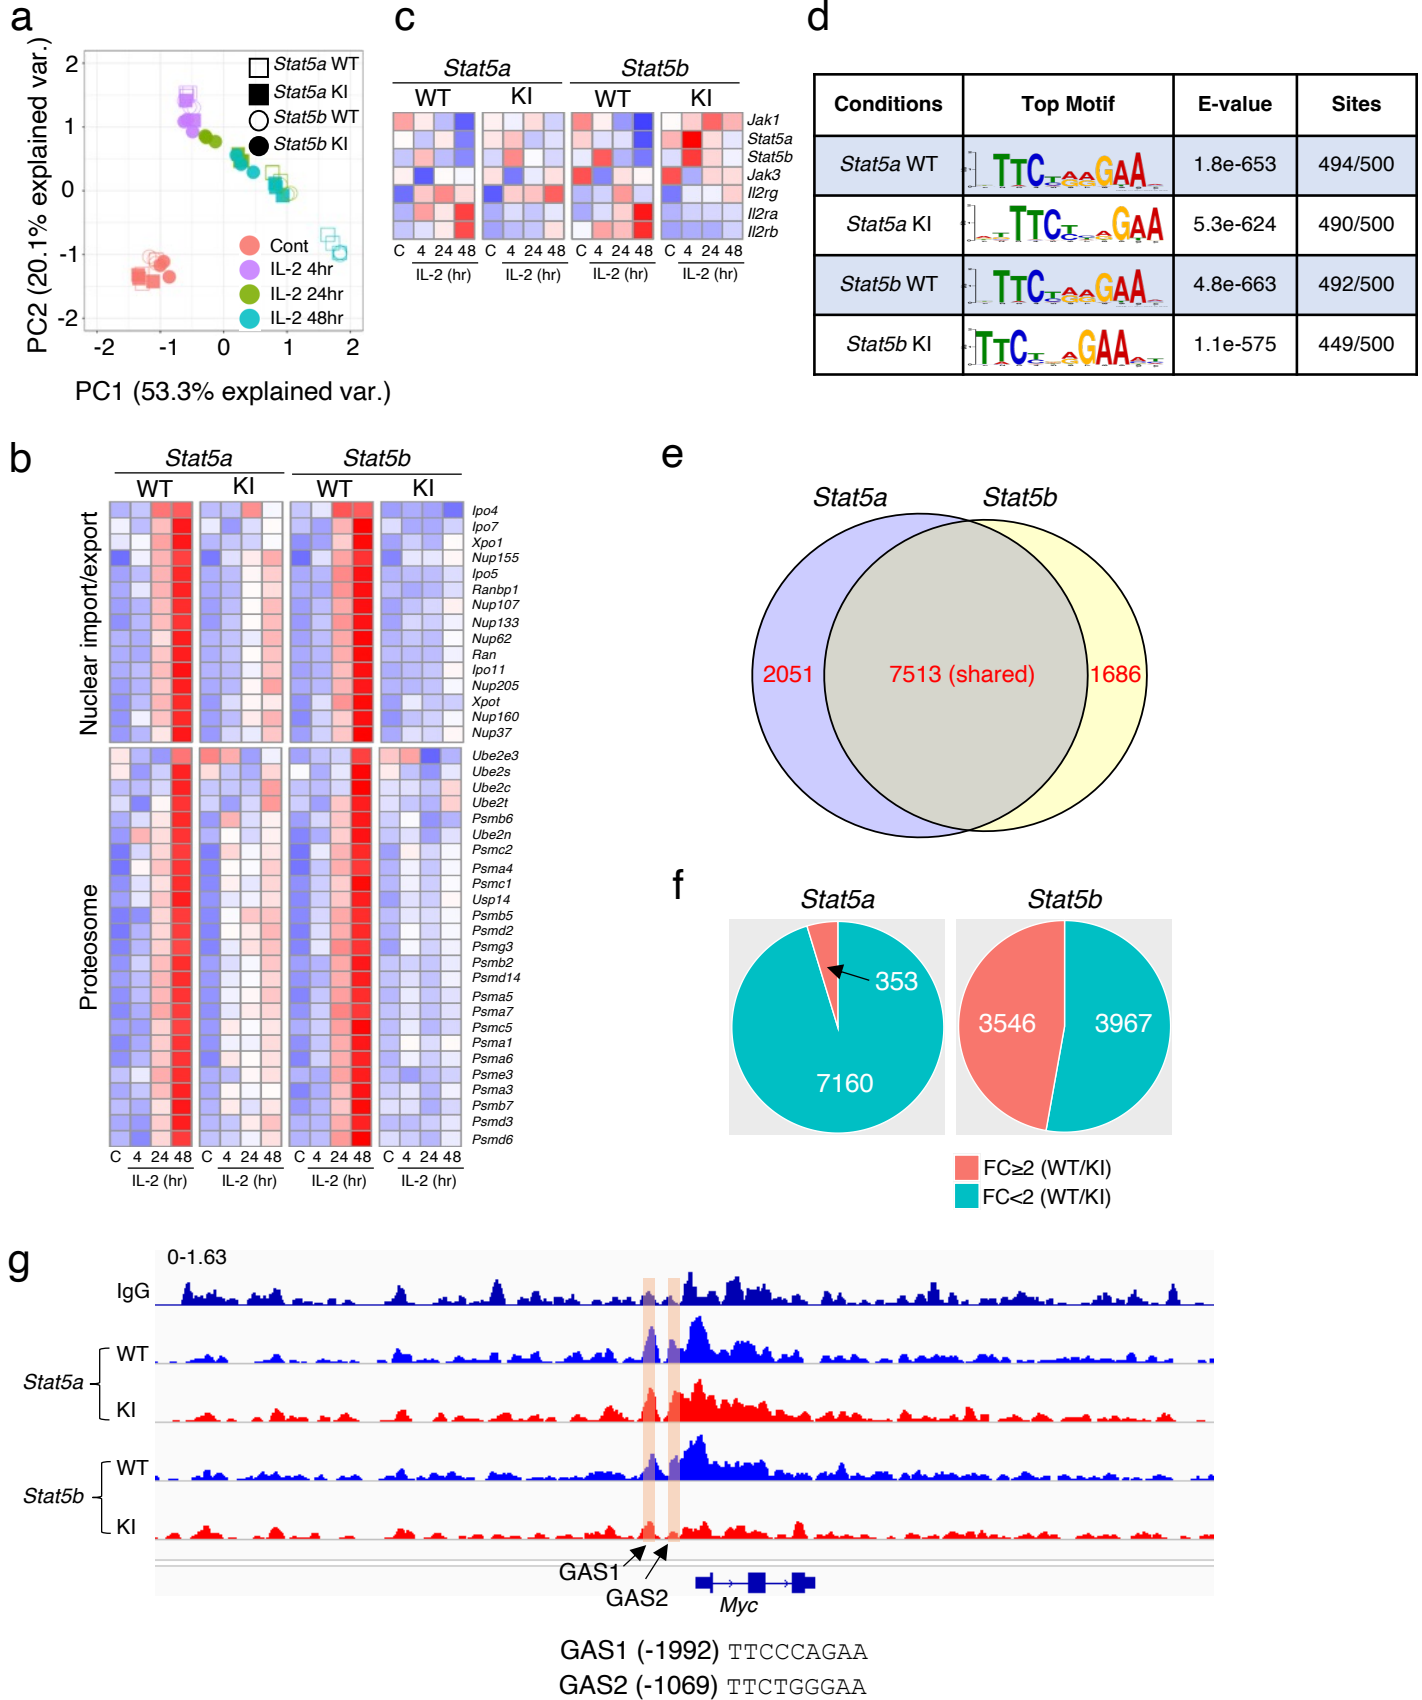

**Supplementary Fig. 5. Decreased IL-2-induced mRNA expression and STAT5 binding in *Stat5* KI CD8<sup>+</sup>**

**T cells.** (a) Principal component analysis of mRNAs expressed in WT (open squares and open circles, *Stat5a* KI (filled squares), and *Stat5b* KI (filled circles) CD8<sup>+</sup> T cells stimulated by IL-2 for 4 hrs (red), 24 hrs (green), and 48 hrs (arctic). 

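The components were computed on log2 CPM with a prior count of 1, each gene centered on its mean. The distances between groups are in the units of these components and carry no test. Over all 48 libraries, the first component held 44.7% and the second 24.47% of the variance, and the median within-group distance was 5.698. With the genes restricted to the 500 with the largest variance, the shares were 67.8% and 9.581% over the 47 libraries of the paper and 48.28% and 28.61% over all 48, and with quantile normalization 39.4% and 15.04%, and 36.64% and 25.91%.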

The PCA shown used dimension reduction analysis. (b) Heatmap showing dysregulated mRNAs in *Stat5a* KI and *Stat5b* KI cells encoding proteins involved in Nuclear import/export and the Proteosome. (c) Heatmap showing IL-2-induced expression levels of mRNAs for *Jak1*, *Stat5a*, *Stat5b*, *Jak3*, *Il2rg*, *Il2ra*, and *Il2rb*, in WT and *Stat5* KI CD8<sup>+</sup> T cells. (d) ChIP-seq analysis showing the consensus GAS motifs being the top motifs in WT and *Stat5* KI cells. (e) Venn diagram showing the numbers of STAT5 binding peaks overlapped in *Stat5a* WT and *Stat5b* WT cells. (f) Pie graphs showing the number of STAT5 binding peaks with  $FC \geq 2$  (in crimson) and  $FC < 2$  (in cyan) in WT vs. *Stat5a* KI and WT vs. *Stat5b* KI cells. (g) IGV tracks showing STAT5 binding to the *Myc* locus at 2 GAS motifs. 

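For the heatmap of nuclear import and export, the 15 genes had a median log2 fold change at 48 hr of −0.74 in *Stat5a* KI and −1.26 in *Stat5b* KI cells over the 47 libraries, with 2 and 14 of them called lower. The 25 proteasome genes had a median of −0.64 and −1.04, with 0 and 16 called lower. The 7 genes of the IL-2 signaling heatmap did not move together. Their median was 0.11 in *Stat5a* KI and −0.05 in *Stat5b* KI cells (adjusted p = 0.98 and 0.94 from limma's camera). Over all 48 libraries these medians were 0.06 and −0.11. Values of single members, among them *Il2ra* and *Il2rb*, went in different directions from *Stat5b*, whose mRNA in *Stat5a* KI cells had a log2 fold change of 0.33 at 48 hr over the 47 libraries (adjusted p = 0.016 from edgeR's quasi-likelihood test) and did not pass over all 48 (0.27). The ChIP-seq panels were not analysed here.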

The numbers on the bar charts show normalized data range for the locus.

## Supplementary Figure 6

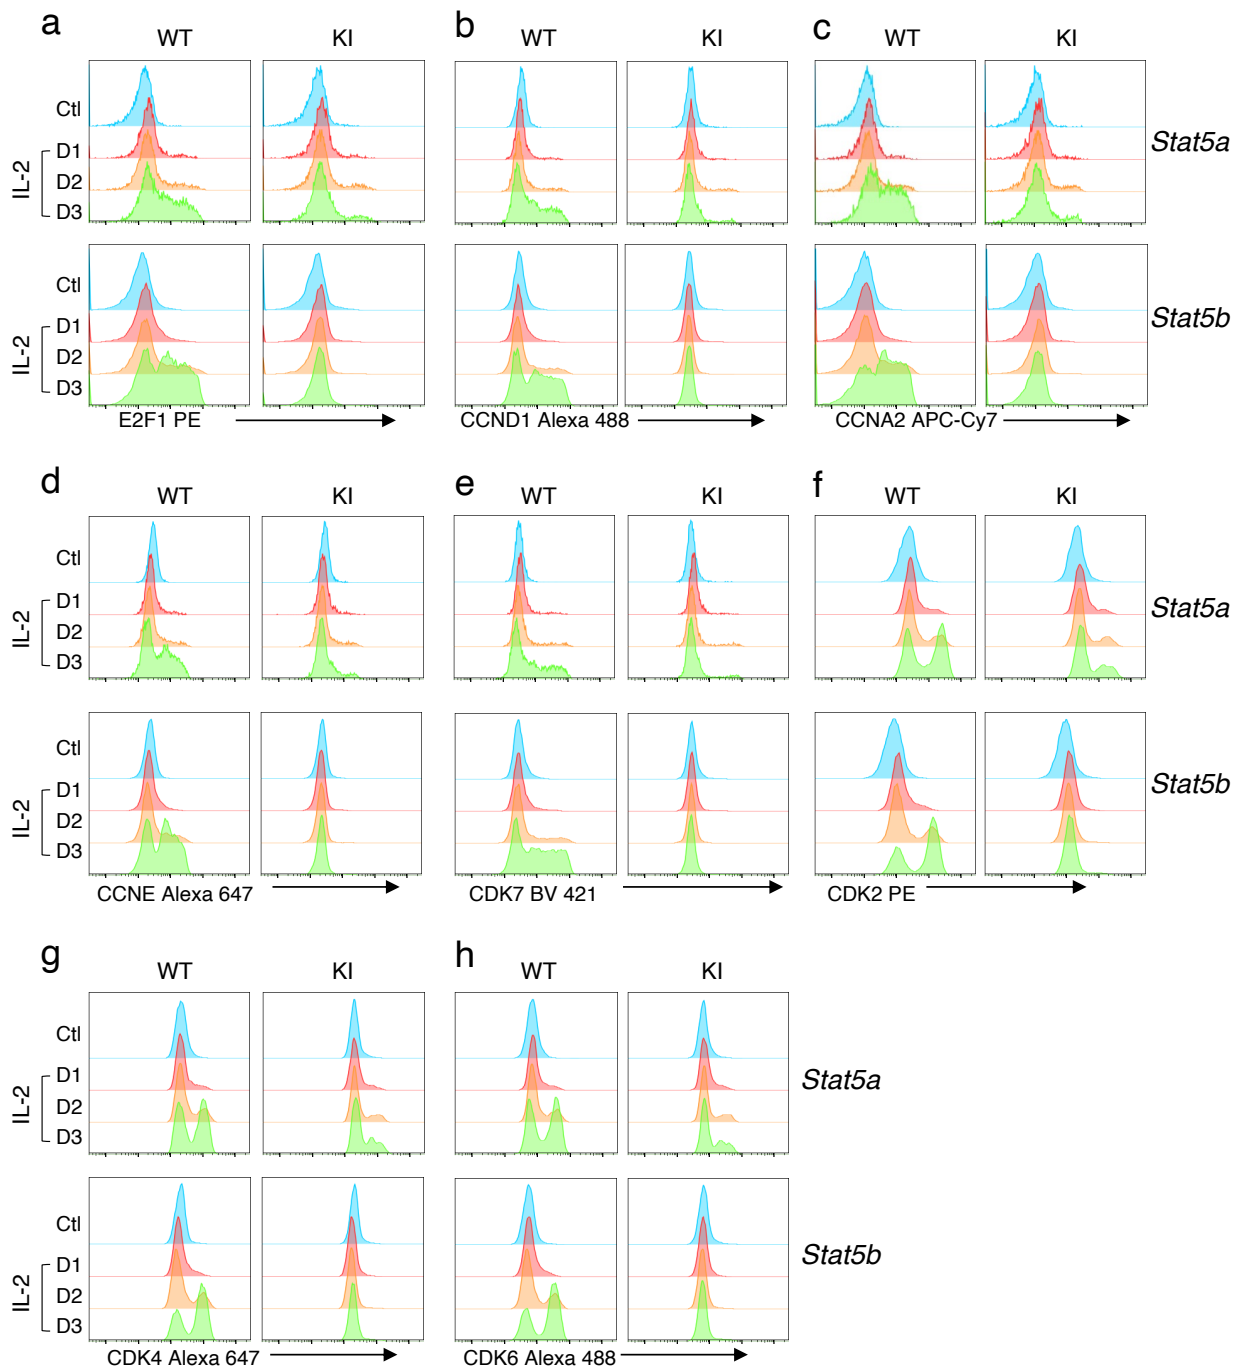

**Supplementary Fig. 6. Decreased IL-2-induced expression of E2F1, CCND1, CCNA2, CCNE, CDK7, CDK2, CDK4, and CDK6 in *Stat5a* and *Stat5b* KI CD8<sup>+</sup> T cells.** (A-H) Representative flow cytometric profiles of two experiments for E2F1 (a), CCND1 (b), CCNA2 (c), CCNE (d), CDK7 (e), CDK2 (f), CDK4 (g), and CDK6 (h). In each panel, data for *Stat5a* WT and KI are in the upper two plots and those for *Stat5b* are in

the lower two plots. Shown are control unstimulated cells (Ctl) and cells stimulated with IL-2 for 1 day, 2 days, and 3 days (D1, D2, and D3). The gating strategies for panels **a**, **b**, **c**, **d**, and **e** are shown in **Supplementary Fig. 12b** and panels **f**, **g**, and **h** are shown in **Supplementary Fig. 12c**.

## Supplementary Figure 7

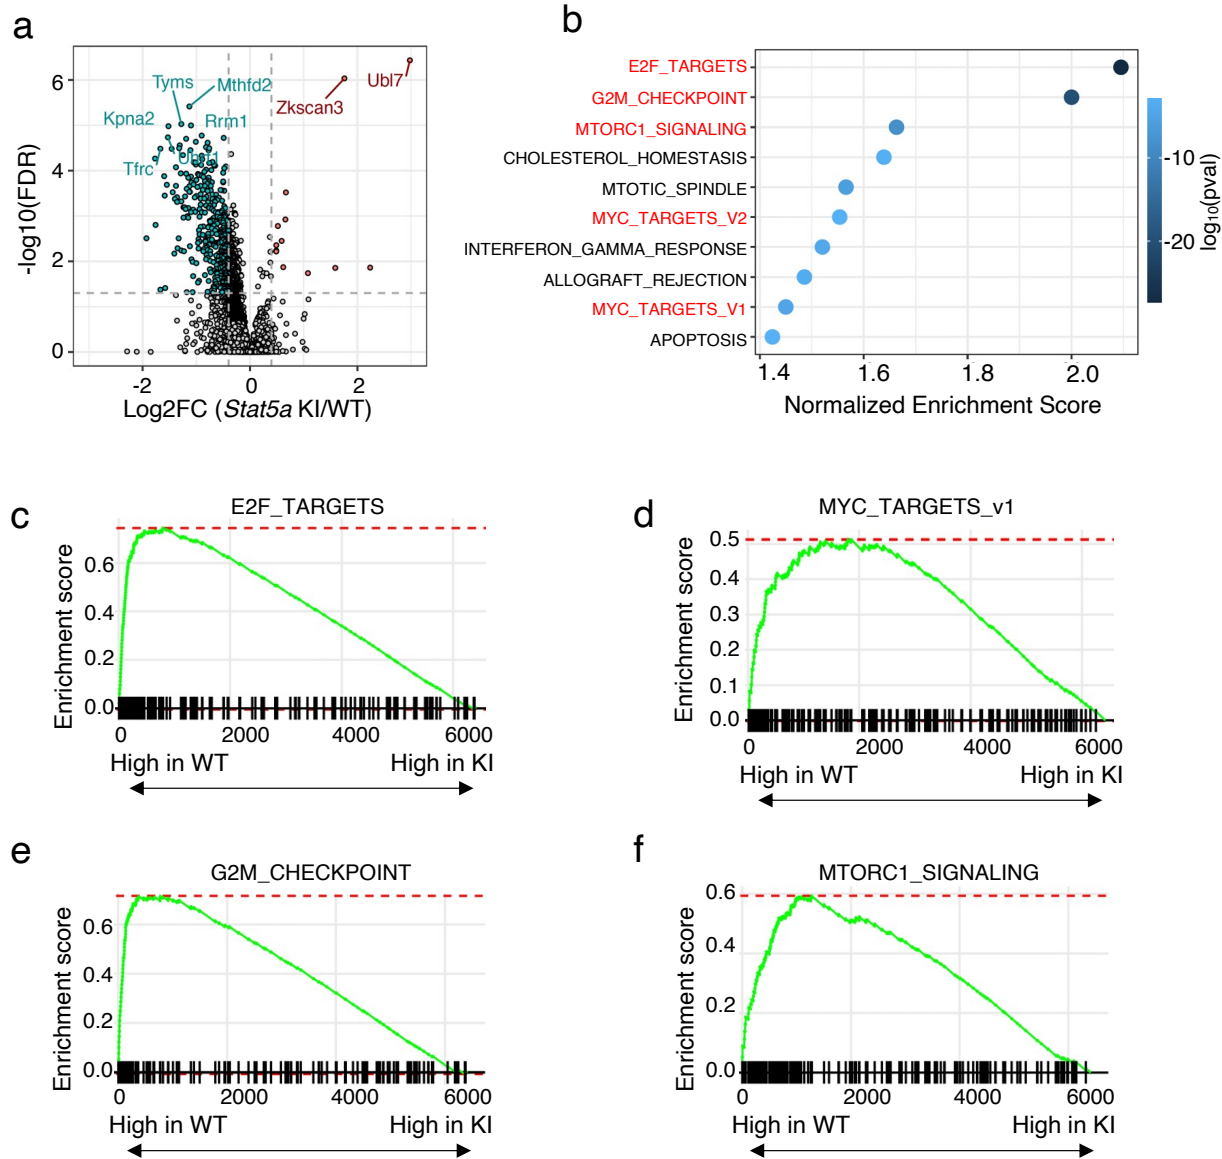

**Supplementary Fig. 7. Identification of dysregulated IL-2-induced proteins in *Stat5a* KI CD8<sup>+</sup> T cells by global proteomics analysis.** (a) Scatter plot showing dysregulated proteins in *Stat5a* KI as compared to WT CD8<sup>+</sup> T cells in response to IL-2 stimulation. (b) Top 10 differentially regulated Hallmark genesets identified by GSEA. (c to f) Enrichment of E2F\_TARGETS (c), MYC-TARGETS\_v1 (d), G2M\_CHECKPOINT (e), and MTORC1\_SIGNALING (f) genesets in WT vs. KI CD8<sup>+</sup> T cells stimulated with IL-2.

## Supplementary Figure 8

a

## Thymus T cells

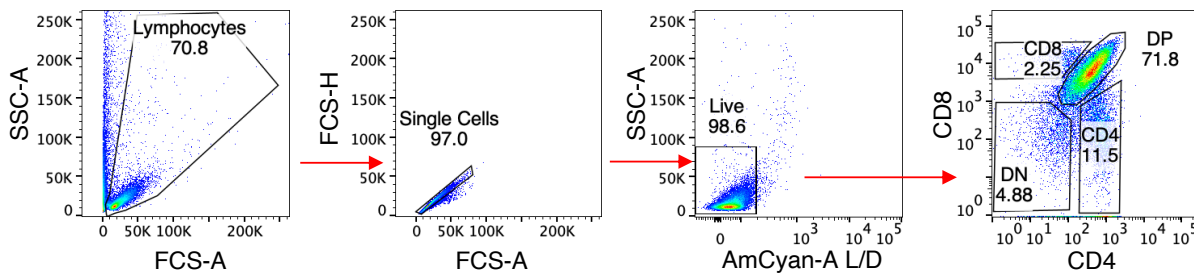

b

## Spleen T and B cells

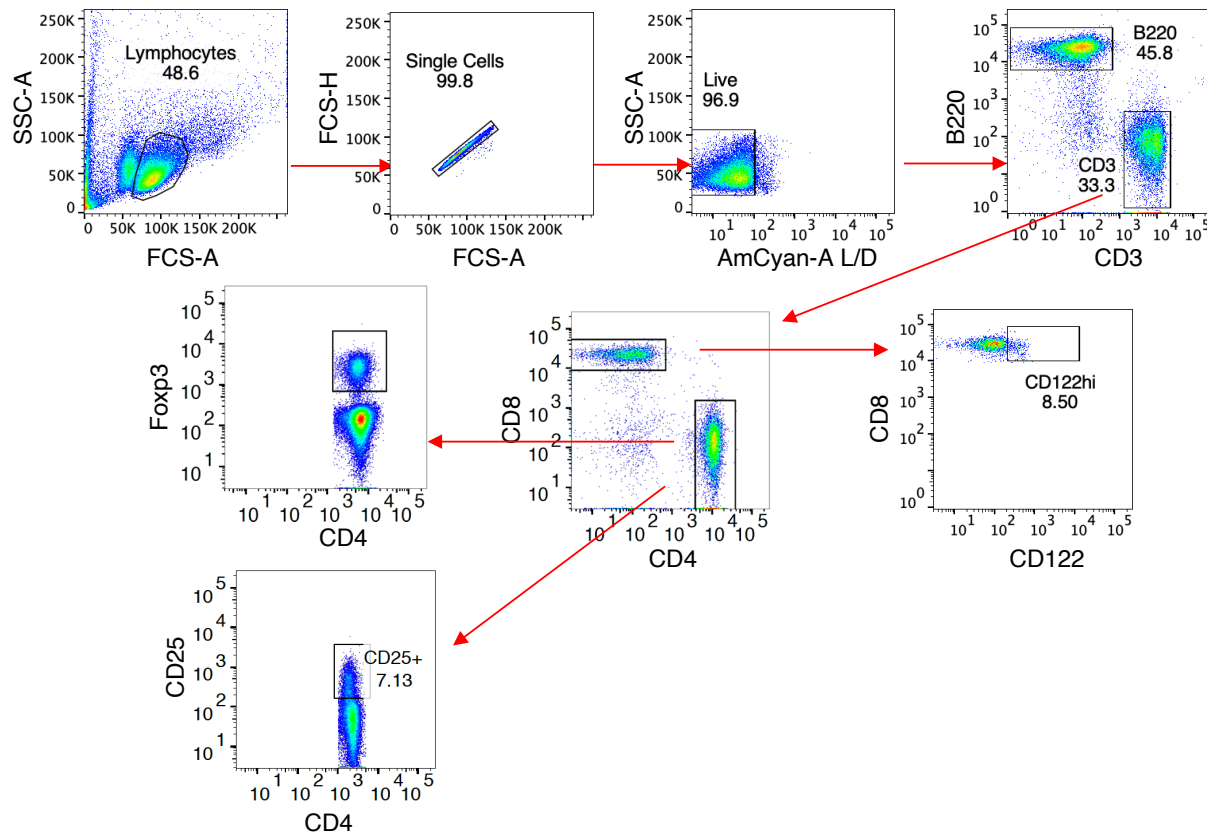

**Supplementary Fig. 8.** Flow cytometry gating strategies for thymic T cells and splenic T and B cells. (a) Gating strategies for flow cytometry analysis of thymic T (Supplementary Fig. 2b). (b) Gating strategies for flow cytometry analysis of splenic T and B cells (Fig. 2a, c, e, g, and i, Supplementary Fig. 2e, g, i, and k).

## Supplementary Figure 9

a

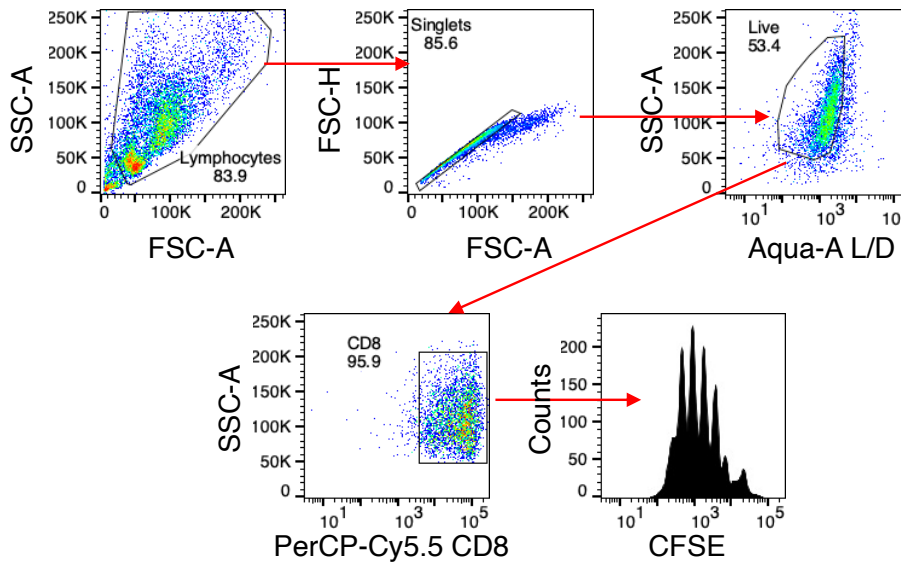

b

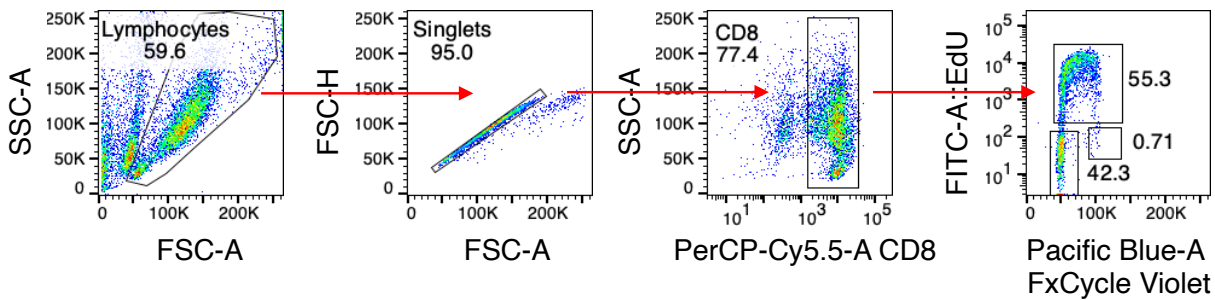

c

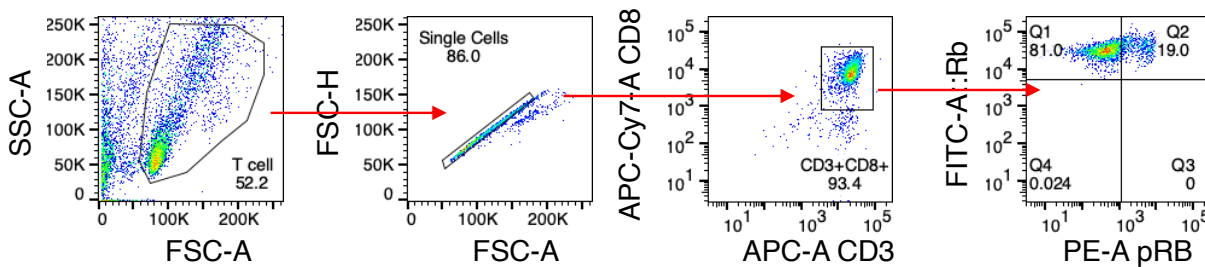

**Supplementary Fig. 9.** Flow cytometry gating strategies for IL-2-induced (a) proliferation, (b) cell cycle analysis, and (c) pRB expression in freshly isolated CD8<sup>+</sup> T cells. Gating strategies for Fig. 3a, c, f, and g).

## Supplementary Figure 10

## Spleen CD8 T cells

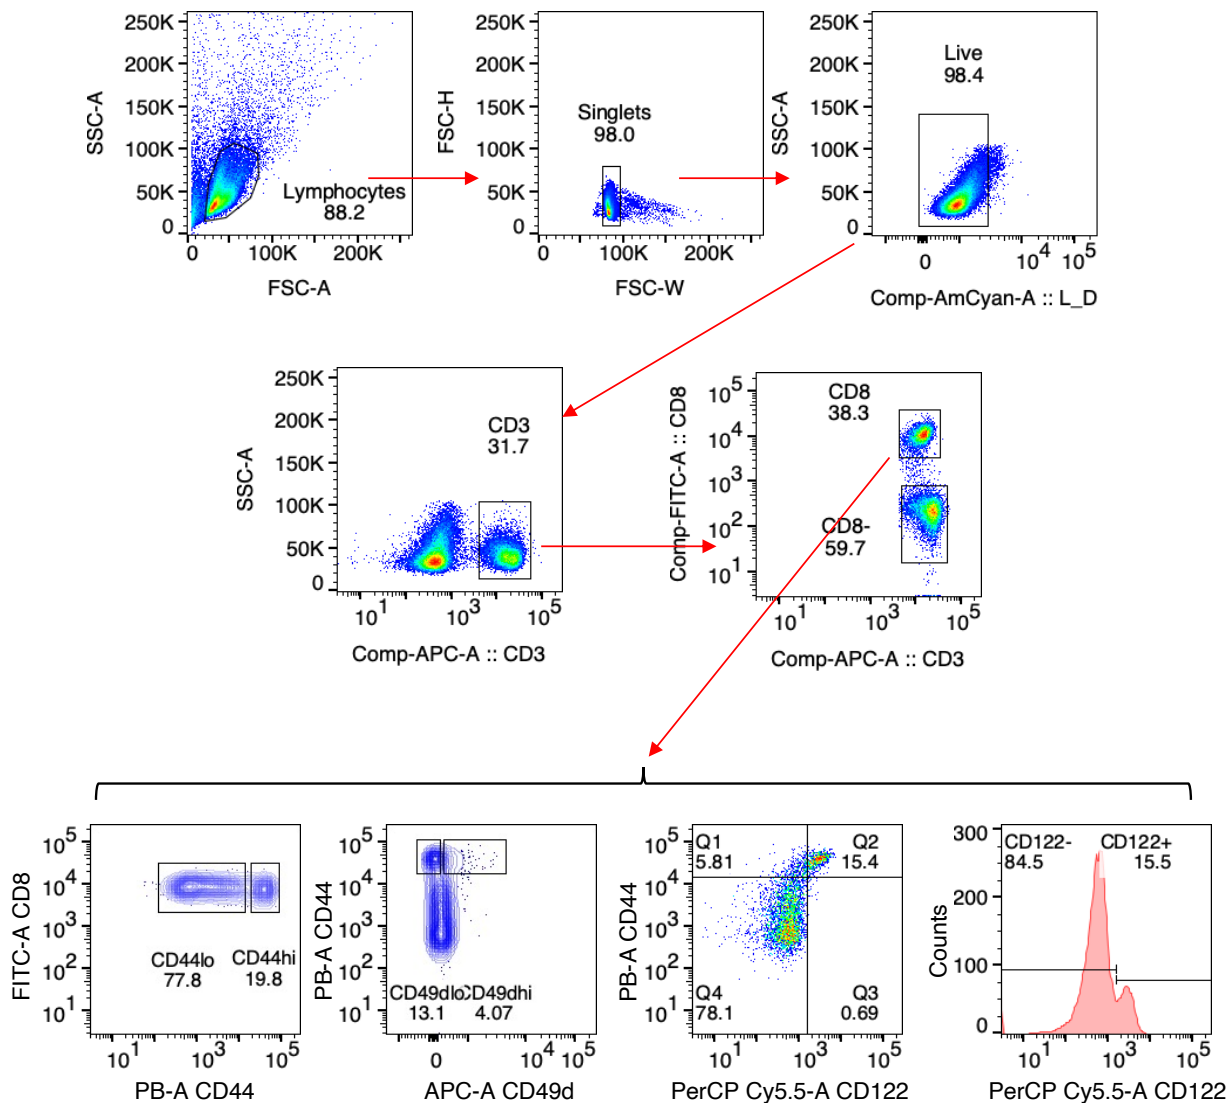

**Supplementary Fig. 10.** Flow cytometry gating strategies for splenic CD8<sup>+</sup> T cells. Gating strategies for flow cytometry analysis of spleen CD8<sup>+</sup> T cells (**Fig. 4d, f, h, and j**).

## Supplementary Figure 11

a

## Bone marrow NK

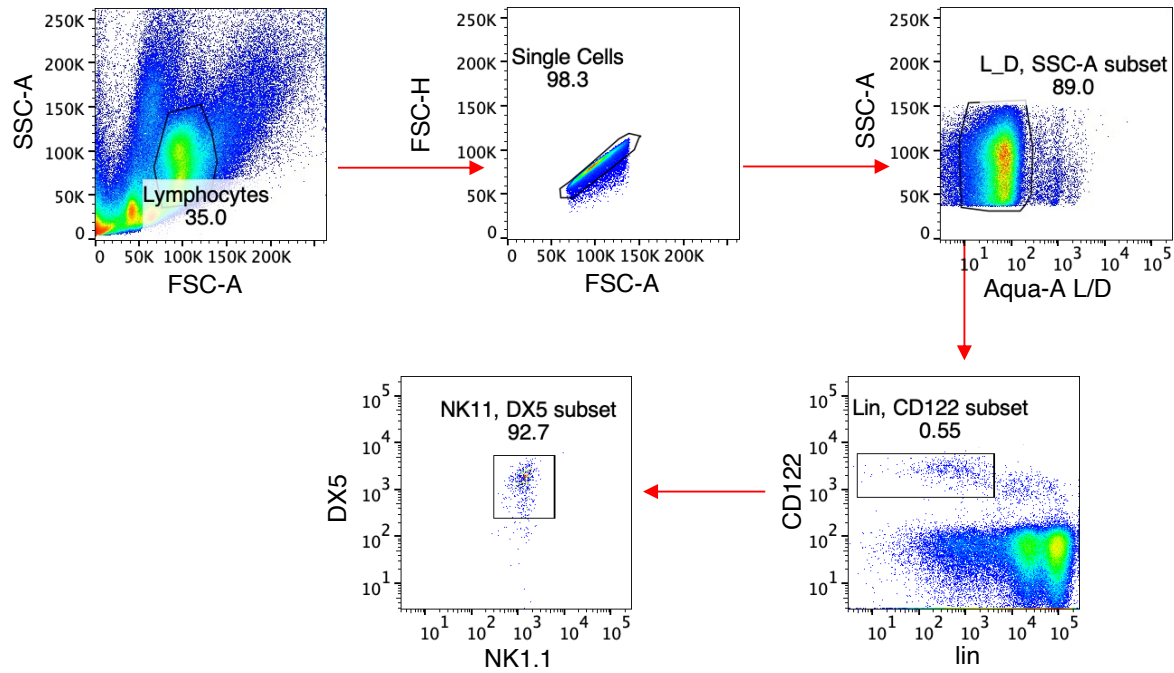

b Spleen NK

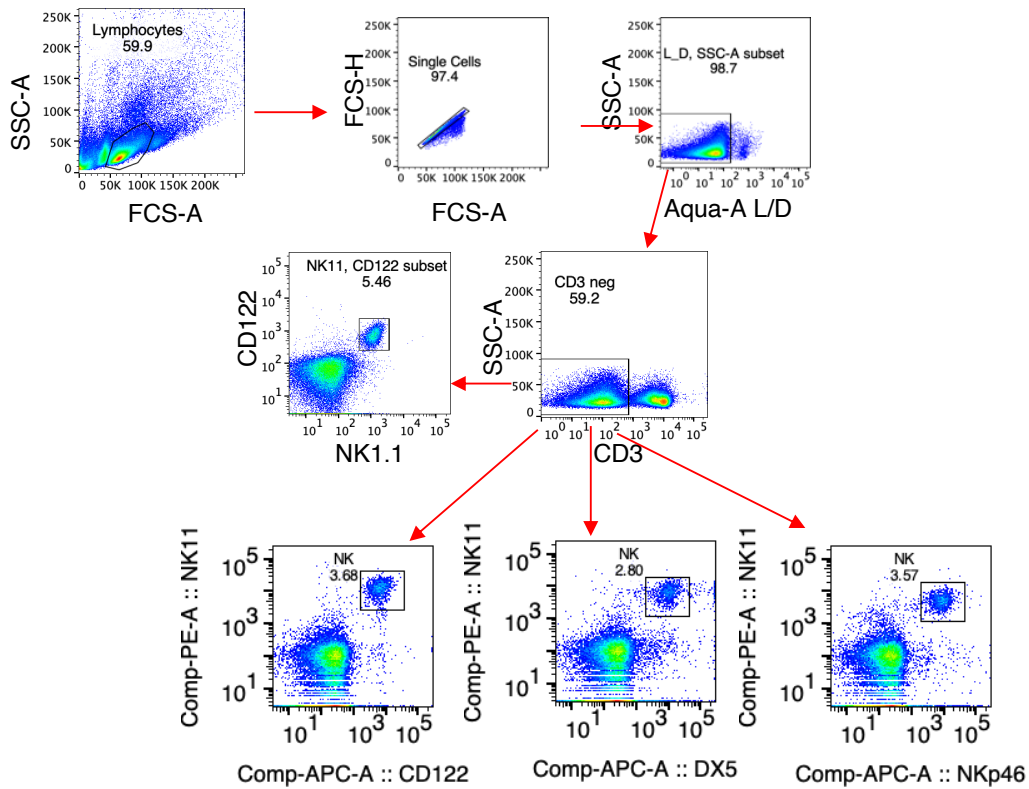

**Supplementary Fig. 11.** Flow cytometry gating strategies for bone marrow and splenic NK cells. **(a)** Gating strategies for flow cytometry analysis of bone marrow NK cells (**Supplementary Fig. 3b** and **3d**). **(b)** Gating strategies for flow cytometry analysis of splenic NK cells (**Supplementary Fig. 3f** and **h**).

## Supplementary Figure 12

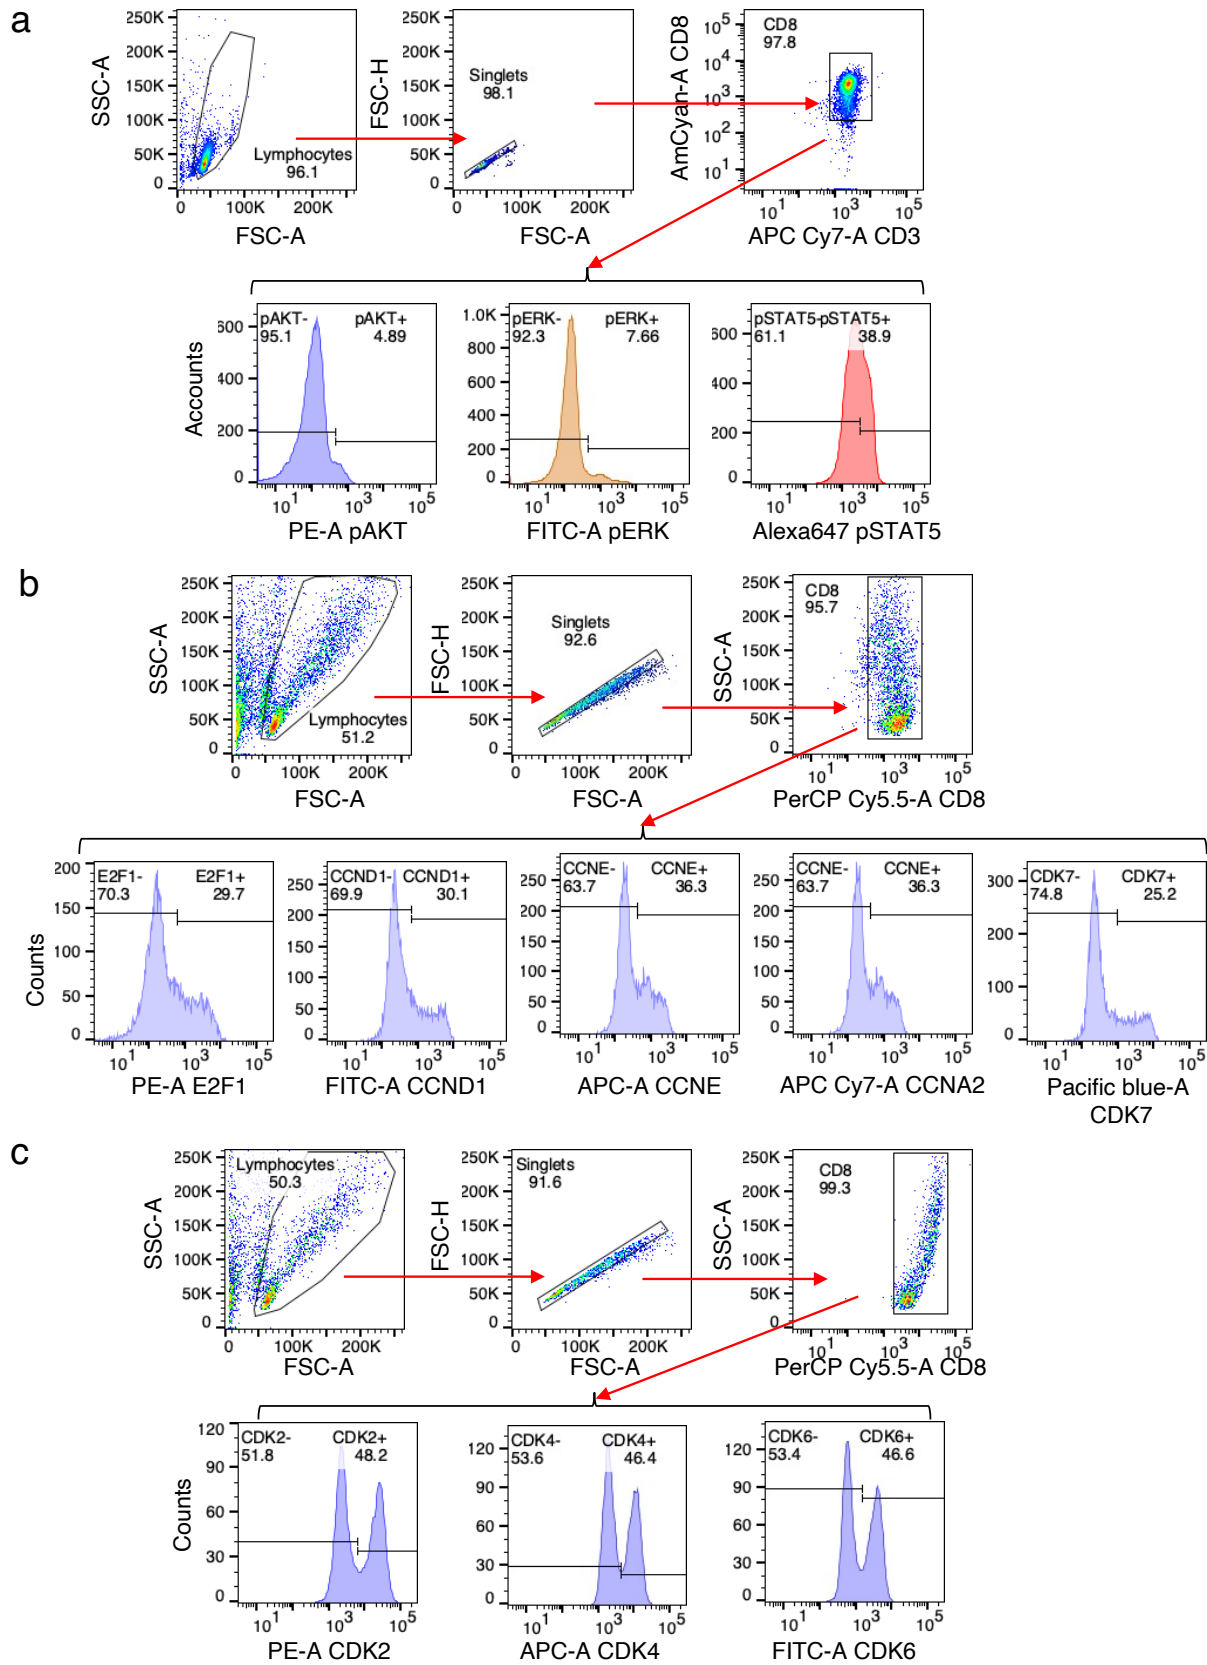

**Supplementary Fig. 12.** Flow cytometry gating strategies for IL-2-induced (a) pAKT, pERK, and pSTAT5 (for **Supplementary Fig. 4a, c, d, e**), (b) E2F1, CCND1, CCNE, CCNA2, and CDK7 (for **Supplementary Fig. 6a-e**), and (c) CDK2, CDK4, and CDK6 in freshly isolated CD8<sup>+</sup> T cells (for **Supplementary Fig. 6f-h**).

**Supplementary Table 1. List of primers for the generation of mutant mice and genotyping.** Four mutant residues in single-stranded oligonucleotides for generating *Stat5a* and *Stat5b* mutants are in red upper case. The residue for the Tyr to Phe change is also highlighted in bold. The 5' PCR oligonucleotides were used for Sanger sequencing.

| Name                             | Sequence                                                                                                                                                                                                             |
|----------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| sgRNA for Stat5a                 | ccggcagcgaaagcagttga                                                                                                                                                                                                 |
| sgRNA for Stat5b                 | ccggcagcgaaagcagctga                                                                                                                                                                                                 |
| Single-stranded oligo for Stat5a | t gtg ctc att gcg ctt ccc ccc tac ccc cac ccc tgc ccg gca gcg aaG gcC gtC gac gga t <b>Tc</b><br>gtg aag cca cag atc aag caa gtg gtc cct gag taa gtg tcc aga gcc agc tct ggg gct cc                                  |
| Single-stranded oligo for Stat5b | ggg agg tgt ctc tga ggt ccc tgg ttt tca ctg ttc ttc tcc ccg gca gcg aaG gca gcA ga <b>T</b> gga<br>t <b>Tc</b> gtg aag cca cag atc aag cag gtg gtc ccc gag taa gtg tcc agg gcc cag ggc ggt agc<br>tca cgg cca gca gt |
| 5' PCR oligo for Stat5a          | CGG AAG TCC TAG GGA AAT CG                                                                                                                                                                                           |
| 3' PCR oligo for Stat5a          | CAG TTG AAT CTT TCC TTC TCA AGG                                                                                                                                                                                      |
| 5' PCR oligo for Stat5b          | CAA GCC TCC CAG AAG ACA GA                                                                                                                                                                                           |
| 3' PCR oligo for Stat5b          | AGA GAC AGA CAC ACA GAG AGA GTC A                                                                                                                                                                                    |

**Supplementary Table 6. Antibodies for flow cytometry.**

| <b>Antibody</b>           | <b>Vender</b>  | <b>Cat No</b> | <b>Clone</b>    | <b>μl/10<sup>6</sup> cells</b> |
|---------------------------|----------------|---------------|-----------------|--------------------------------|
| FITC CD122                | BioLegend      | 123208        | TM-β1           | 0.5 μl                         |
| FITC CD8a                 | BioLegend      | 100706        | 53-6.7          | 2 μl                           |
| FITC CD49b (DX5)          | BioLegend      | 108906        | DX5             | 2 μl                           |
| Alexa488 pERK (T202/Y204) | Cell Signaling | 5315S         | 197G2           | 1:50                           |
| Alexa488 CD8a             | BioLegend      | 100723        | 53-6.7          | 0.5 μl                         |
| PE CD3e                   | BioLegend      | 100308        | 145-2C11        | 1.25 μl                        |
| PE B220                   | BioLegend      | 103208        | Ra3-6B2         | 1.25 μl                        |
| PE NK1.1                  | BioLegend      | 108707        | PK1.36          | 1.25 μl                        |
| PE CD122                  | BioLegend      | 123210        | TM-β1           | 1.25 μl                        |
| PE Foxp3                  | eBioSciences   | 12-5773-82    | FJK-16s         | 1 μg/test                      |
| PE pRb (Ser807/811)       | Cell Signaling | 11917         | D20B12          | 1:50                           |
| PE pAKT (pS473)           | Cell Signaling | 5315S         | D9E             | 1:50                           |
| APC CD4                   | BioLegend      | 550351        | RM4-5           | 2.5 μl                         |
| APC CD3e                  | BioLegend      | 100312        | 145-2C11        | <5 μl                          |
| APC CD8a                  | BioLegend      | 100712        | 53-6.7          | 1.25 μl                        |
| APC CD122                 | BioLegend      | 123214        | TM-β1           | 1.25 μl                        |
| APC CD335 (NKp46)         | BioLegend      | 137608        | 29A1.4          | <5 μl                          |
| APC CD49b (DX5)           | BioLegend      | 108910        | DX5             | <1.25 μl                       |
| APC Streptavidin          | BioLegend      | 405207        | n/a             | 0.625 μl                       |
| Alexa647 pSTAT5 (Y694)    | BD Biosciences | 612599        | 47pSTAT5 (Y694) | 20 μl                          |
| PE/Cy7 CD4                | BioLegend      | 100422        | GK1.5           | 1.25 μl                        |
| APC/Cy7 NK1.1             | BioLegend      | 108724        | PK1.36          | ≤ 5 μl                         |
| APC/Cy7 CD49d             | BioLegend      | 103636        | R1-2            | ≤ 5 μl                         |
| APC/Cy7 CD4               | BioLegend      | 100414        | GK1.5           | 5 μl                           |
| BV421 CD44                | BioLegend      | 103039        | IM7             | ≤ 1.25 μl                      |
| BV421 CD25                | BioLegend      | 102034        | PC61            | 0.5 μl                         |
| PerCP/Cy5.5 CD122         | BioLegend      | 123212        | TM-b1           | ≤ 2.5 μl                       |
| PerCP/Cy5.5CD25           | BioLegend      | 101912        | 3C7             | 5 μl                           |
| Rb1                       | ThermoFisher   | MA5-11387     | 1F8             | 5 μl                           |
| E2F1                      | ThermoFisher   | MA5-32476     | JJ092-02        | 0.5 μl                         |
| CDK7                      | ThermoFisher   | MA5-32434     | K6.83 (DCS-83)  | 0.5 μl                         |
| CCND1                     | ThermoFisher   | MA5-14512     | DCS-31          | 1.65 μl                        |
| CCNE                      | ThermoFisher   | MA5-14336     | JJ203-01        | 5 μl                           |
| CCNA2                     | ThermoFisher   | MA5-32353     | SP4             | 0.25 μl                        |
| CDK6                      | ThermoFisher   | AHZ20232      | HE12            | 0.25 μl                        |
| CDK2                      | ThermoFisher   | MA5-17052     | 1A6             | 0.125 μl                       |
| CDK4                      | ThermoFisher   | AHZ0202       | SD2052          | 0.25 μl                        |
| Bioin TCRβ                | BioLegend      | 109204        | H57-597         | 0.5 μl                         |

|                                                                                       |              |            |          |         |
|---------------------------------------------------------------------------------------|--------------|------------|----------|---------|
| Bioin CD3                                                                             | BioLegend    | 100304     | 145-2C11 | 0.5 µl  |
| Bioin CD4                                                                             | BioLegend    | 100404     | GK1.5    | 0.5 µl  |
| Bioin CD8a                                                                            | BioLegend    | 100704     | 53-6.7   | 0.5 µl  |
| Bioin CD19                                                                            | BioLegend    | 152420     | 1D3      | 0.25 µl |
| Bioin IgM                                                                             | BioLegend    | 406504     | RMM-1    | 2 µl    |
| Bioin Ter119                                                                          | BioLegend    | 116204     | Ter119   | 0.5 µl  |
| Alexa647 Goat anti-Mouse IgG (H+L)<br>Highly Cross-Adsorbed Secondary<br>Antibody     | ThermoFisher | A-21236    | n/a      | 0.25 µl |
| Goat anti-Rabbit IgG (H+L),<br>Superclonal™ Recombinant<br>Secondary Antibody         | ThermoFisher | A27040     | n/a      | 0.5 µl  |
| Alexa488 Goat anti-Mouse IgG (H+L),<br>Superclonal™ Recombinant<br>Secondary Antibody | ThermoFisher | A28175     | n/a      | 0.5 µl  |
| Goat anti-Rabbit IgG (H+L),<br>Superclonal™ Recombinant<br>Secondary Antibody         | ThermoFisher | A27034     | n/a      | 0.5 µl  |
| PE F(ab') <sub>2</sub> -Goat anti-Mouse IgG<br>(H+L) Secondary Antibody               | eBioscience  | 12-4010-82 | n/a      | 1 µl    |
| F(ab') <sub>2</sub> -Goat anti-Rabbit IgG (H+L)<br>Secondary Antibody                 | ThermoFisher | A10542     | n/a      | 0.4 µl  |
| Alexa405 Goat anti-Rabbit IgG (H+L)<br>Cross-Adsorbed Secondary Antibody              | ThermoFisher | A-31556    | n/a      | 0.5 µl  |
| Alexa750 Goat anti-Rabbit IgG (H+L)<br>Cross-Adsorbed Secondary Antibody              | ThermoFisher | A21039     | n/a      | 0.5 µl  |

**Supplementary Table 7. Antibodies for immunoprecipitation and western blotting.**

| <b>Antibody</b>                    | <b>Vender</b>  | <b>Cat No</b> | <b>Clone</b> | <b>Concentration/dilution</b> |
|------------------------------------|----------------|---------------|--------------|-------------------------------|
| STAT5A                             | R&D            | MAB2174       | 251619       | 2 µg/ml                       |
| STAT5B                             | R&D            | MAB1584       | 389215       | 1 µg/ml                       |
| pSTAT5 (Y694)                      | Cell Signaling | 9356          | 14H2         | 1:1000                        |
| IRDye 680RD donkey anti-mouse IgG  | LI-COR         | 926-68072     |              | 1:25000                       |
| IRDye 800CW donkey anti-rabbit IgG | LI-COR         | 926-32213     |              | 1:25000                       |
| Myc                                | Cell Signaling | 18583         | E5Q6W        | 1:1000                        |
| β-Actin                            | Cell Signaling | 3700          | 8H10D10      | 1:1000                        |

**Supplementary Table 8 Antibodies for ChIP-Seq.**

| <b>Antibody</b> | <b>Vender</b>  | <b>Cat No</b> | <b>Clone</b> | <b>Concentration/dilution</b> |
|-----------------|----------------|---------------|--------------|-------------------------------|
| Rabbit IgG      | Cell Signaling | 3900S         | DA1E         |                               |
| STAT5A/STAT5B   | Abcam          | Ab194898      | ERR16671-40  | 1:100                         |

# Supplementary material for: Tyrosine phosphorylation of both STAT5A and STAT5B is necessary for maximal IL-2 signaling and T cell proliferation
**Source:** Nat Commun. 2024 Aug 27;15:7372. doi: 10.1038/s41467-024-50925-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data Legends:**

**Supplementary Data 1.** List of significantly regulated mRNAs identified by RNA-seq analysis in Stat5a and Stat5b WT CD8<sup>+</sup> T cells in response to IL-2 stimulation.

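Each sheet of this table compares WT cells at 1 time point with WT cells at 0 hr and gives the mean RPKM of every group, the log2 fold change, the mean log2 CPM, and the p values for the mRNAs past the threshold. The sheets for the *Stat5a* line at 4 and 24 hr were read in full. The paper lists 1333 mRNAs at 4 hr, and 1294 of these (97.1%) were also called over the 47 libraries with edgeR's quasi-likelihood test. Of the 1591 mRNAs the paper lists at 24 hr, 1481 (93.1%) were called. Every shared mRNA had the sign that the paper gives. Over all 48 libraries, 1175 and 1423 of the listed mRNAs were called. The other sheets are longer than the part read here and were not compared.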

**Supplementary Data 2.** List of mRNAs identified by RNA-seq analysis in IL-2-stimulated CD8<sup>+</sup> T cells with altered expression in Stat5a KI vs WT and Stat5b KI vs WT.

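The sheets for *Stat5a* KI cells at 0, 4, 24, and 48 hr and for *Stat5b* KI cells at 0 and 4 hr were read in full and compared with the calls over the 47 libraries. For *Stat5a* KI against WT, 62 of the 76 mRNAs the paper lists at 0 hr (81.6%), 243 of 275 at 4 hr (88.4%), 265 of 272 at 24 hr (97.4%), and 420 of 484 at 48 hr (86.8%) were called here. For *Stat5b* KI against WT, 386 of 456 listed mRNAs at 0 hr (84.6%) and 496 of 559 at 4 hr (88.7%) were called. Over the 47 libraries the log2 fold changes had the sign that the paper gives for every listed mRNA that was tested. With the library left out added back, 18.4%, 74.5%, 84.2%, and 78.7% of the mRNAs listed for *Stat5a* KI cells and 69.7% and 86.6% of those listed for *Stat5b* KI cells were called, and 198 of the 275 mRNAs listed for *Stat5a* KI cells at 4 hr had the paper's sign. The sheet for *Stat5b* KI cells at 24 hr, of whose 906 rows 140 were read, and that at 48 hr were not compared.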

**Supplementary Data 3.** List of genes whose expression and STAT5 binding were significantly diminished in Stat5a KI and Stat5b KI (CD8<sup>+</sup> T cells in response to IL-2 stimulation).

**Supplementary Data 4.** List of proteins identified by mass spectrometric analysis in Stat5a WT and KI CD8<sup>+</sup> T cells stimulated with IL-2.

# Supplementary material for: Tyrosine phosphorylation of both STAT5A and STAT5B is necessary for maximal IL-2 signaling and T cell proliferation
**Source:** Nat Commun. 2024 Aug 27;15:7372. doi: 10.1038/s41467-024-50925-6
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the manuscript and its Supplementary information. The RNA-seq and ChIP-seq data described in the manuscript have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through the GEO.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies used

1. The following antibodies were used for cell culture: Anti-mouse CD3 (145-2C11, BioXCell), anti-mouse CD28 (1 µg/ml, 37.51, BioXCell).
3. For immunoprecipitation and western blotting: rabbit anti-STAT5A (1216), rabbit anti-STAT5B (1219), mouse monoclonal anti-STAT5A (251619, R&D, MAB2174, 2 µg/ml), anti-STAT5B (389215, R&D, MAB1584, 1 µg/ml), and anti-pYSTAT5 antibodies (14H2, CST, 9356, 1:1000), IRDye 680RD donkey anti-mouse IgG secondary antibody (LI-COR Biosciences, 926-68072, 1:20000-25000), IRDye 800CW donkey anti-rabbit IgG secondary antibody (LI-COR Biosciences, 926-32213, 1:20000-25000), rabbit monoclonal anti-Myc (E5Q6W, CST, 18583, 1:1000) and mouse monoclonal anti-beta-actin (8H10D10, CST, 3700, 1:1000) antibodies.
4. For ChIP-seq: rabbit IgG (DA1E, Cell Signaling Technology, 3900S) and anti-STAT5A/B antibody (Ab194898, Abcam, 1:100),

## Validation

1. The following antibodies for cell culture have been validated for the specificity and application by the manufacturer (see detailed reference on the corresponding websites).  
anti-mouse CD3e: <https://bioxcell.com/invivomab-anti-mouse-cd3e-be0001-1>  
anti-mouse CD28: <https://bioxcell.com/invivomab-anti-mouse-cd28-be0015-1>
2. The following antibodies for flow cytometry were validated for the specificity and application by the manufacturers (see detailed references on their websites).  
Live/DEAD Fixable Aqua Dead Cell Stain Kit, <https://www.thermofisher.com/order/catalog/product/L34957>  
B220 (RA3-6B2), <https://www.biolegend.com/en-us/products/pe-anti-mouse-human-cd45r-b220-antibody-4477>  
CD3e (145-2C11), <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd3epsilon-antibody-21>  
CD4 (GK1.5), <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd4-antibody-250>  
CD8a (53-6.7), <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd8a-antibody-150>  
CD44 (IM7), <https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-human-cd44-antibody-3099>  
CD49d (R1-2), <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd49d-antibody-438>  
CD25 (3C7), <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd25-antibody-6667>  
CD25 (PC61), <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd25-antibody-420>  
CD122 (TM-b1), <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd122-il-2rbeta-antibody-8873>  
NK1.1 (PK1.36), <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-nk-1-1-antibody-4002>  
CD49b (DX5), <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd49b-pan-nk-cells-antibody-233>  
CD335 (Nkp46), <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd335-nkp46-antibody-6676>  
FOXP3 monoclonal antibody (FJK-16s, 12-5773-82), <https://www.thermofisher.com/antibody/product/FOXP3-Antibody-clone-FJK-16s-Monoclonal/12-5773-82>  
FOXP3 (MF-14), <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-foxp3-antibody-4662>  
TCR beta (H57-597), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-tcr-beta-chain-antibody-269>  
CD3 (145-2C11), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd3epsilon-antibody-22>  
CD4 (GK1.5), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd4-antibody-247>  
CD8a (53-6.7), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd8a-antibody-152>  
CD19 (1D3), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd19-antibody-22866>  
IgM (RMM-1), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-igm-2333>  
Ter119 (Ter-119), <https://www.biolegend.com/en-us/products/biotin-anti-mouse-ter-119-erythroid-cells-antibody-1864>  
Streptavidin, <https://www.biolegend.com/en-us/products/apc-streptavidin-1470>  
RB1 (1F8), <https://www.thermofisher.com/antibody/product/Rb1-Tumor-Suppressor-Protein-Antibody-clone-1F8-Monoclonal/5925-MSM1-PO>  
pRB (S807/811, D20B12), <https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser807-811-d20b12-xp-rabbit-mab/8516>  
E2F1 (JJ092-02, MA5-32476), <https://www.thermofisher.com/antibody/product/E2F1-Antibody-clone-JJ092-02-Recombinant-Monoclonal/MA5-32476>  
CCND1 (SP4, MA5-14512), <https://www.thermofisher.com/antibody/product/Cyclin-D1-Antibody-clone-SP4-Recombinant-Monoclonal/MA5-14512>  
CCNA2 (SD2052, MA5-32353), <https://www.thermofisher.com/antibody/product/Cyclin-A2-Antibody-clone-SD2052-Recombinant-Monoclonal/MA5-32353>  
CCNE (HE12, MA5-14336), <https://www.thermofisher.com/antibody/product/Cyclin-E-Antibody-clone-HE12-Monoclonal/MA5-14336>  
CDK2 (1A6, MA5-17052), <https://www.thermofisher.com/antibody/product/CDK2-Antibody-clone-1A6-Monoclonal/MA5-17052>  
CDK4 (DCS-31, AHZ0202), <https://www.thermofisher.com/antibody/product/CDK4-Antibody-clone-DCS-31-Monoclonal/AHZ0202>

CDK6 (K6.83 (DCS-83), AHZ0232), <https://www.thermofisher.com/antibody/product/CDK6-Antibody-clone-K6-83-DCS-83-Monoclonal/AHZ0232>

CDK7 (JJ203-01, MA5-32434), <https://www.thermofisher.com/antibody/product/CDK7-Antibody-clone-JJ203-01-Recombinant-Monoclonal/MA5-32434>

Alexa Fluor 405 Goat anti-Rabbit IgG (H+L, A31556), <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31556>

Alexa Fluor 488 Goat anti-Rabbit IgG (Heavy chain, A27034), <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-Heavy-chain-Secondary-Antibody-Recombinant-Polyclonal/A27034>

Alexa Fluor 647 Goat anti-Rabbit IgG (Heavy chain, A27040), <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-Heavy-chain-Secondary-Antibody-Recombinant-Polyclonal/A27040>

Alexa Fluor 750 Goat anti-Rabbit IgG (H+L, A21039), <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21039>

Alexa Fluor 488 Goat anti-Mouse IgG (H+L, A28175), <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Secondary-Antibody-Recombinant-Polyclonal/A28175>

PE F(ab')<sub>2</sub>-Goat anti-Mouse IgG (H+L, 12-4010-82), <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-mouse-anti-stat5-py694.612599>

pERK (197G2, CST, 13214S), <https://www.cellsignal.com/products/antibody-conjugates/phospho-p44-42-mapk-erk1-2-thr202-tyr204-197g2-rabbit-mab-alexa-fluor-488-conjugate/13214>

pAKT (D9E, CST, 5315S), <https://www.cellsignal.com/products/antibody-conjugates/phospho-akt-ser473-d9e-xp-rabbit-mab-pe-conjugate/5315>

3. The following antibodies for immunoprecipitation and western blotting were validated for the specificity and application by the manufacturers (see detailed references on their websites).

rabbit anti-STAT5A (1216), DOI:<https://doi.org/10.1074/jbc.271.18.10738>

rabbit anti-STAT5B (1219), DOI:<https://doi.org/10.1074/jbc.271.18.10738>

mouse monoclonal anti-STAT5A (251619, R&D, MAB2174), [https://www.rndsystems.com/products/human-mouse-stat5a-antibody-251619\\_mab2174](https://www.rndsystems.com/products/human-mouse-stat5a-antibody-251619_mab2174)

anti-STAT5B (389215, R&D, MAB1584), [https://www.rndsystems.com/products/human-stat5b-antibody-389215\\_mab1584](https://www.rndsystems.com/products/human-stat5b-antibody-389215_mab1584)

anti-pYSTAT5 antibodies (14H2, CST, 9356), <https://www.cellsignal.com/products/primary-antibodies/phospho-stat5-tyr694-14h2-mouse-mab/9356>

IRDye 680RD donkey anti-mouse IgG secondary antibody (LI-COR Biosciences, 926-68072), <https://www.licor.com/bio/reagents/irdye-680rd-donkey-anti-mouse-igg-secondary-antibody>

IRDye 800CW donkey anti-rabbit IgG secondary antibody (LI-COR Biosciences, 926-32213), <https://www.licor.com/bio/reagents/irdye-800cw-donkey-anti-rabbit-igg-secondary-antibody>

rabbit monoclonal anti-Myc (E5Q6W, CST, 18583), <https://www.cellsignal.com/products/primary-antibodies/c-myc-e5q6w-rabbit-mab/18583>

mouse monoclonal anti-beta-actin (CST, 3700) antibody, <https://www.cellsignal.com/products/primary-antibodies/b-actin-8h10d10-mouse-mab/3700>

4. The following antibody for ChIP-seq was validated for specificity by the manufacturer and for ChIP-seq application by this study.

anti-STAT5A/B antibody (Ab194898, Abcam), <https://www.abcam.com/products/primary-antibodies/stat5a--stat5b-antibody-epr16671-40-ab194898.html>

rabbit IgG (3900S, Cell Signaling Technology), <https://www.cellsignal.com/products/primary-antibodies/rabbit-da1e-mab-igg-xp-174-isotype-control/3900>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Tyrosine mutant knock-in mouse lines for Stat5a, Stat5b, and Stat5a/b were generated using CRISPR-Cas9 method by the NHLBI Transgenic Core, the founder mice were identified by PCR and Sanger sequencing. The heterozygous founders were then back-crossed with C57/BL6J for six generations before being used for experiments. The mice were housed in specific pathogen-free mouse facilities at the National Institutes of Health. Mice were housed at 72oF +/- 3oF with humidity at an average of 50% and a dark/light cycle of 12hr/12hr.

### Wild animals

No wild mice were used in this study.

### Reporting on sex

Both male and female mice were included in all experiments reported in this manuscript and no statistical differences between genders were observed in immune phenotypes reported in this study.

### Field-collected samples

No samples were collected from the field.

### Ethics oversight

All mouse protocols were approved by the National Heart, Lung and Blood Institute Animal Care Use Committee, and experiments followed NIH guidelines for using animals in intramural research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247343>

Reviewer token: ohmdogwcbfktdmz

Files in database submission

GSM7887458 RNASeq STAT5A.0h.WT rep1  
 GSM7887459 RNASeq STAT5A.0h.WT rep2  
 GSM7887460 RNASeq STAT5A.0h.WT rep3  
 GSM7887461 RNASeq STAT5A.0h.KI rep1  
 GSM7887462 RNASeq STAT5A.0h.KI rep2  
 GSM7887463 RNASeq STAT5A.0h.KI rep3  
 GSM7887464 RNASeq STAT5A.4h.WT rep1  
 GSM7887465 RNASeq STAT5A.4h.WT rep2  
 GSM7887466 RNASeq STAT5A.4h.WT rep3  
 GSM7887467 RNASeq STAT5A.4h.KI rep1  
 GSM7887468 RNASeq STAT5A.4h.KI rep2  
 GSM7887469 RNASeq STAT5A.4h.KI rep3  
 GSM7887470 RNASeq STAT5A.24h.WT rep1  
 GSM7887471 RNASeq STAT5A.24h.WT rep2  
 GSM7887472 RNASeq STAT5A.24h.WT rep3  
 GSM7887473 RNASeq STAT5A.24h.KI rep1  
 GSM7887474 RNASeq STAT5A.24h.KI rep2  
 GSM7887475 RNASeq STAT5A.24h.KI rep3  
 GSM7887476 RNASeq STAT5A.48h.WT rep1  
 GSM7887477 RNASeq STAT5A.48h.WT rep2  
 GSM7887478 RNASeq STAT5A.48h.WT rep3  
 GSM7887479 RNASeq STAT5A.48h.KI rep1  
 GSM7887480 RNASeq STAT5A.48h.KI rep2  
 GSM7887481 RNASeq STAT5A.48h.KI rep3  
 GSM7887482 RNASeq STAT5B.0h.WT rep1  
 GSM7887483 RNASeq STAT5B.0h.WT rep2  
 GSM7887484 RNASeq STAT5B.0h.WT rep3  
 GSM7887485 RNASeq STAT5B.0h.KI rep1  
 GSM7887486 RNASeq STAT5B.0h.KI rep2  
 GSM7887487 RNASeq STAT5B.0h.KI rep3  
 GSM7887488 RNASeq STAT5B.4h.WT rep1  
 GSM7887489 RNASeq STAT5B.4h.WT rep2  
 GSM7887490 RNASeq STAT5B.4h.WT rep3  
 GSM7887491 RNASeq STAT5B.4h.KI rep1  
 GSM7887492 RNASeq STAT5B.4h.KI rep2  
 GSM7887493 RNASeq STAT5B.4h.KI rep3  
 GSM7887494 RNASeq STAT5B.24h.WT rep1  
 GSM7887495 RNASeq STAT5B.24h.WT rep2  
 GSM7887496 RNASeq STAT5B.24h.WT rep3  
 GSM7887497 RNASeq STAT5B.24h.KI rep1  
 GSM7887498 RNASeq STAT5B.24h.KI rep2  
 GSM7887499 RNASeq STAT5B.24h.KI rep3  
 GSM7887500 RNASeq STAT5B.48h.WT rep1  
 GSM7887501 RNASeq STAT5B.48h.WT rep2  
 GSM7887502 RNASeq STAT5B.48h.WT rep3  
 GSM7887503 RNASeq STAT5B.48h.KI rep1  
 GSM7887504 RNASeq STAT5B.48h.KI rep2

GSM7887505 RNASeq STAT5B.48h.KI rep3  
 GSM7887506 ChIPSeq 5aWT IL2 IgG control  

Genome browser session  
 (e.g. [UCSC](https://www.igv.org/))

<https://www.igv.org/>  
 with local .tdf files

## Methodology

Replicates

3 replicates for RNA-Seq and one replicate for ChIPSeq

Sequencing depth

Libraries Descriptions Raw Mapped read length single or paired-end  
 GSM7887458 RNASeq STAT5A.0h.WT rep1 61144902 58351872 50 single  
 GSM7887459 RNASeq STAT5A.0h.WT rep2 62499744 59511632 50 single  
 GSM7887460 RNASeq STAT5A.0h.WT rep3 87818916 83708853 50 single  
 GSM7887461 RNASeq STAT5A.0h.KI rep1 42995441 40828629 50 single  
 GSM7887462 RNASeq STAT5A.0h.KI rep2 63651549 674328 50 single  
 GSM7887463 RNASeq STAT5A.0h.KI rep3 51509783 49224219 50 single  
 GSM7887464 RNASeq STAT5A.4h.WT rep1 62468604 59045306 50 single  
 GSM7887465 RNASeq STAT5A.4h.WT rep2 43902221 38715604 50 single  
 GSM7887466 RNASeq STAT5A.4h.WT rep3 58755303 55640771 50 single  
 GSM7887467 RNASeq STAT5A.4h.KI rep1 57300454 53990310 50 single  
 GSM7887468 RNASeq STAT5A.4h.KI rep2 71379359 67257077 50 single  
 GSM7887469 RNASeq STAT5A.4h.KI rep3 21312823 18122792 50 single  
 GSM7887470 RNASeq STAT5A.24h.WT rep1 51325962 49368282 50 single  
 GSM7887471 RNASeq STAT5A.24h.WT rep2 54953146 52698066 50 single  
 GSM7887472 RNASeq STAT5A.24h.WT rep3 62159507 59745235 50 single  
 GSM7887473 RNASeq STAT5A.24h.KI rep1 55432984 53021338 50 single  
 GSM7887474 RNASeq STAT5A.24h.KI rep2 56836996 54391936 50 single  
 GSM7887475 RNASeq STAT5A.24h.KI rep3 52579410 50359009 50 single  
 GSM7887476 RNASeq STAT5A.48h.WT rep1 65384213 63085529 50 single  
 GSM7887477 RNASeq STAT5A.48h.WT rep2 59802354 57890477 50 single  
 GSM7887478 RNASeq STAT5A.48h.WT rep3 71072395 68550921 50 single  
 GSM7887479 RNASeq STAT5A.48h.KI rep1 62211661 59880800 50 single  
 GSM7887480 RNASeq STAT5A.48h.KI rep2 65320454 62679536 50 single  
 GSM7887481 RNASeq STAT5A.48h.KI rep3 62550644 60156065 50 single  
 GSM7887482 RNASeq STAT5B.0h.WT rep1 57847169 55348424 50 single  
 GSM7887483 RNASeq STAT5B.0h.WT rep2 57744696 55363588 50 single  
 GSM7887484 RNASeq STAT5B.0h.WT rep3 56773042 54296243 50 single  
 GSM7887485 RNASeq STAT5B.0h.KI rep1 57648068 54844622 50 single  
 GSM7887486 RNASeq STAT5B.0h.KI rep2 55023079 52576293 50 single  
 GSM7887487 RNASeq STAT5B.0h.KI rep3 53550459 50805154 50 single  
 GSM7887488 RNASeq STAT5B.4h.WT rep1 64557463 61387605 50 single  
 GSM7887489 RNASeq STAT5B.4h.WT rep2 59050789 56138804 50 single  
 GSM7887490 RNASeq STAT5B.4h.WT rep3 51357351 48976435 50 single  
 GSM7887491 RNASeq STAT5B.4h.KI rep1 58786148 55717815 50 single  
 GSM7887492 RNASeq STAT5B.4h.KI rep2 57805106 54773288 50 single  
 GSM7887493 RNASeq STAT5B.4h.KI rep3 58256890 54945383 50 single  
 GSM7887494 RNASeq STAT5B.24h.WT rep1 65326801 62842062 50 single  
 GSM7887495 RNASeq STAT5B.24h.WT rep2 60943329 58602379 50 single  
 GSM7887496 RNASeq STAT5B.24h.WT rep3 60380570 58093093 50 single  
 GSM7887497 RNASeq STAT5B.24h.KI rep1 59095455 56146942 50 single  
 GSM7887498 RNASeq STAT5B.24h.KI rep2 52301359 49736662 50 single  
 GSM7887499 RNASeq STAT5B.24h.KI rep3 57298880 54628986 50 single  
 GSM7887500 RNASeq STAT5B.48h.WT rep1 64706713 62657215 50 single  
 GSM7887501 RNASeq STAT5B.48h.WT rep2 60247064 58375446 50 single  
 GSM7887502 RNASeq STAT5B.48h.WT rep3 55648516 53878046 50 single  
 GSM7887503 RNASeq STAT5B.48h.KI rep1 53042738 50786398 50 single  
 GSM7887504 RNASeq STAT5B.48h.KI rep2 57625701 55111346 50 single  
 GSM7887505 RNASeq STAT5B.48h.KI rep3 56568713 53907884 50 single  
 GSM7887506 ChIPSeq 5aWT IL2 IgG control 55400680 44170033 50 single  

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

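RNA was measured by RNA-seq in splenic CD8+ T cells of 2 mouse lines, *Stat5a* (Y694F) and *Stat5b* (Y699F), each with WT and KI cells at 0, 4, 24, and 48 hr of culture with 500 IU/ml IL-2, with 3 libraries for each of the 16 groups. The authors mapped 50 bp single-end reads to mm10/GRCm38 with TopHat, kept uniquely mapped reads, and deposited a raw count for each RefSeq transcript of the UCSC genome browser in each library, without normalization. The deposited RPKM values were made by the authors from these counts, divided by transcript length and by the mapped reads of the library. The mapped reads listed for a library equal the number behind its RPKM in 47 of the 48 libraries. Of the 23992 gene symbols, 19649 have 1 transcript and 4343 have 2 or more. A read on an exon shared by isoforms appears in each of their counts, so counts were not summed over isoforms. The paper's text does not state the counting program or the use of strand, and 0 columns belong to other samples. The STAT5 ChIP-seq, the proteome, and the hallmark gene sets of the paper were not analysed here.

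The longest transcript of each gene was used, because it matched the mean in Supplementary Data 2 for all 247 genes read there with 2 or more transcripts. It was the only match for 193 of them. Library weights fitted on the 840 genes read with 1 transcript ranged from 0.3948 to 0.744 over the libraries used. The paper's means are therefore not plain means of the deposited RPKM. The paper's means leave out replicate 3 of the *Stat5a* KI cells at 4 hr, and values are therefore given over its 47 libraries and over all 48. The design fixed at the start used all 48 libraries, and the fit of 47 was added after the files were read. The reads on the longest transcripts numbered 1028515 to 60200653 per library, with a median of 41207067. No pair of libraries of a group differed by less than the sampling noise, with a chi-square of 4.83 to 1919 per gene over the 48 pairs. A count of 3, taken as the floor, corresponds to 0.0498 to 0.173 CPM in the 47 libraries and to 2.92 CPM in the library the paper left out. Floors and depths cover counting error only, since reads without molecular identifiers are not independent molecules.

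Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM normalization, filterByExpr with a minimum count of 10, and the quasi-likelihood test (glmQLFit and glmQLFTest) were applied to all libraries in a single fit with 1 mean for each group and no other covariate. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. The comparisons were IL-2 against 0 hr in WT cells, KI against WT at each time, the difference of the KI effects at 48 hr between the lines, and the difference of the IL-2 responses at 48 hr between KI and WT cells. Lists of genes were tested at 48 hr with camera of limma 3.58.1 at its preset correlation of 0.01, on 12 lists of the paper's figures and 2 cell cycle lists of Seurat 5.3.0. Reactome sets of 15 to 500 genes were tested with fgsea 1.28.0 and a seed of 20240827. Principal components were computed on log2 CPM with a prior count of 1. Genes named in the text follow a rule written before the files were read. They are every gene that the paper's text names for the RNA-seq data, *Stat5a* and *Stat5b*, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose 3 KI libraries all lie on 1 side of the 3 WT libraries at 48 hr, with those of the difference between the lines chosen the same way. Members of lists are given as counts and medians, with the extreme members named. The markers of B cells, CD4 T cells, erythroid cells, memory-phenotype CD8 T cells, myeloid cells, naive T cells, and NK cells were tested as 7 lists in 8 comparisons, with adjustment over the 56 tests. The guides were placed on chromosome 11 of GRCm38 by exact match and the tyrosine codons by the RefSeq reading frame, and GAS motifs were sought in the 3000 bases upstream of *Myc*. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.

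The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0, edgeR's exact test, no filter on low counts, limma on log2(RPKM + 1) over genes with an RPKM of at least 1 in at least 3 libraries, a fit of only the groups compared, the replicate number as a block, each library left out in turn, fry, camera with an estimated correlation, and for the principal components the 500 genes with the largest variance, a prior count of 0.1, and quantile normalization. The alternatives listed for files with RPKM only were not run, since the files hold counts. The replicate numbers pair WT libraries with IL-2 and at 0 hr in the *Stat5a* line at 24 hr (correlations of the deviations from the group means of 0.206, 0.273, and 0.419) and at 48 hr (0.166, 0.117, and 0.192), where each is over 0.1, and not at 4 hr (−0.226, 0.259, and 0.426) or in the *Stat5b* line (0.007 to 0.142). The labels do not say what the numbers share. The transcript with the most reads in place of the longest, and a filter of genes with an RPKM of at least 5 in at least 2 libraries, were added after the data had been seen. For each comparison of 3 against 3 libraries all 10 splits of the 6 libraries were fitted, and for results over more libraries 100 splits were drawn.

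The tests were first run on simulated counts drawn from the means, dispersions, and sizes of the 6 *Stat5b* line libraries at 48 hr, with 200 genes raised or lowered by a log2 fold change of 2 or 1.5. The changed genes were drawn only from genes above a limit on the mean CPM, so recovery at low expression was not tested. All 200 were recovered by each method over 13305 genes (10798 for limma). The number of unchanged genes at an adjusted p of at most 0.05, without the limit on the fold change, was 27 for the quasi-likelihood test, 40 for the exact test, 36 for DESeq2, 14 for limma, 27 for the quasi-likelihood test with DESeq2's size factors, and 31 with the replicate block. In this single draw the share of false calls was therefore above the nominal level for every method. How far the share varies between draws was not examined.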

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

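The tests of genomic DNA, of the same unwanted reads, of B cells, of genes with low counts, of the scaling, of myeloid and erythroid cells in *Stat5a* KI cells at 48 hr, of depth on the number of genes with a different KI effect, and of a lower share of CD8+ T cells were chosen after the results they bear on had been seen.

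The library the paper left out, replicate 3 of the *Stat5a* KI cells at 4 hr, carries signal in genes that the other libraries do not express. On 6839 genes with under 0.02 CPM elsewhere it has 6070 CPM in total, 337 times the median of 18 CPM in the other 47 libraries, and the next highest is replicate 2 of the *Stat5a* line WT cells at 4 hr with 223. With this library 2537 of the 2668 genes that differed were higher in *Stat5a* KI than in WT cells at 4 hr, and without it 384 of 1032. Its low depth argues against itself as the cause, since leaving it out and thinning KI replicate 1 or 2 to 1028515 reads gave at most 538 higher genes. Transcript length also falls short, because its rank correlation with the library's deviation was 0.295 across 9039 genes, within the range of −0.359 to 0.492 of the 45 libraries of other groups (−0.5 to 0.5 with the 2 other libraries of its own group, each set against the other), and accounts for 8.69% of the spread of ranks, while the SD of the deviation was 3.1 against at most 0.7 elsewhere. Genomic DNA cannot be told apart from other sources. Of the genes silent elsewhere, 89.1% have 0 reads in this library against 49.3% if its reads followed length, which goes against an even spread of DNA, but DNA amplified from few fragments could give the same. A first test of this explanation, the total on silent genes, went with it, and the evenness was added afterwards. The 100 genes with the largest excess, which hold 30.4% of its reads, had a median log2 excess of 8.7 in this library, of 3.77 in replicate 2 of the *Stat5a* line WT cells at 4 hr, and of at most 1.1 in the remaining 46 libraries. This is consistent with the same unwanted reads in both libraries, at a lower share in the WT library. The design gives no condition for a single replicate, so no biological explanation was tested.

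More genes were higher than lower in *Stat5b* KI cells at 0 hr (1148 against 94, 47 libraries) and in *Stat5a* KI cells at 48 hr (988 against 379). The paper does not report on B cell genes in these cells, and 10 B cell markers, all with an RPKM of at least 1 in WT cells at 0 hr, had a median log2 fold change of 1.77 in the first comparison (median absolute deviation 0.68, scaled as for a normal distribution, adjusted p = 1.4e-10 from limma's camera) and 1.93 in the second (adjusted p = 7.77e-07 from limma's camera). All 10 were above 0 in every KI comparison of either line, with medians of 1.07 in *Stat5a* KI cells at 0 hr and 3.56 in *Stat5b* KI cells at 48 hr. Their most abundant gene, *Cd74*, had an RPKM at 0 hr of 771 ± 199 in WT and 1650 ± 257 in KI cells of the *Stat5a* line and of 707 ± 134 and 1810 ± 224 in the *Stat5b* line (SD, n = 3). *H2-Aa* was at 438 ± 103 in WT and 815 ± 77.5 in *Stat5a* KI cells at 0 hr (SD, n = 3). The markers also fell with time in WT cells, with *Cd74* at 67.6 ± 20 in *Stat5a* line WT cells and 225 ± 25.2 in *Stat5a* KI cells at 48 hr (SD, n = 3).

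Several explanations were weighed for this imbalance. Genes with low counts argue against themselves as the cause, because among genes with an RPKM of at least 5 in at least 2 libraries 355 were higher and 37 lower in *Stat5b* KI cells at 0 hr, and 297 of 429 were higher in *Stat5a* KI cells at 48 hr. Scaling alone falls short at 48 hr, where the ratio of higher to lower genes in edgeR's quasi-likelihood test was at least 2.08 over 3 scalings (TMM, DESeq2's size factors, and total reads) with and without centering on the median of all genes (950 against 414 for TMM when centered). The imbalance does depend on the method, since limma on log2(RPKM + 1), which also changes the offset, the genes, and the test, called 101 of 238 genes lower over the 47 libraries, and 57 lower and 38 higher over all 48. The sex of the mice is argued against by *Xist*, which differed by 0.04 and 0.01 on the log2 scale, with 4 Y-linked genes at no more than 0.271 CPM in any library. A lower share of CD8+ T cells would raise every other cell type alike if the mix of the other cells stayed the same. In *Stat5b* KI cells at 0 hr this form is argued against by the erythroid markers, which rose 1.35 more than the B cell markers. That difference of medians was not itself tested. The NK cell markers had a median of −1.03 there but went both ways (−2.127 to 1.125, with 2 of 6 above 0), so they do not decide it. The paper reports lower numbers of splenic CD8+ T, B, and NK cells in *Stat5b* KI mice, so the mix may differ between the genotypes. A lower share together with a changed mix is not argued against. A lower share was not tested for *Stat5a* KI cells at 48 hr, so it is not argued against there.

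What stays open is RNA of other cells in the KI preparations, which the B cell values above are consistent with. The 9 myeloid markers had a median of 1.43 in *Stat5b* KI cells at 0 hr (adjusted p = 2.48e-05 from limma's camera) and 1.47 in *Stat5a* KI cells at 48 hr (adjusted p = 0.0161), and *Lyz2* rose from an RPKM of 16 to 75 and from 2.19 to 18.8. The 6 erythroid markers had a median of 3.12 in *Stat5b* KI cells at 0 hr (adjusted p = 1.46e-07 from limma's camera), with *Hbb-bs* at 18.3 ± 10.5 in WT and 177 ± 77.6 in KI cells (SD, n = 3). In *Stat5a* KI cells at 48 hr their median of 1.41 did not pass in limma's camera over the fit of 47 libraries (adjusted p = 0.228), but all 6 were above 0 (1.32 to 2.56), with *Hbb-bs* at 2.24 ± 0.152 in WT and 5.9 ± 0.82 in KI cells (SD, n = 3), and in edgeR's quasi-likelihood fit of only the 6 libraries compared all 4 erythroid markers tested, the hemoglobin genes, were higher (adjusted p of at most 0.000294), so erythroid RNA stays open there too. In the same fit 4 of 6 myeloid markers were higher. *Hba-a1* and *Hba-a2* have the same counts at 48 hr in this line and are not separate evidence. Of the myeloid markers 7 and of the erythroid markers 4 were also at an RPKM of at least 1 in WT cells at 0 hr, and *Tyrobp* is in both the myeloid and the NK cell list. In *Stat5b* KI cells at 0 hr and *Stat5a* KI cells at 48 hr, the medians of the other lists were 0.66 and 1.18 for 4 CD4 T cell markers (adjusted p = 0.022 and 0.168), −0.73 and −0.59 for 7 memory-phenotype CD8 T cell markers (0.0619 and 0.0856), −0.42 and 0.70 for 5 naive T cell markers (0.000833 and 0.000541), and 0.55 for the 6 NK cell markers in the second comparison (0.82), all from limma's camera. Of these, 4 CD4 T cell, 7 memory-phenotype, 5 naive T cell, and 4 NK cell markers were at an RPKM of at least 1 in WT cells at 0 hr, and *Il2rb* and *Eomes* of the memory-phenotype list are also named by the paper. A changed expression of these genes in the KI T cells themselves, the biological explanation that the genotype gives, was not tested and also stays open.

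The KI effect at 48 hr differed between the lines for 321 genes over the 47 libraries (241 higher and 80 lower in the *Stat5b* line) and for 86 over all 48 (59 higher and 27 lower), by edgeR's quasi-likelihood test of the difference. It was larger in the *Stat5b* line for 309 and 82 of these. The lower depth of the *Stat5b* KI libraries is argued against as the source of these counts, since a fit of the 12 libraries of 48 hr gave 612 genes when each was thinned to 39154451 reads (69.4% to 100% of its reads) and 626 without thinning. The ratio of the median S phase log2 fold changes of the lines, 1.97 with thinning and 2.01 over the 47 libraries without it, does not bear on depth, because thinning hardly moves a median. For the S phase genes, a difference between the WT cells of the lines is argued against, since the ratio was 1.8 or 1.88 with the WT cells of either line as control for both KI groups. Of 100 splits of the 12 libraries, 11 gave as many genes, so the count itself is not set apart from other groupings. Some of these splits exchange the genotype labels in 1 line and turn the difference of the KI effects into their sum, and the largest gave 4434 genes against the 626 of the real one. The count was 175 without replicate 1 of the *Stat5a* line WT cells at 48 hr (47 libraries) and 13 without replicate 3 of the *Stat5b* KI cells at 48 hr (48 libraries). A stronger dependence on pYSTAT5B remains a hypothesis, with a larger share of other cells in *Stat5b* KI preparations as an open alternative (B cell markers at 3.56 against 1.93 at 48 hr).

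The response to 48 hr of IL-2 differed from that of WT for 973 genes in *Stat5a* KI cells (492 higher and 481 lower) and 3328 genes in *Stat5b* KI cells (1601 higher and 1727 lower) over the 47 libraries, and for 606 and 2804 over all 48, by edgeR's quasi-likelihood test of the difference. Of 100 splits, 6 gave as many genes for *Stat5a* KI cells and 1, the real one, for *Stat5b* KI cells. The test removes differences already present at 0 hr, but cells of another type that persist in culture could add to it, and the B cell markers moved from 1.07 at 0 hr to 1.93 at 48 hr in *Stat5a* KI cells. The count of *Stat5a* KI cells over all 48 libraries was 332 without replicate 1 of the KI cells at 0 hr.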

How the results depend on the processing

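The alternatives were set before the data were examined, except the 47 libraries of the paper, the transcript with the most reads, and the filter of an RPKM of at least 5 in at least 2 libraries, which were chosen after seeing the data. The alternatives listed for files with RPKM only were not run. The exact test of edgeR gives no value for the difference between the lines or between responses, and fits that would leave the *Stat5a* KI cells at 4 hr with 1 library were not run. Except where stated, the cause of a change was not tested. Limma on log2(RPKM + 1) and the RPKM filter test fewer genes (11735 and 9043 of 15566 over the 47 libraries).

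With limma on log2(RPKM + 1), over the 47 libraries, the IL-2-regulated genes at 4, 24, and 48 hr were 986, 1541, and 2786 in *Stat5a* line WT cells and 845, 1630, and 2809 in *Stat5b* line WT cells (3849 in total). The genes differing at 0, 4, and 48 hr were 47, 249, and 238 in *Stat5a* KI cells, with 20.1% of the 692 otherwise called at 24 hr, and those at 0, 4, 24, and 48 hr were 293, 379, 741, and 1420 in *Stat5b* KI cells. There were 95 shared lower genes (29.5% of 322), 901 IL-2-regulated genes lower at any time, 59 genes with a difference between the lines, and 254 and 1656 genes with a changed response. Using all 48 libraries, these values were 676, 1176, and 2207, then 575, 1216, and 2247 (2971 in total), then 11, 53, 29 (6.46% of 449), and 95, then 209, 279, 537, and 951, and then 53 (16.7% of 318), 615, 5, 52, and 599, with 0 of the Fig. 7b genes. The median log2 fold change of all genes for IL-2 at 48 hr in *Stat5a* line WT cells was 0.24 under limma against −0.12 (47 libraries), and that of *Stat5a* KI cells at 4 hr 0.29 against 0.04.

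With the RPKM filter, over the 47 libraries, the same counts were 1251, 1540, and 2489, then 966, 1558, and 2601 (3489 in total), then 60, 238, 262 (37.9% of 692), and 429 in *Stat5a* KI and 392, 519, 854, and 1574 in *Stat5b* KI cells, and then 37.9% of the 322 shared, 910 lower at any time, 157 for the difference, and 450 and 1805 for the responses. Among the 48 libraries they were 1180, 1491, and 2442, then 939, 1509, and 2560 (3405 in total), 751, 236 (52.6% of 449), and 417 in *Stat5a* KI cells from 4 hr on, 341, 472, 827, and 1533 in *Stat5b* KI cells, 39.9% of the 318 shared, 862 lower at any time, and 376 and 1731 for the responses, with 1 of the Fig. 7b genes.

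The balance of higher and lower genes also moved. Under limma, higher and lower genes over the 47 libraries were 41 and 6, 235 and 14, and 81 and 58 in *Stat5a* KI cells from 0 to 24 hr, with 101 of 238 lower at 48 hr, 266 and 27, 311 and 68, 261 and 480, and 583 and 837 in *Stat5b* KI cells, and 32 and 27 for the difference between the lines. For IL-2 at 4, 24, and 48 hr they were 294 and 692, 1011 and 530, and 2044 and 742 in *Stat5a* line WT cells and 497 and 348, 1146 and 484, and 2001 and 808 in *Stat5b* line WT cells. Among the 48 libraries they were 10 and 1, 1 and 52, 15 and 14, and 38 and 57 in *Stat5a* KI cells and 191 and 18, 234 and 45, 217 and 320, and 396 and 555 in *Stat5b* KI cells, with 1 and 4 for the difference, and for IL-2 186 and 490, 740 and 436, and 1584 and 623, then 311 and 264, 819 and 397, and 1583 and 664. The changed responses of *Stat5a* and *Stat5b* KI cells were higher for 91 and 521 genes and lower for 163 and 1135 under limma over the 47 libraries, against 492 and 1601 higher and 481 and 1727 lower otherwise, and lower for 49 of 52 and 489 of 599 over the 48. Without limma, edgeR quasi-likelihood F tests on the 48 libraries gave 2422 and 2570 for IL-2 at 48 hr in *Stat5a* line WT cells and 2419 and 2567 in *Stat5b* line WT cells. Under the RPKM filter (47 libraries) the higher genes in *Stat5a* KI cells were 49 of 60 at 0 hr, 50.8% of 238 at 4 hr, 145 of 262 at 24 hr, and 297 of 429 at 48 hr, and higher and lower genes were 355 and 37, 436 and 83, 366 and 488, and 767 and 807 in *Stat5b* KI cells. In *Stat5b* KI cells at 24 and 48 hr, more genes were thus lower than higher under these alternatives, against 1698 and 2564 higher and 898 and 1527 lower otherwise.

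With only the libraries of the groups compared, *Stat5a* KI and WT cells differed in 1 gene at 0 hr and 0 at 4 hr with either set of libraries (669 genes at an unadjusted p under 0.05 at 4 hr over the 47 libraries), IL-2 regulated 1941 genes at 4 hr in *Stat5a* line WT cells, 626 genes differed between the lines, 947 genes had a changed response in *Stat5a* KI cells, *Stat5b* KI cells differed in 1431 genes at 0 hr and 1833 at 4 hr (48 libraries), and 1 of the Fig. 7b genes was lower (48 libraries). Such fits estimate the dispersion from fewer libraries. Among the 48 libraries, the genes differing in *Stat5a* KI cells at 0 hr were 50 with DESeq2, 99 with edgeR's exact test, 10 with no filter on low counts, and 64 with the replicate block. The difference between the lines was at 175 genes with DESeq2, 45 with no filter, and 140 with the replicate block. The replicate numbers do not pair KI with WT libraries, since the residuals of those of the same number had a correlation of −0.223 to 0.074 over 23 pairs. For IL-2 at 24 and 48 hr in *Stat5a* line WT cells, where the numbers pair the libraries, the replicate block gave 3596 and 5703 genes over the 47 libraries and 3192 and 4959 over all 48, and changed no call but that of *Crem* at 48 hr (−0.41 over the 47 libraries). Of the Fig. 7b genes, 2 were lower over the 47 libraries with DESeq2, with DESeq2's size factors in edgeR, with no filter, and with the transcript with the most reads. With lists at adjusted p at most 0.05 alone, the shared lower genes were 3378 (1049% of 322, 47 libraries) and 2336 (735% of 318, 48 libraries). With the correlation estimated for each list, camera called 1 of the 2 cell cycle lists lower in *Stat5a* KI cells with either set and in *Stat5b* KI cells over the 47 libraries. With the 500 genes with the largest variance, the first principal component held 67.8% over the 47 libraries.

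Between the 47 and 48 libraries, the genes differing in *Stat5a* KI cells were 162 and 23 at 0 hr, 1032 and 2668 at 4 hr, and 692 and 449 at 24 hr (154% or 64.9% of the other), those in *Stat5b* KI cells at 0 hr 1242 and 717, those with a difference between the lines 321 and 86, those with a changed response in *Stat5a* KI cells 973 and 606, and the Fig. 7b genes 1 and 2.

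Leaving out 1 library at a time can change the reference library of the TMM normalization and shift all genes by up to 0.07 on the log2 scale, so a range need not hold the value of the full set. Across the 47 libraries, the counts ranged from 20 (without *Stat5a* line WT 0 hr replicate 3) to 240 (WT 0 hr replicate 2) in *Stat5a* KI cells at 0 hr, with 13 to 196 higher and 6 to 44 lower, from 430 (WT 4 hr replicate 2) to 1645 (WT 4 hr replicate 1) at 4 hr, with 78 to 1164 lower, and from 270 to 533 higher at 24 hr (KI 24 hr replicates 1 and 3), from 175 (*Stat5a* line WT 48 hr replicate 1) to 375 (*Stat5b* KI 48 hr replicate 2) for the difference between the lines, and from 1 to 2 for the Fig. 7b genes. Among the 48 libraries they ranged from 0 (KI 0 hr replicate 1) to 23 (WT 0 hr replicate 2) in *Stat5a* KI cells at 0 hr, with 0 to 17 higher and 0 to 6 lower, from 1032 (KI 4 hr replicate 3) to 4002 (KI 4 hr replicate 2) at 4 hr, with 384 to 3639 higher and 75 to 648 lower, and from 189 (WT 24 hr replicate 3) to 433 (WT 24 hr replicate 1) at 24 hr (42.1% to 96.4% of 449), with 103 to 292 higher and 75 to 163 lower. They ranged from 416 to 614 in *Stat5b* KI cells at 0 hr, with 359 to 549 higher, from 13 (*Stat5b* KI 48 hr replicate 3) to 90 (*Stat5b* KI 48 hr replicate 2) for the difference between the lines, from 332 (KI 0 hr replicate 1) to 643 (WT 48 hr replicate 1) for the response of *Stat5a* KI cells, and from 1 to 2 for the Fig. 7b genes.

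The single-gene values that changed sign were all small. They were *Crem* for IL-2 at 48 hr in *Stat5b* line WT cells (0.02 with limma, −0.20 to 0.09 without 1 library), *Tfdp1* at 4 hr in the same cells (0.00 over 48 and −0.01 over 47 libraries without *Stat5b* line WT 4 hr replicate 3 and at most 0.11 without another, −0.01 with the RPKM filter), *Il2rg* in *Stat5b* KI cells at 48 hr (0.07 and 0.09 with the RPKM filter over 48 and 47 libraries, 0.03 with limma) and for IL-2 at 48 hr in *Stat5b* line WT cells (0.00 and −0.01 with the RPKM filter), and *Prf1* in *Stat5b* KI cells at 48 hr (0.04 and 0.06 with the RPKM filter). At 0 hr they were *Stat5a* in *Stat5a* KI cells (−0.01 in fits of only the groups compared and with the transcript with the most reads, 0.00 with no filter, −0.05 to 0.08 over 48 and −0.04 to 0.08 over 47 libraries without 1 library), *Stat5a* in *Stat5b* KI cells (0.00 with the RPKM filter, 0.02 with limma), and *Stat5b* in *Stat5a* KI cells (−0.02 over 48 libraries and −0.01 or 0.00 over 47 without 1 library). Of the other single-gene values over the 47 libraries, the calls that became weaker and stronger were 8 and 2 of 171 with limma, 5 and 8 of 179 in fits of only the groups compared, 1 and 4 of 163 with the RPKM filter, 1 and 1 of 195 with DESeq2, and 61 and 5 of 1248 without 1 library. Those over the 48 libraries were 54 and 6 of 171 with limma, 4 and 30 of 179 in fits of only the groups compared, 3 and 5 of 163 with the RPKM filter, 3 and 9 of 194 with DESeq2, 1 and 8 of 174 with the exact test, 9 and 0 of 194 with no filter, and without 1 library 1109 of 1248 kept their call and 2 became stronger, while 26 of 194 calls were weaker over 48 than over 47 libraries.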

Differences from the paper's values

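Values here are from edgeR's quasi-likelihood test over the 47 libraries of the paper and over all 48. The alternatives not named for a value, among those set before the data were examined, did not close the gap. The filter of an RPKM of at least 5 in at least 2 libraries was chosen after seeing the values, and so were the 47 libraries. The paper tested fewer genes than the 15566 and 15404 tested here, and its filter on low counts could not be identified. The gaps in gene counts below therefore include a difference in the genes tested.

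The paper's text gives 3639 IL-2-regulated genes, against 8087 and 6985 here, and 741 genes lower in KI cells, without naming a time, against 2095 and 1669 over 4, 24, and 48 hr, and 1411 and 1482 at 48 hr alone. With limma on log2(RPKM + 1) the totals were 3849 and 2971, and 901 and 615 (807 and 537 at 48 hr alone), and the filter chosen after seeing the values gave 3489 and 3405, and 910 and 862 (752 and 764 at 48 hr alone). Fig. 5a shows, read by eye, about 6 genes lower in *Stat5a* KI cells alone and about 580 in *Stat5b* KI cells alone, against 57 and 1205 over the 47 libraries and 37 and 1302 over all 48. With limma these were 6 and 742 over the 47 libraries and 4 and 502 over all 48. The filter chosen after seeing the values gave 685 and 696 for *Stat5b* KI cells alone, and 9 for *Stat5a* KI cells alone over all 48 libraries.

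For IL-2 against 0 hr in *Stat5a* line WT cells, the paper's Supplementary Data 1 lists 1333 genes at 4 hr, 1591 at 24 hr, and 2615 at 48 hr, against 3330, 3570, and 5697 over the 47 libraries and 2531, 3202, and 4992 over all 48. For *Stat5b* line WT cells at 4 hr it lists 1016, against 2448 and 2054. With limma these were 986, 1541, and 2786, and 845, over the 47 libraries, and 1176 at 24 hr and 2207 at 48 hr over all 48. With only the libraries of the groups compared, 1941 genes were IL-2-regulated at 4 hr in *Stat5a* line WT cells. The filter chosen after seeing the values gave 1251, 1540, and 2489, and 966, over the 47 libraries, and 1180, 1491, and 2442, and 939, over all 48.

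For *Stat5a* KI against WT, the paper's Supplementary Data 2 lists 76 genes at 0 hr (58 higher and 18 lower), 275 at 4 hr (50.5% higher), 272 at 24 hr (164 higher), and 484 at 48 hr (366 higher). Here the 47 libraries gave 162 (134 and 28), 1032 (384 and 648), 692 (499 and 193), and 1367 (988 and 379), and all 48 gave 23 (14 and 9), 2668 (2537, or 95.1%, higher), 449 (316 higher), and 1093 (738 and 355). Across the 47 libraries, limma gave 41 higher at 0 hr, 249 in total at 4 hr, and 101 lower at 48 hr. At 0 hr, 91 genes differed and 63 were higher without *Stat5a* line WT replicate 1, and 13 and 26 were lower without KI replicate 1 and replicate 3. At 24 hr the lower genes were within 1.5 times the paper's number without KI replicate 2, KI replicate 3, or WT replicate 2. Using all 48 libraries, at 0 hr, the exact test gave 99 genes (78 higher and 21 lower), the replicate block 64 (52 and 12), and DESeq2 39 higher, and at 24 hr the fit with no filter gave 406. At 24 hr the fits without any 1 of the KI replicates, or without WT replicate 2 or 3, also came within 1.5 times the paper's total (189 at the lowest), and the fit without KI replicate 1 came within it for the higher genes. Using all 48 libraries, the lower genes at 4 and 24 hr did not differ from the paper's numbers by this measure. For the total at 4 hr over all 48 libraries, none of the alternatives set before the data were examined closed the gap, and for the percent higher only the fit without KI replicate 3 did (37.2%).

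The filter chosen after seeing the values gave in *Stat5a* KI cells 60 (49 higher), 238 (50.8% higher), 262 (145 higher), and 429 (297 higher) over the 47 libraries, and 236 at 24 hr and 417 (281 higher) at 48 hr over all 48, and each of these totals came within 1.5 times the paper's, as did the lower genes over the 47 libraries from 4 hr on.

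For *Stat5b* KI against WT, the paper's Supplementary Data 2 lists 456 genes at 0 hr (416 higher and 40 lower), 559 at 4 hr (472 and 87), 906 at 24 hr, and 1672 at 48 hr. Here the 47 libraries gave 1242 (1148 and 94), 1623 (1432 and 191), 2596, and 4091, and all 48 gave 717 (646 and 71), 1155 (1002 higher), 2118, and 3399. Across the 47 libraries, limma gave 27 lower at 0 hr, 379 at 4 hr (68 lower), 741 at 24 hr, and 1420 at 48 hr. Using all 48 libraries, at 0 hr, the fit with no filter gave 624 (551 higher), and each of the 6 fits without 1 library came within 1.5 times the paper's total (416 to 614, with 359 to 549 higher), with 57 lower without WT replicate 2. At 4 hr, 806 genes differed without WT replicate 2, of which 679 were higher. The filter chosen after seeing the values gave 392 (355 and 37), 519 (436 and 83), 854, and 1574 over the 47 libraries and 341 (308 and 33), 472 (387 and 85), 827, and 1533 over all 48.

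For *Myc* in *Stat5a* KI against WT cells at 4 hr, the paper's log2 fold change is −1.02, against −1.26 over all 48 libraries and −0.96 over the 47. Over all 48 it was −1.14 with DESeq2, −1.16 with DESeq2's size factors in edgeR, −1.25 with the exact test, and −1.13 with the filter chosen after seeing the values.

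The paper's text has more genes expressed at a higher level in WT than in KI cells, while its Supplementary Data 2 and the counts here have more genes higher in *Stat5a* KI cells at 48 hr (988 against 379). In *Stat5b* KI cells at 48 hr 2564 genes were higher and 1527 lower, and more were lower than higher with limma (583 and 837) and with the filter chosen after seeing the values (767 and 807). The paper lists *Il16*, *Il6ra*, *Il6st*, and *Scd1* among genes that are lower in KI cells, and here their log2 fold changes at 48 hr in *Stat5a* KI and *Stat5b* KI cells were 0.66 and 0.93 for *Il16*, 0.90 and 1.09 for *Il6ra*, 0.70 and 1.04 for *Il6st*, and 0.78 and 0.82 for *Scd1*. *Ccnd1* is in the paper's heatmap of attenuated genes, and here it was higher in KI cells (1.85 and 3.43). The paper's text sets *Ccnd1* apart as an mRNA that IL-2 lowers in both WT and mutant cells, and here it also fell with IL-2 in both.

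In the paper *Crem* is described as detected at 4 hr alone, and here its mean RPKM in WT cells was 2.78 to 5.63 at 0, 24, and 48 hr. The paper describes *Il2rg* as induced by IL-2, and here its log2 fold change in *Stat5b* line WT cells at 48 hr was 0.10 and did not pass the test. Its rise did pass in *Stat5a* line WT cells and in the KI cells of both lines over the 47 libraries. Among the effector molecules the paper describes as lower in KI cells, the mRNAs of *Gzma* (−0.48 and −0.40) and *Prf1* (−0.23 and −0.07) did not pass in *Stat5a* KI or *Stat5b* KI cells. The paper describes unstimulated WT and KI samples as lying together in the principal components, and here their centers were 23.61 apart in the *Stat5a* line and 42.35 in the *Stat5b* line. Libraries of a group at 0 hr lay up to 33.73 apart in the *Stat5a* line and up to 12.02 in the *Stat5b* line. The difference from the paper therefore holds for the *Stat5b* line. For the *Stat5a* line it is not settled, since the spread there comes from replicate 3 of the WT cells.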

Other observations

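No test in this part was chosen after its own result had been seen, but the 47 libraries, and the fits without replicate 2 of the *Stat5a* line WT cells at 4 hr, were taken up after the signal of single libraries on genes silent elsewhere had been seen.

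The WT cells of the lines were compared with each other, which the paper does not report. Across the 47 libraries 48 genes differed at 0 hr, 999 at 4 hr (75 higher and 924 lower in the *Stat5b* line), 1 at 24 hr, and 0 at 48 hr, where 879 genes had an unadjusted p under 0.05. Using all 48 libraries, the counts were 6, 85, 1, and 0, with 460 at an unadjusted p under 0.05 at 48 hr. These counts depend on the method. At 4 hr over the 47 libraries, limma on log2(RPKM + 1) gave 99 higher and 32 lower, the reverse direction, the replicate block 72 and 528, and a fit of only the libraries compared 0, with 1172 at an unadjusted p under 0.05. At 48 hr the replicate block gave 3 higher and 71 lower, and DESeq2 15 lower. The replicate block also gave 41 higher and 89 lower at 0 hr, and 14 and 56 at 24 hr. A fit of only the libraries compared gave 0 genes at 0 and 24 hr. A candidate explanation for the count at 4 hr is replicate 2 of the *Stat5a* line WT cells, the library with the second highest signal on genes silent elsewhere. Without it, 27 genes differed at 4 hr. Without both this library and the one the paper left out, 352 genes were higher and 78 lower in *Stat5a* KI than in WT cells at 4 hr (46 libraries).

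Of the genes lower in KI cells at 4, 24, or 48 hr, 88.2% were IL-2-regulated in WT cells, against 52% of all genes tested. Both comparisons use the same WT libraries at 4, 24, and 48 hr, which alone ties them together. With KI groups simulated without any KI effect, 58.7% of as many genes with the lowest statistics were IL-2-regulated, where 56.4% of all simulated genes were, and 0 genes were called lower. The shared WT libraries could therefore account for only a small part of the excess.

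Each comparison of 3 against 3 libraries has 10 splits, so a share under 0.1 cannot be reached. In a fit of only the libraries compared, the real split alone gave as many genes for each IL-2 comparison of WT cells and for each KI comparison (1 of 10), except *Stat5a* KI against WT at 4 hr, where the real split gave 0 genes and all 10 splits gave as many. At that comparison 320 genes had an unadjusted p under 0.05. For the lists of the paper's figures, 6 of 10 splits gave as many lists past the threshold in *Stat5a* KI and 10 of 10 in *Stat5b* KI cells, and for the S phase and G2M phase lists 10 of 10 in both. Every other split is an unequal mix of KI and WT libraries, so part of the genotype effect stays in it. These counts of lists therefore cannot decide whether the camera tests with the preset correlation set the real grouping apart. For the Reactome sets it was 1 of 10 in *Stat5a* KI and 2 of 10 in *Stat5b* KI cells. Other splits gave up to 269 sets in a single direction against 279 for the real one, and 296 against 284. For the same reason these counts cannot decide it either. Of 100 drawn sets of splits, 1 gave as many genes lower in both lines at 48 hr, 1 as many IL-2-regulated genes in total, 2 as many IL-2-regulated genes lower in KI cells at any time, 4 as many of the 11 genes followed over time, and 6 as many of the Fig. 7b genes lower in *Stat5a* KI cells.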
